# Mitochondrial mistranslation modulated by metabolic stress causes cardiovascular disease and reduced lifespan

**DOI:** 10.1111/acel.13408

**Published:** 2021-06-07

**Authors:** Tara R. Richman, Judith A. Ermer, Stefan J. Siira, Irina Kuznetsova, Christopher A. Brosnan, Giulia Rossetti, Jessica Baker, Kara L. Perks, Henrietta Cserne Szappanos, Helena M. Viola, Nicola Gray, Mark Larance, Livia C. Hool, Steven Zuryn, Oliver Rackham, Aleksandra Filipovska

**Keywords:** ageing, metabolism, mitochondria, protein synthesis

## Abstract

Changes in the rate and fidelity of mitochondrial protein synthesis impact the metabolic and physiological roles of mitochondria. Here we explored how environmental stress in the form of a high‐fat diet modulates mitochondrial translation and affects lifespan in mutant mice with error‐prone (*Mrps12^ep^* ^/^ *^ep^*) or hyper‐accurate (*Mrps12^ha^* ^/^ *^ha^*) mitochondrial ribosomes. Intriguingly, although both mutations are metabolically beneficial in reducing body weight, decreasing circulating insulin and increasing glucose tolerance during a high‐fat diet, they manifest divergent (either deleterious or beneficial) outcomes in a tissue‐specific manner. In two distinct organs that are commonly affected by the metabolic disease, the heart and the liver, *Mrps12^ep^* ^/^ *^ep^* mice were protected against heart defects but sensitive towards lipid accumulation in the liver, activating genes involved in steroid and amino acid metabolism. In contrast, enhanced translational accuracy in *Mrps12^ha^* ^/^ *^ha^* mice protected the liver from a high‐fat diet through activation of liver proliferation programs, but enhanced the development of severe hypertrophic cardiomyopathy and led to reduced lifespan. These findings reflect the complex transcriptional and cell signalling responses that differ between post‐mitotic (heart) and highly proliferative (liver) tissues. We show trade‐offs between the rate and fidelity of mitochondrial protein synthesis dictate tissue‐specific outcomes due to commonly encountered stressful environmental conditions or aging.

## 1 INTRODUCTION

Protein synthesis is essential for cell function and it can take place in the cytoplasm and also in organelles such as mitochondria and chloroplasts. Protein synthesis involves an orchestrated readout of mRNAs by ribosomes, facilitated by translation factors and tRNAs, however, this process can be remarkably error‐prone (Schwartz & Pan, 2017). Amino acid misincorporation can occur in every 10^3^–10^4^ mRNA codons during translation and it has been suggested that ~15% of all proteins may have at least one misincorporated amino acid (Ogle & Ramakrishnan, 2005; Parker & Friesen, 1980). Cells can function effectively in spite of translational errors due to the efforts of quality control mechanisms and the ability to tolerate a low level of non‐programmed amino acid incorporation in prokaryotes and eukaryotes (Wang et al., 2006; Wang & Pan, 2016).

Translational efficiency balances the fidelity and speed of protein synthesis to ensure a functional compromise between protein yield and integrity. Altering the balance of translational efficiency can accrue costs to the growth and propagation of cells, as higher accuracy of translation is gained at the expense of speed and the mechanisms ensuring the accuracy of protein synthesis require higher energy use (Suhm et al., 2018). Errors in protein synthesis reduce the fitness of an organism by causing the loss of function of a protein caused by mistranslation, or production of polypeptides that have gained toxic functions. Under certain physiological and environmental conditions, different levels of translational accuracy and speed may be more or less tolerated (Schwartz & Pan, 2017). For example, mammalian cells can benefit from tRNA misacylation in certain environments such as upon exposure to toll‐like receptor ligands or chemically induced oxidative stress (Luo & Levine, 2009).

Defects in the fidelity of cytoplasmic protein synthesis and folding can reduce lifespan (Xie et al., 2019) or cause severe diseases, including neurodegeneration, cancer, heart disease, and viral infections (Brüning & Jückstock, 2015; Hekman et al., 2012; Lee et al., 2006; Liu et al., 2014; Netzer et al., 2009; Schimmel & Guo, 2009; Sulima et al., 2014). Impaired fidelity of mitochondrial translation also leads to diseases such as cardiomyopathy (Rudler et al., 2019). This is because the fidelity of mitochondrial protein synthesis is essential for the expression of the 13 respiratory complex polypeptides encoded by the mitochondrial genome and their coordinated assembly with the nuclear‐encoded proteins of the oxidative phosphorylation (OXPHOS) system (Rudler et al., 2019). Defects in mitochondrial protein synthesis are the most common causes of mitochondrial diseases, for which there are currently no cures (Boczonadi & Horvath, 2014). Therefore, it is important to gain better insight into the pathology of diseases caused by defects in the rate and fidelity of mitochondrial translation.

Error‐prone translation in yeast mitochondria results in ROS production and activation of a general stress response (Suhm et al., 2018), causing a deleterious response similar to that in bacteria (Agarwal et al., 2011). In *Caenorhabditis elegans* reduction of the mitochondrial ribosomal protein of the small subunit 5 (MRPS5), which can confer mistranslation, leads to reduced mitochondrial protein synthesis and increased lifespan (Liu et al., 2020; Molenaars et al., 2020). In mammals, an error‐prone mutation in MRPS12 was beneficial, causing upregulation of mitochondrial stress signalling and biogenesis to compensate for the reduced OXPHOS levels and function due to a mistranslation (Ferreira et al., 2019). A hyper‐accurate mutation in the same protein reduced the rate of mitochondrial protein synthesis without eliciting a rescue stress response (Ferreira et al., 2019), resulting in a persistent reduction of OXPHOS function that caused heart disease.

To explore the physiological consequence of the error‐prone and hyper‐accurate mutations in mammals compared to other systems we challenged mouse models with a metabolic stress and observed changes during ageing. We found that on a calorie‐rich diet the error‐prone mutation caused metabolic dysfunction and the hyper‐accurate mutation resulted in reduced lifespan in worms and mice. Our study reveals that dietary stress and ageing can have a detrimental impact on the fidelity and rate of protein synthesis and consequently energy metabolism.

## 2 RESULTS

### 2.1 High‐fat diet leads to reduced weight of mice with a mutation causing hyper‐accurate protein synthesis

The quality control requirements for protein synthesis differ between organisms and variability in decoding is at times evolutionarily conserved and advantageous (Moghal et al., 2014). Different mutations or environmental conditions have been shown to increase the error rate of protein synthesis (Gromadski & Rodnina, 2004; Lee et al., 2006). However, the molecular and physiological consequences of both environmental conditions and mutations that change the fidelity of protein synthesis have not been studied *in* *vivo* previously. Therefore, we used error‐prone, *Mrps12^ep^* ^/^ *^ep^*, and hyper‐accurate, *Mrps12^ha^* ^/^ *^ha^*, mouse models of protein synthesis that have either a K72I mutation or K71T mutation in MRPS12, respectively (Figure 1a; Ferreira et al., 2019), altering domain closing in the ribosome decoding centre and causing them to have increased or decreased amino acid misincorporation. To evaluate the effects of each of the mutations under different environmental conditions we fed them a normal chow diet (NCD) or high‐fat diet (HFD) from 6 weeks of age for 14 weeks and evaluated the physiological and molecular consequences (Figure 1b). *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed an NCD or HFD were weighed weekly to monitor changes in weight compared to control mice. The food intake of the control, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice was the same over 14 weeks (Figure S1). Although the weight of the *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice was significantly reduced at weeks 5–8 and 12, by 14 weeks on an NCD the mutant mice had no differences in their weight compared to control mice (Figure 1c). On the HFD the *Mrps12^ep^* ^/^ *^ep^* mice had reduced weight at 6–10 weeks but their weight normalised compared to control mice. In contrast, the *Mrps12^ha^* ^/^ *^ha^* mice were significantly leaner compared to both wild type and *Mrps12^ep^* ^/^ *^ep^* mice throughout the HFD regime (Figure 1d), indicating that the hyper‐accurate mutation in MRPS12 results in a metabolic change and reduced body weight.

**FIGURE 1:**
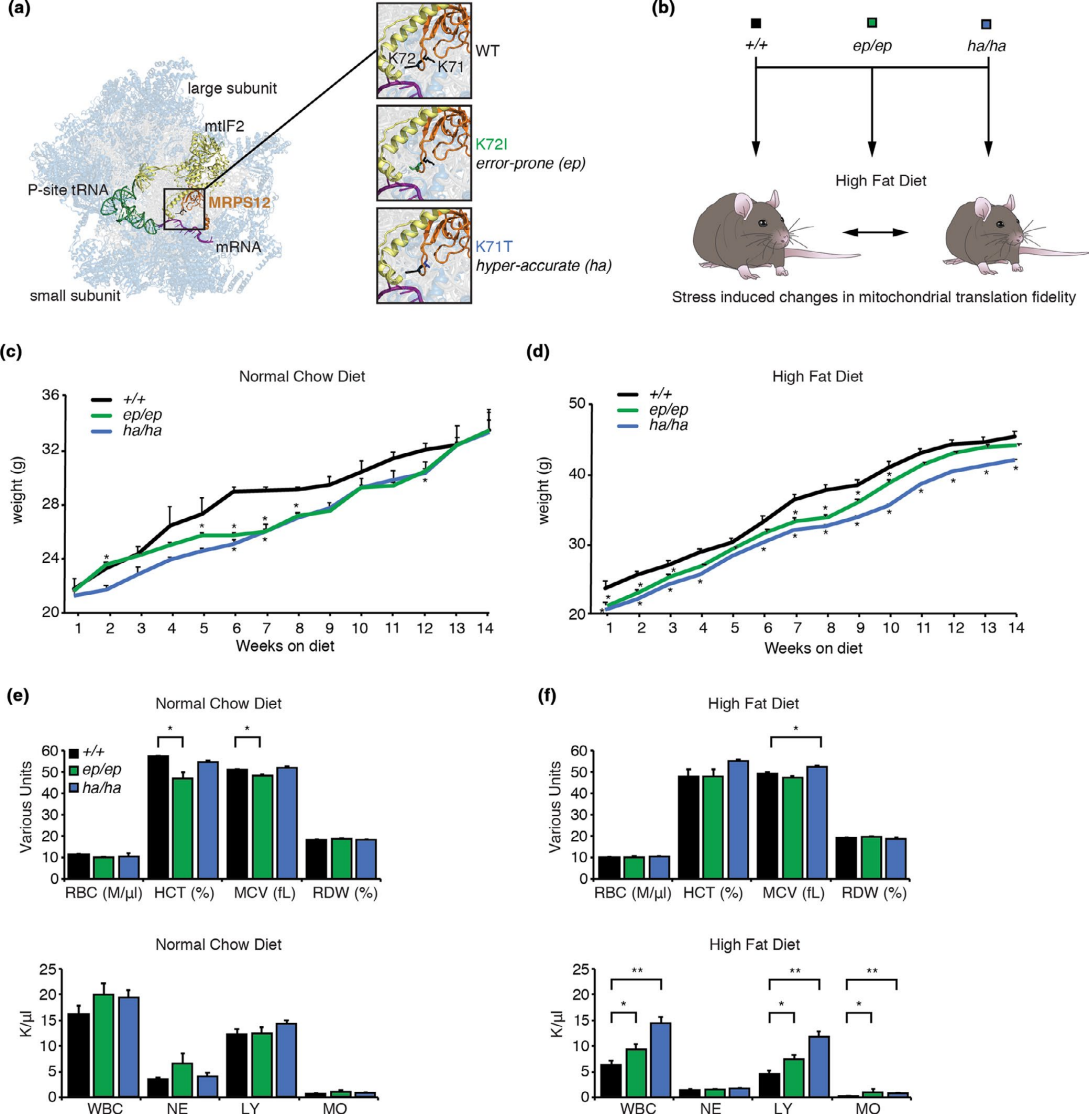
A high‐fat diet modulates the effects of error‐prone and hyper‐accurate mitochondrial translation in mice. (a) Mutations in the mitoribosomal decoding site protein, MRPS12, generate mice with altered fidelity of mitochondrial translation. MRPS12 (orange) is shown within the structure of the mitochondrial ribosome (PDB ID: 6GAW; Kummer et al., 2018). Ribosomal proteins are shown in blue and rRNAs in grey. The ribosome is rendered semi‐transparent to reveal MRPS12, P‐site fMet‐tRNAMet (green), mRNA (purple), and mtIF2 (yellow) in the decoding site. Inset images show close up views of the mutated residues at positions 71 and 72 of MRPS12, with K72I and K71T mutations modelled using PyMOL (Schrödinger). (b) Schematic representation of the experimental design. Wild‐type, error‐prone (*Mrps12^ep^* ^/^ *^ep^*) and hyper‐accurate (*Mrps12^ha^* ^/^ *^ha^*) mouse models are metabolically stressed when fed a high‐fat diet. Weight of *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed an NCD (c) and HFD (d) is shown from 6 to 20 weeks of age. Red blood cells (RBC), hematocrit (HCT), mean corpuscular volume (MCV), red cell distribution width (RDW) and white blood cell (WBC), neutrophil count (NE), lymphocyte count (LY), monocyte count (MO) were analysed using a Hemavet 950 Haematology System in *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice on an NCD (e) and HFD (f). All analyses were performed on at least six mice of each genotype and quantitative values are ±SEM. *p < 0.05, Students *t* test

The blood cell profiles of the mice revealed that the *Mrps12^ep^* ^/^ *^ep^* mutant mice on an NCD have a significant reduction in haematocrit (HCT) and mean corpuscular (erythrocyte) volume (MCV), indicative of smaller blood cells and an iron deficiency (Figure 1e). In contrast, the MCV was increased in the *Mrps12^ha^* ^/^ *^ha^* mice fed an HFD (Figure 1f). White blood cell, lymphocyte and monocyte levels are comparable between the control and mutant mouse strains on an NCD (Figure 1e), however, when fed an HFD their levels were increased significantly in both mutant mouse strains compared to control mice (Figure 1f). In the *Mrps12^ha^* ^/^ *^ha^* mice the white blood cell and lymphocyte levels were much higher compared to both the control and *Mrps12^ep^* ^/^ *^ep^* mutant mice, indicating the presence of an immune response to inflammation.

### 2.2 High‐fat diet elicits tissue‐specific changes in response to altered fidelity of mitochondrial protein synthesis

Recently, we showed a liver‐specific response to error‐prone mitochondrial translation and a heart‐specific defect in response to hyper‐accurate protein synthesis under a normal dietary regime (Ferreira et al., 2019). Therefore, we investigated the physiological consequences of a high‐fat diet on the liver and heart in the mutant and control mice. In contrast to the beneficial effects of the error‐prone mutation for liver function on an NCD (Ferreira et al., 2019), the *Mrps12^ep^* ^/^ *^ep^* mice fed a high‐fat diet had increased accumulation of lipid droplets in the liver compared to the control and *Mrps12^ha^* ^/^ *^ha^* mice (Figure 2a). The livers of the *Mrps12^ha^* ^/^ *^ha^* mice were most resistant to lipid accumulation, with fewer fat deposits compared to the control mice, indicating that the hyper‐accurate mutation has a protective effect in the liver (Figure 2a). These findings are consistent with increased levels of alanine aminotransferase (ALT) in the serum of the *Mrps12^ep^* ^/^ *^ep^* mice, but not control or *Mrps12^ha^* ^/^ *^ha^* mice (Figure 2a).

**FIGURE 2:**
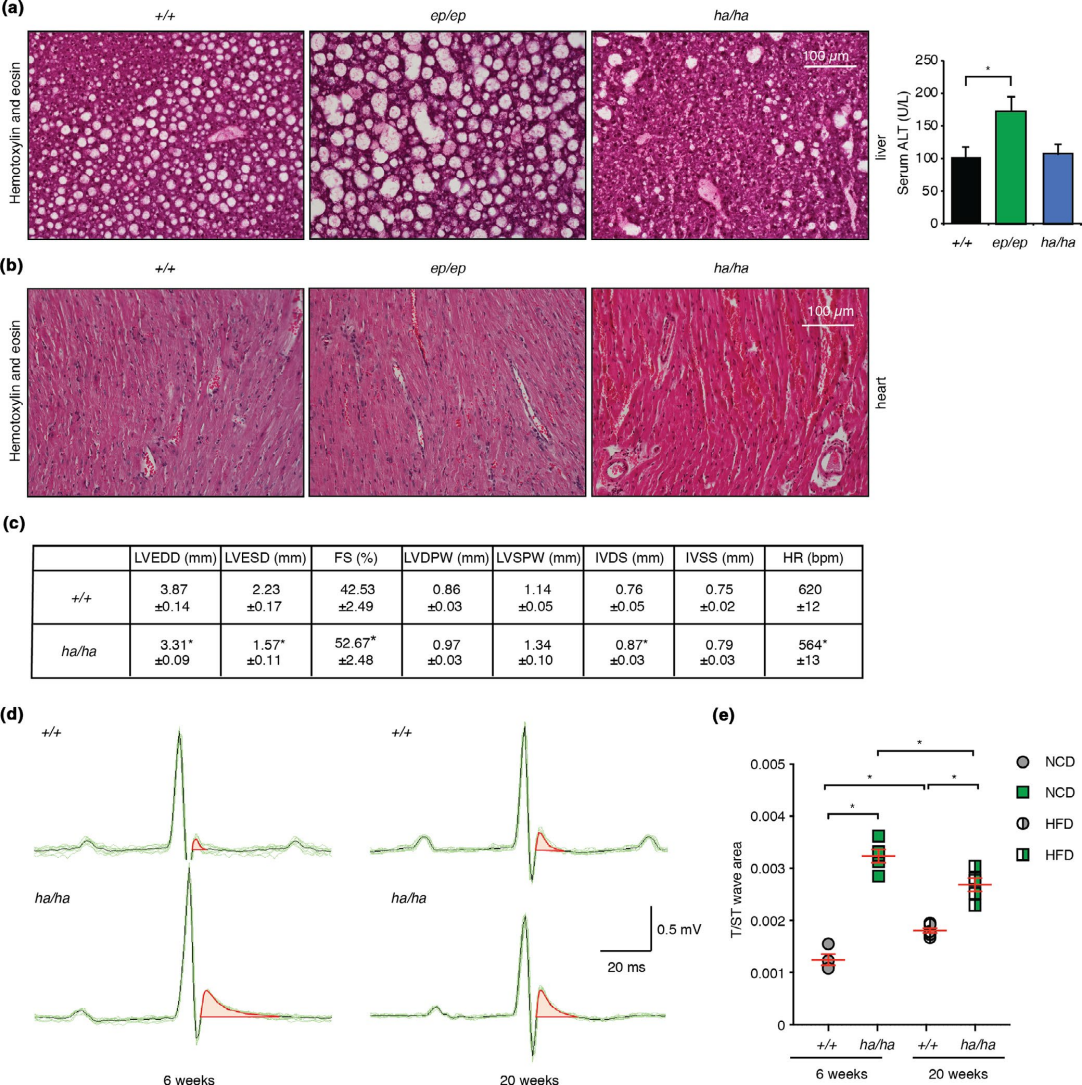
*Mrps12^ha^* ^/^ *^ha^* mice develop hypertrophic cardiomyopathy on a high‐fat diet and *Mrps12^ep^* ^/^ *^ep^* mice have increased liver lipid accumulation. (a) Liver sections from *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed a high‐fat diet were cut to 10 µm thickness and heart sections (b) were cut to 5 µm thickness, then stained with haematoxylin and eosin (H&E). Each image is representative of sections from six mice per genotype. (c) Parameters for *Mrps12* ^+/+^ *n* = 5 and *Mrps12^ha^* ^/^ *^ha^* *n* = 5 mice fed a HFD. LVEDD, left ventricular end‐diastolic diameter; LVESD, left ventricular end‐systolic diameter; FS, fractional shortening; LVDPW, left ventricular posterior wall in diastole; LVSPW, left ventricular posterior wall in systole; IVDS, intraventricular septum in diastole; IVSS, intraventricular septum in systole; HR, heart rate. Values are means ± SEM. *p < 0.05 compared with *Mrps12* ^+/+^, Student's *t* test. (d) Representative raw electrocardiographic recordings from at least six control and six *Mrps12^ha^* ^/^ *^ha^* mice fed an NCD at 6 weeks and fed a high‐fat diet at 20 weeks. Characteristic altered repolarisation in hearts of *Mrps12^ha^* ^/^ *^ha^* mice was identified as an increase in the T/ST‐wave area. (e) Electrocardiography recordings showed significant differences in the T/ST‐wave area of the *Mrps12^ha^* ^/^ *^ha^* compared to *Mrps12* ^+/+^ mice fed either a normal diet at six weeks of age or following a high‐fat diet by 20 weeks of age. Values are means ± SEM. *p < 0.05 compared with *Mrps12* ^+/+^, Student's *t* test

The HFD did not affect the heart morphology of the *Mrps12^ep^* ^/^ *^ep^* mice (Figure 2b), consistent with previous reports for these mice when they were fed an NCD (Ferreira et al., 2019). However, cardiomyocyte disarray and necrotic foci were present in the *Mrps12^ha^* ^/^ *^ha^* mice on an HFD (Figure 2b) and echocardiography identified significant changes including: increased fractional shortening, increased intraventricular septum thickness and decreased left ventricular diameter (Figure 2c), consistent with the development of hypertrophic cardiomyopathy. Histology analyses of the hearts from *Mrps12^ha^* ^/^ *^ha^* mice revealed changes that were also consistent with hypertrophy (Figure S2). Therefore, we performed electrocardiography and identified hyperacute T waves defined by increases in T‐wave area in the hearts of the *Mrps12^ha^* ^/^ *^ha^* mice, suggesting altered repolarisation through the hypertrophic myocardium (Figure 2d,e and Figure S3). The cardiac phenotype was consistent with an elevated immune response, possibly from necrotic cardiomyocytes generating inflammatory responses, that was identified in the blood profiles of the HFD fed *Mrps12^ha^* ^/^ *^ha^* mice (Figure 1d). Electrocardiography revealed that a cardiac defect was present in the mutant mice from 6 weeks of age, however, the HFD resulted in hypertrophic cardiomyopathy in the 20‐week‐old HFD fed *Mrps12^ha^* ^/^ *^ha^* mice.

### 2.3 The hyper‐accurate mutation protects from the effects of a high‐fat diet

To investigate the metabolic changes that may have a protective role from high caloric food intake we carried out glucose and insulin tolerance tests on *Mrps12^ep^* ^/^ *^ep^*, *Mrps12^ha^* ^/^ *^ha^* and control mice fed either an NCD or HFD. The *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed an NCD were more glucose tolerant compared to their control littermates (Figure 3a), suggesting that the mutations may confer a metabolic advantage. However, on the HFD, the *Mrps12^ep^* ^/^ *^ep^* mice became more glucose intolerant compared to control and *Mrps12^ha^* ^/^ *^ha^* mice, consistent with the increased lipid accumulation in the livers of the *Mrps12^ep^* ^/^ *^ep^* mice. In contrast, the *Mrps12^ha^* ^/^ *^ha^* mice were more glucose tolerant (Figure 3a). The glucose tolerance of the *Mrps12^ha^* ^/^ *^ha^* mice on both diets was consistent with their leaner phenotype and reduced lipid accumulation in their livers compared to both control and *Mrps12^ep^* ^/^ *^ep^* littermates (Figures 1b and 2a).

**FIGURE 3:**
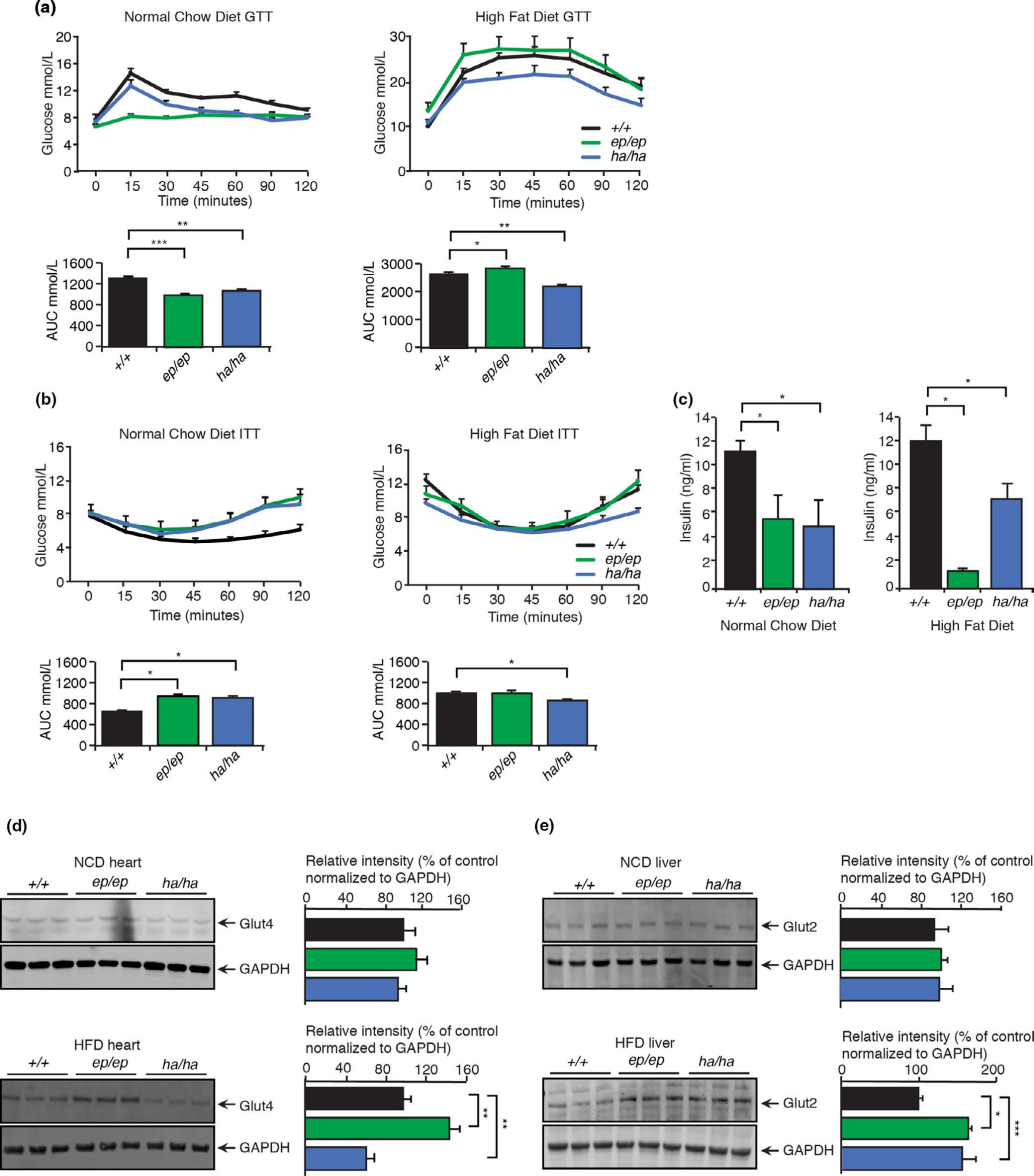
Increased translational accuracy protects from metabolic dysfunction. (a) Glucose tolerance was measured in *Mrps12^ep^* ^/^ *^ep^* (*n* = 6) and *Mrps12^ha^* ^/^ *^ha^* (*n* = 6) mice fed normal chow or high‐fat diet after 12 weeks. Quantitative values are the area under the curve (AUC) ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test. (b) Insulin tolerance was measured in *Mrps12^ep^* ^/^ *^ep^* (*n* = 6) and *Mrps12^ha^* ^/^ *^ha^* (*n* = 6) mice fed a normal chow or high‐fat diet after 12 weeks. Quantitative values are the area under the curve (AUC) ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test. (c) Insulin was measured in serum of *Mrps12^ep^* ^/^ *^ep^* (*n* = 5) and *Mrps12^ha^* ^/^ *^ha^* (*n* = 5) mice fed a normal and high‐fat diet. Error bars indicate SEM. *p < 0.05, Student's *t* test. Abundance of glucose transporters were examined by immunoblotting against Glut4 in hearts of *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice (d) and Glut2 in livers of *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed a normal or high‐fat diet (e). GAPDH was used as a loading control and the relative abundance of the proteins was analysed relative to the loading control. Images are representative of blots from *n* = 6 of each genotype. Values are means ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 Student's *t* test

The insulin tolerance of the *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice was the same as that of the control mice fed an NCD (Figure 3b), consistent with their comparable weights (Figure 1a). However, on the HFD, the *Mrps12^ha^* ^/^ *^ha^* mice were insulin sensitive (Figure 3b), consistent with their increased glucose tolerance and reduced weight compared to the *Mrps12^ep^* ^/^ *^ep^* and control mice (Figures 3a and 1b). Circulating insulin levels were reduced in both *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice on both diets when compared to control mice (Figure 3c), however, the reduction in circulating insulin levels was greater in the *Mrps12^ep^* ^/^ *^ep^* mice fed on an HFD, consistent with their glucose intolerance. This suggests that the error‐prone mutation on an HFD results in reduced insulin production that contributes to glucose intolerance and lipid accumulation. In contrast, the hyper‐accurate mutation has a greater effect than the HFD and can protect the liver from increased lipid accumulation. Although the error‐prone mutation can be beneficial on an NCD, these effects are overcome by the high‐fat diet.

We analysed the levels of the glucose transporters, GLUT4 in the hearts, and GLUT2 in the livers of the mice, to determine if their expression was changed in response to the two different diets. GLUT4 levels were not significantly altered in the hearts of the mutant mice on an NCD, however, they were reduced in the *Mrps12^ha^* ^/^ *^ha^* mice compared to the control mice levels on the HFD, limiting glucose availability in the heart that may contribute to the development of hypertrophy (Figure 3d). The levels of the glucose transporter GLUT2 in the liver were similar in all of the mouse lines fed an NCD (Figure 3e). However, the HFD resulted in increased levels of GLUT2 (Figure 3e), suggesting that it may be a compensatory attempt to recover from the metabolic perturbation.

### 2.4 High caloric diet increases mitochondrial translation in *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice

We measured *de* *novo* mitochondrial protein synthesis and protein stability by pulse and chase labelling to identify the effects of the mutations on a HFD (Figure 4a). Pulse labelling identified that the rate of protein synthesis was increased in heart mitochondria from the *Mrps12^ep^* ^/^ *^ep^* mice compared to control mice (Figure 4a, top left pulse panel). However, chase labelling revealed that the stability of the newly synthesised proteins was dramatically reduced compared to controls (Figure 4a, top right chase panel). This is in stark contrast to the effects of the NCD that caused a reduction of protein synthesis in the *Mrps12^ep^* ^/^ *^ep^* mice (Ferreira et al., 2019), but is consistent with *E*.*coli* and yeast mitochondria where the error‐prone mutation causes increased rates of protein synthesis (Agarwal et al., 2011; Ferreira et al., 2019). The reduced stability of the newly synthesized proteins in the error‐prone mutant mice is most likely a consequence of amino acid misincorporation causing misfolding. To determine if increased amino acid misincorporation results in destabilisation of *de* *novo* produced mitochondrial proteins we used the aminoglycoside antibiotic gentamicin. We used gentamicin because aminoglycosides have been shown to increase the sensitivity of error‐prone mutations by disrupting codon recognition and proofreading systems where accelerating domain closure results in the incorrect insertion of non‐cognate tRNAs into the peptidyl‐transferase centre (Agarwal et al., 2011). In the presence of gentamicin, the error‐prone mutation no longer increased the rate of protein synthesis during pulse labelling (Figure 4a, top left chase panel) and de novo proteins were even less stable in the chase labelling compared to their respective controls (Figure 4a, top right chase panel). These data indicate that gentamicin increases the rate of amino acid misincorporation, exacerbating protein instability and degradation caused by the MRPS12 error‐prone mutation.

**FIGURE 4:**
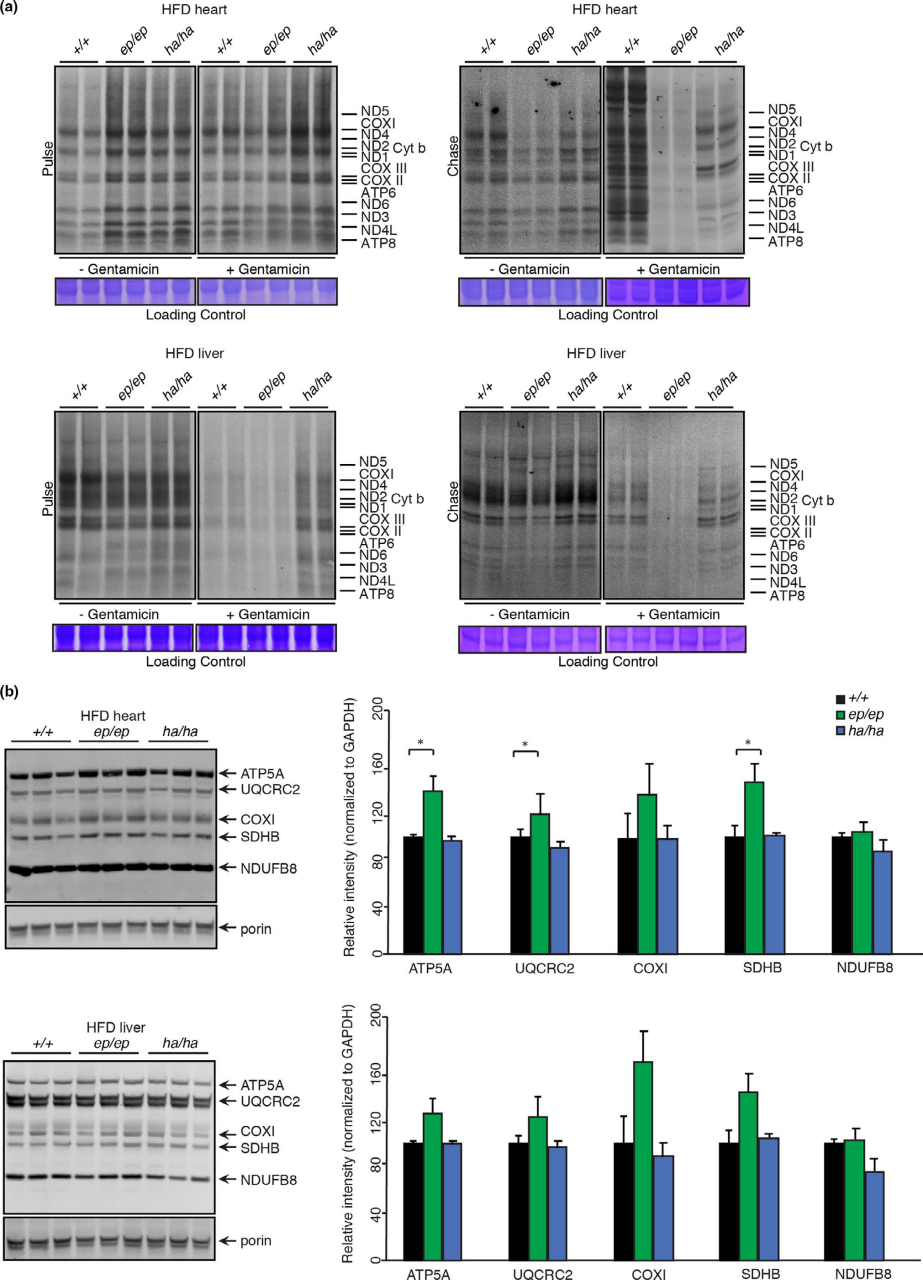
Metabolic stress causes tissue‐specific changes in translational fidelity. (a) De novo protein synthesis in heart and liver mitochondria isolated from 20‐week‐old *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed a HFD, was measured by pulse and chase incorporation of ^35^S‐labelled methionine and cysteine in the presence and absence of 0.5 µM gentamicin. Mitochondrial protein lysates were separated by SDS‐PAGE, stained with Coomassie Brilliant Blue to show equal loading and visualised by autoradiography. The gels are representative of at least three independent biological experiments using at least six mice per genotype. (b) Steady state levels of heart or liver mitochondrial proteins isolated from 20‐week‐old *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed an HFD, were analysed by immunoblotting against an OXPHOS cocktail antibody. Porin was used as a loading control. Relative abundance of proteins was analysed relative to the loading control. Images are representative of blots from *n *= 6 of each genotype. Values are means ± SEM. *p < 0.05, Student's *t* test

Pulse labelling revealed that the hyper‐accurate mutation also increased the rate of translation compared to control mice, albeit not to the same level as the error‐prone mutation (Figure 4a top left pulse panel). In contrast to the error‐prone mutation, *de* *novo* proteins generated in *Mrps12^ha^* ^/^ *^ha^* mice were stable and comparable to the control mice (Figure 4a top right chase panel). The presence of gentamicin increased the rate of protein synthesis in the hyper‐accurate mice compared to control and error‐prone mice, and the stability of the de novo proteins was not reduced as in the error‐prone mice (Figure 4a). These results indicate that in the heart the HFD combined with the error‐prone mutation increased the rate of protein synthesis that results in the misincorporation of amino acids and reduced the stability of mitochondrially encoded proteins. Therefore an HFD stimulates a higher rate of protein synthesis in the mice with the hyper‐accurate mutation in contrast to the reduced rate of translation in these mice on an NCD (Ferreira et al., 2019) and maintains the stability of the newly produced proteins.

In the liver, the effects of the error‐prone mutation combined with an HFD caused a reduction in protein synthesis compared to controls determined by pulse labelling (Figure 4a lower left panel). Amino acid misincorporation resulted in decreased de novo protein stability, identified by chase labelling (Figure 4a lower right panel). Gentamicin had similar effects in the livers of the HFD fed error‐prone mice, where it reduced both the rate of translation and the stability of the newly synthesized proteins, by exacerbating amino acid misincorporation (Figure 4a lower panels). In the livers of the hyper‐accurate mutant mice, the rate of translation and stability of de novo proteins was not affected compared to controls (Figure 4a lower panels). These findings validate that the rate of translation is more important than its accuracy for maintaining normal heart function, which may protect from the effects of an HFD. However, in the liver the HFD compromised the rate of translation as a result of the error‐prone mutation and affected liver function, causing increased lipid accumulation and glucose resistance.

We used immunoblotting to investigate the net effects on mitochondrial OXPHOS protein levels as a result of altered translation rates and protein stability on an HFD in the mutant mice compared to controls (Figure 4b). Despite decreased de novo protein stability, the steady‐state levels of OXPHOS proteins in the *Mrps12^ep^* ^/^ *^ep^* mice fed an HFD were increased and unchanged in heart and liver mitochondria, respectively. In heart and liver mitochondria isolated from *Mrps12^ha^* ^/^ *^ha^* mice, the HFD did not change the steady‐state levels of the OXPHOS proteins and they were comparable to control mice (Figure 4b). This suggests that the pathological changes in the hearts of the *Mrps12^ha^* ^/^ *^ha^* mice and the lipid accumulation in the livers of the *Mrps12^ep^* ^/^ *^ep^* mice was not a consequence of OXPHOS dysfunction, but instead the error‐prone and hyper‐accurate mutations have an independent and tissue‐specific effect on a high‐calorie diet.

### 2.5 High‐fat diet and hyper‐accurate mitochondrial protein synthesis result in increased levels of mitochondrial ribosomal proteins in the heart

Previously we have shown that neither of the mutations in mice fed an NCD affected the abundance of mitoribosomal proteins (Ferreira et al., 2019). Here we found that the hyper‐accurate mutation caused an increase in mitoribosomal proteins in the hearts of mice fed an HFD, compared to control and error‐prone mutant mice (Figure S4a). The error‐prone mutation caused a minor reduction in specific mitoribosomal proteins in the heart but not the liver compared to control mice. We used sucrose gradient fractionation to resolve the mitochondrial subunits and translating mitoribosomes followed by immunoblotting for markers of the small and large ribosomal subunits to show that neither of the mutations altered the biogenesis and engagement of the mitoribosomes on an HFD (Figure S4b). These findings indicate that altered de novo translation rates in the mutant mice (Figure 4a) were a direct consequence of the error‐prone and hyper‐accurate mutation in the MRPS12 protein that affects the opening of the decoding site (Agarwal et al., 2011; Ferreira et al., 2019).

Proteomic analyses of mitochondria from the mutant mice on an HFD were consistent with the immunoblotting results: the hyper‐accurate mutation in the heart caused an increase in mitoribosomal proteins (Figure 5a and Figure S5a), and the error‐prone mutation had a minor effect on the mitoribosomal proteins (Figure 5a). The effects on mitoribosomal protein levels in the livers of the mutant mice fed an HFD were negligible, consistent with the immunoblotting results (Figure 5b). In addition, OXPHOS proteins were increased in the hyper‐accurate mutant mice fed an HFD (Figure 5a), consistent with the increased rate of de novo protein synthesis. Proteomic analysis of isolated mitochondria from livers of the mutant mice on an HFD revealed minimal to no effects on the steady‐state levels of OXPHOS proteins (Figure 5b), consistent with the immunoblotting results. In the hearts of the *Mrps12^ep^* ^/^ *^ep^* the mitochondrially encoded ATP8 protein was reduced relative to nuclear‐encoded OXPHOS proteins, validating the de novo translation results that the stability of mtDNA encoded proteins is reduced (Figure S5b). Their reduced stability may be a consequence of increased levels of the protease AFG3L2 in the hearts of these mice (Figure S5c), possibly in an effort to remove mistranslated proteins. Interestingly, the proteomic analyses identified increased levels of heart hypertrophy markers, such as aldehyde dehydrogenase (Aldh1b1; Chi et al., 2006) and glycine N‐acyltransferase‐like protein (Gm4952; Bell et al., 2011; Rardin et al., 2013), in the hearts of the *Mrps12^ha^* ^/^ *^ha^* mice (Figure 5a), consistent with increased autophagy (Figure S5d) and hypertrophy identified in their hearts. The increased levels of acetyl coenzyme A synthetase (Acsm1) that is important for lipoic acid utilization and increased glucose uptake, may help protect the livers of the *Mrps12^ha^* ^/^ *^ha^* mice (Figure 5b) from lipid accumulation on the HFD. In contrast, Acsm1 is reduced in the liver mitoproteomes of *Mrps12^ep^* ^/^ *^ep^* mice that have increased lipid accumulation, as well as proteins involved in fatty acid oxidation such as Acad9. The glutamine tRNA aminotransferase, Gatb, is also reduced in the *Mrps12^ep^* ^/^ *^ep^* mice, likely as a compensatory response to amino acid misincorporation (Figure 5b).

**FIGURE 5:**
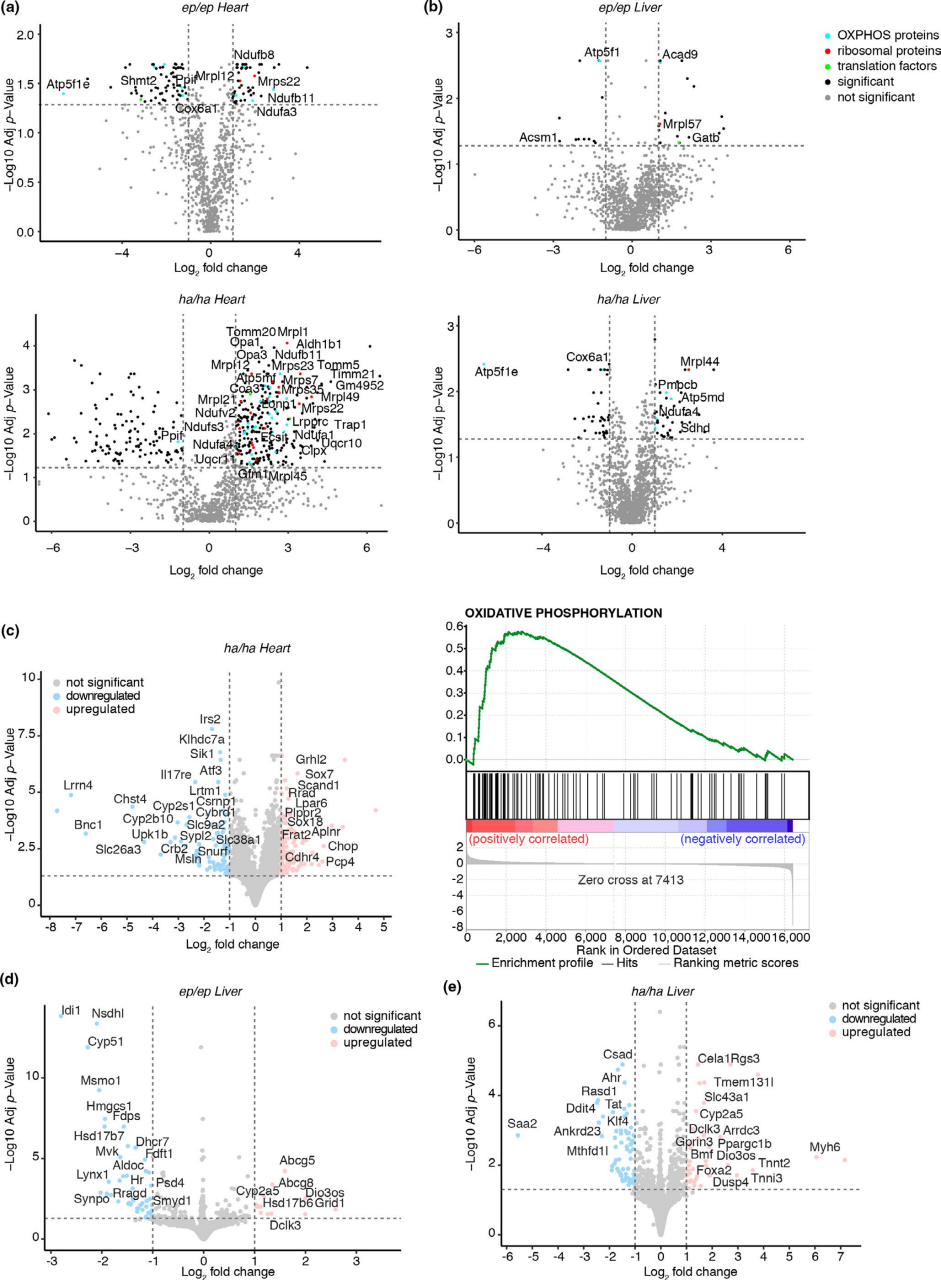
Proteomic and transcriptomic consequences of altered translational fidelity during metabolic stress. Quantitative proteomic analysis of heart (a) or liver (b) mitochondrial proteins from 20‐week‐old *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed a HFD relative to their respective controls on a normal diet. Transcriptome‐wide RNA‐seq was carried out on total heart or liver RNA from 20‐week‐old *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed a HFD, and differential expression analyses were performed. Volcano plots show the significant differences (*p* < 0.05) in positively and negatively correlated transcripts relative to controls. Transcriptome‐wide changes in hearts from 20‐week‐old a *Mrps12^ha^* ^/^ *^ha^* compared to *Mrps12* ^+/+^ mice (c) and the most significantly changing gene ontologies are shown for oxidative phosphorylation. The most significantly changing transcripts in the livers of *Mrp12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice are shown in (d) and (e), respectively

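The hearts and livers came from 9 mice, 3 of each genotype, which were 20 weeks old and had eaten the HFD for 14 weeks. The sample labels list 54 libraries, 3 technical libraries for each mouse and tissue. The normalized counts have 1 column per mouse and tissue, taken as the pool of these. Within a column the low values were whole multiples of one smallest step, which was taken as 1 read. On this scale a heart held 11202866 to 51480271 reads on genes, with medians of 38341211 in *Mrps12*+/+, 35557739 in *Mrps12 ep/ep* and 17916522 in *Mrps12 ha/ha* mice. A liver held 21238039 to 81518266, with medians of 65637966, 64642571 and 50529747 in the same order. One read equalled up to 3.020 normalized counts in the shallowest heart, which came from *Mrps12 ha/ha* mouse 2, and up to 2.380 in the shallowest liver.

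Genes with a mean of at least 10 normalized counts over the 9 mice of a tissue were tested, 16057 in the heart and 15314 in the liver. The log2 of the count plus 1 was compared between genotypes with limma, and the p-values were adjusted by the Benjamini-Hochberg method. Adding 1 understates the fold changes of genes with low counts. An exact permutation test of 3 against 3 mice was run for each named gene, and its smallest possible two-sided p is 0.1. It is reached where the groups do not overlap, which chance gives for 10% of genes. Gene sets were tested with fgsea on all tested genes ranked by log2 fold change, with 10000 permutations of the genes. Permuting genes ignores that the genes of a set vary together between mice. A count model like that of the authors was not fitted.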

### 2.6 Cellular responses to altered mitochondrial translational fidelity are tissue‐specific

The hyper‐accurate mutation had the most profound effect on heart function and this was further evident from the increased levels of mitochondrial biogenesis proteins involved in protein import (Tomm20, Timm21, Tomm5, Timm50, Timm10b), dynamics (Opa1, Opa3) and proteostasis (Clpx, Trap1 and Lonp1) in our proteomics analyses. The increase in these factors can often be an indicator of mitochondrial stress and therefore we investigated the transcriptional changes caused by the hyper‐accurate mutant mice on an HFD. 

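In the heart, 5 genes had an adjusted p under 0.05 between *Mrps12 ha/ha* and *Mrps12*+/+ mice, all of them lower in the mutants, and 3168 had an unadjusted p under 0.05. The 3 mice of each genotype did not overlap in 3401 genes, where chance gives 10% of those tested. The count moved most when limma gave each heart its own weight, to 5573 genes. It was 4330 without *Mrps12 ha/ha* mouse 2 and 3 without *Mrps12*+/+ mouse 1. The 5 genes were *Irs2* and the processed pseudogenes *Gm15387*, *Ptges3-ps*, *Gm6206* and *Gm6361*, which had 0 reads in every *Mrps12 ha/ha* heart. *Gm15387* was at least 104-fold lower (adjusted p = 1.46e-07, 2.88e-08 to 0.00542 over the alternatives). *Gm6361* was at least 10.2-fold lower, was named only after its values were seen and had 0 reads in the *Mrps12 ep/ep* hearts too. *Irs2* fell from 1056 ± 178 to 311 ± 45.8 normalized counts (SD, n = 3), a log2 fold change of -1.76 with an adjusted p of 0.0291 from limma. Over the alternatives its adjusted p ranged from 0.00296 to 0.134, and leaving out any single mouse other than *Mrps12 ha/ha* mouse 2 brought it above 0.05, to between 0.0860 without *Mrps12 ha/ha* mouse 3 and 0.134 without *Mrps12*+/+ mouse 3. So did the replicate block (0.0794) and, added after the data were seen, the block with the trend removal (0.0887) and limma-voom (0.0911). *Gm6361* lost its call with each of these single mice left out too, at 0.0648 to 0.253, and with a pseudocount of 0.1, thinning and both forms of the block, and *Gm6206* with limma-voom (0.107).

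The stress response gene *Chop*, listed as *Ddit3* (ENSMUSG00000025408.15), lies on chromosome 10 of GRCm38 from 127290774 to 127296288. Its normalized counts were 659 ± 16.1 in *Mrps12*+/+ and 1158 ± 206 in *Mrps12 ha/ha* hearts (SD, n = 3), a log2 fold change of 0.80 (standard error 0.15, adjusted p = 0.144 from limma). *Pcp4* (ENSMUSG00000090223.2, chromosome 16, 96467606 to 96525793) rose from 8.83 ± 5.71 to 65.4 ± 15.1, a log2 fold change of 2.96 (standard error 0.80, adjusted p = 0.191). *Sox18* (ENSMUSG00000046470.5, chromosome 2, 181669836 to 181671640) rose from 1431 ± 318 to 3817 ± 1537, a log2 fold change of 1.34 (standard error 0.34, adjusted p = 0.191). All 3 genes were higher in every *Mrps12 ha/ha* than in every *Mrps12*+/+ heart, with an exact two-sided permutation p of 0.1 each. Over the alternatives the adjusted p ranged from 0.00306 to 0.451 for *Ddit3*, from 0.0105 to 0.540 for *Pcp4* and from 0.00306 to 0.540 for *Sox18*. Each was under 0.05 only with array weights and without *Mrps12 ha/ha* mouse 2, where the adjusted p was 0.00360, 0.0463 and 0.00484 in this order. In the livers of the same genotype *Ddit3* had a log2 fold change of -0.71 (adjusted p = 0.212 from limma).

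A list of 31 genes of the integrated stress response, the pathway that induces *Chop*, held 29 genes tested in the heart. Its median log2 fold change was -0.071, with 11 genes higher and 18 lower. The median came to -0.14 without *Mrps12*+/+ mouse 1, -0.13 without *Mrps12 ha/ha* mouse 3 and -0.11 without *Mrps12*+/+ mouse 2 or *Mrps12 ha/ha* mouse 2. The normalized enrichment score was -0.77 (adjusted p = 0.787, 0.287 to 0.910 over the alternatives). The score was 0.89 without *Mrps12*+/+ mouse 1, 0.90 without *Mrps12 ha/ha* mouse 1 and 0.78 with limma-voom, which was added after the data were seen. None of its genes passed 0.05 over all tested genes, 3 did when adjusted over the list alone, and 10 had an unadjusted p under 0.05. Without *Mrps12 ha/ha* mouse 2, 7 passed 0.05 over all tested genes.

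**Figure D1:**
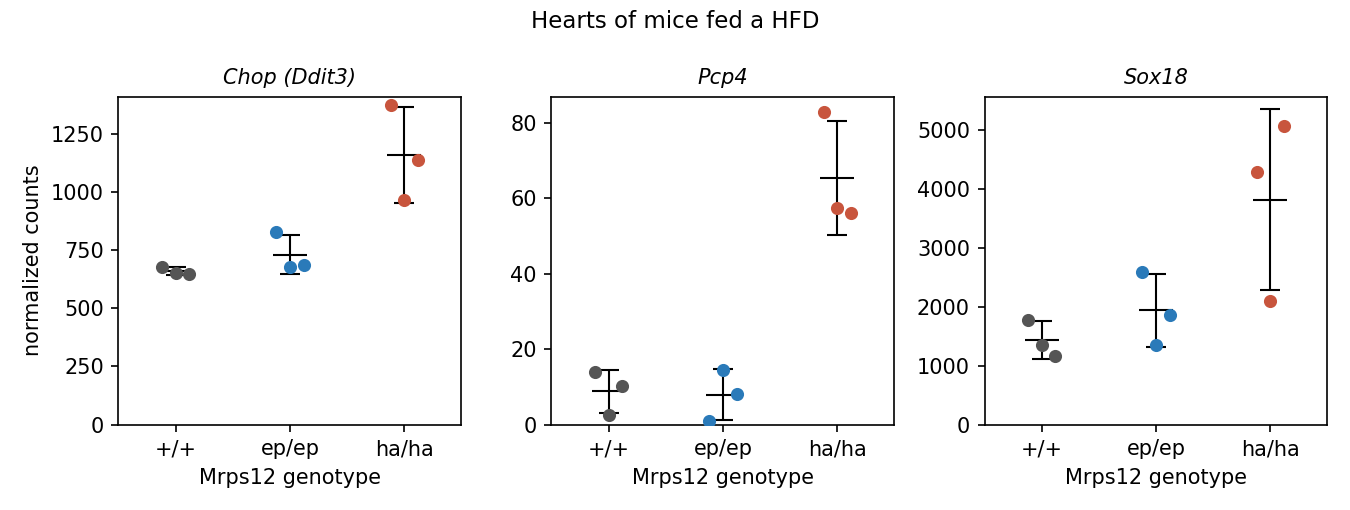
Normalized counts of *Ddit3*, *Pcp4* and *Sox18* in the hearts by genotype, with 1 dot per mouse and the mean ± SD (n = 3). The *Mrps12 ha/ha* hearts lie above the *Mrps12*+/+ hearts for each gene, with means of 1158 against 659 for *Ddit3*.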

Differential expression analyses for *Mrps12^ha^* ^/^ *^ha^* mouse hearts revealed increases in transcriptional stress response genes, including *Chop* and cardiomyocyte transcription factors (*Pcp4*, *Sox18*) that regulate cardiac tone and contraction (Figure 5c) in an effort to combat blood flow defects. The OXPHOS genes were also elevated (Figure 5c), consistent with the proteomic analyses. 

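The 83 nuclear genes of OXPHOS subunits were all tested in the heart. Their median log2 fold change between *Mrps12 ha/ha* and *Mrps12*+/+ mice was 0.29, with 72 genes higher and 11 lower, and 54 were higher in every *Mrps12 ha/ha* than in every *Mrps12*+/+ heart where chance gives 10% in both directions together. The normalized enrichment score was 2.21 (adjusted p = 0.00153, adjusted over the 5 heart sets). No subunit gene had an adjusted p under 0.05, either over all tested genes or adjusted over the list alone, and 29 had an unadjusted p under 0.05. Without *Mrps12 ha/ha* mouse 2, 32 passed 0.05 over all tested genes. Of 10000 random sets matched to the subunit genes on expression, transcript length and GC content, 0 had a median as high, and their typical median was -0.0646. The score moved most when the mean of 8 atrial genes was added to the fit as a covariate, to 1.42 with an adjusted p of 0.0739. That covariate was chosen after the data were seen. The adjusted p of the enrichment ranged from 5.33e-04 to 0.0739 over the other fgsea fits, and the score from 2.01 to 2.34 when 1 mouse was left out. Among the set tests that allow for correlation between genes, camera with a preset correlation of 0.01 gave an adjusted p of 2.79e-08, camera with an estimated correlation 0.529 and fry 0.287. Of the sets called with the preset correlation, the cholesterol set of the *Mrps12 ep/ep* livers kept its call under fry and the estimated correlation, that of the *Mrps12 ha/ha* livers under fry only, and OXPHOS in the *Mrps12 ep/ep* hearts under neither.

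**Figure D2:**
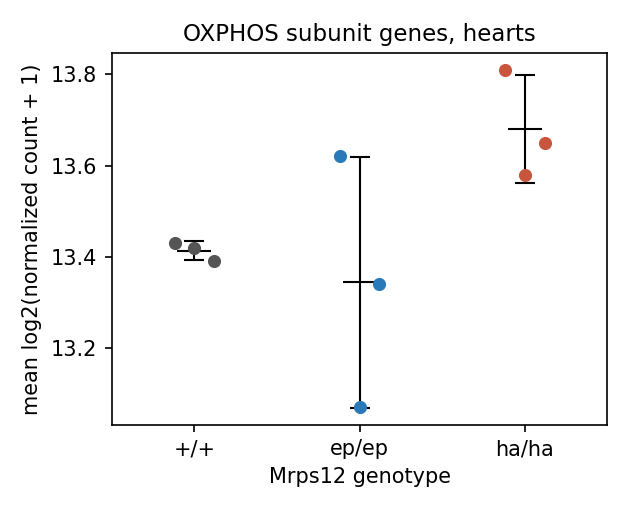
Mean log2 normalized count of the 83 OXPHOS subunit genes in each heart, with 1 dot per mouse and the mean ± SD (n = 3). The *Mrps12 ha/ha* hearts lie at 13.58 to 13.81 and the *Mrps12*+/+ hearts at 13.39 to 13.43.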

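The amino acid transporter gene *Slc38a1* (ENSMUSG00000023169.15) lies on chromosome 15 of GRCm38 from 96571418 to 96642913. It had 565 ± 276 normalized counts in *Mrps12*+/+ and 164 ± 31 in *Mrps12 ha/ha* hearts (SD, n = 3), a log2 fold change of -1.65 (standard error 0.53, adjusted p = 0.211 from limma). It was lower in every *Mrps12 ha/ha* than in every *Mrps12*+/+ heart (exact two-sided permutation p = 0.1). Its adjusted p ranged from 0.0142 to 0.540 over the alternatives and was under 0.05 with array weights only. Its counts were lowest in the *Mrps12*+/+ and the *Mrps12 ep/ep* heart with the lowest atrial genes, 276 and 253, against 827 and 592 in the other *Mrps12*+/+ hearts and 1122 and 526 in the other *Mrps12 ep/ep* hearts. With the mean of the atrial genes as a covariate its log2 fold change was -0.97.

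Of 379 solute carrier genes, 253 were tested in the heart, with 110 higher and 143 lower in *Mrps12 ha/ha* mice and a median log2 fold change of -0.081. The normalized enrichment score was -1.36 (adjusted p = 0.0430, 7.19e-04 to 0.529 over the alternatives). It was no longer past 0.05 without *Mrps12*+/+ mouse 1 or 3 or *Mrps12 ha/ha* mouse 1 or 3, where the score came as close to 0 as -1.18, nor with thinning, either covariate, fry or either form of camera. No solute carrier gene had an adjusted p under 0.05, 1 did when adjusted over the list alone, and 54 had an unadjusted p under 0.05. Without *Mrps12 ha/ha* mouse 2, 71 passed 0.05 over all tested genes, and the median was -0.14 and the score -1.45.

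Of the cytochrome P450 genes, 44 passed the filter in the heart, with 14 higher and 30 lower, a median log2 fold change of -0.34 and a score of -1.86 (adjusted p = 0.00434, 5.33e-04 to 0.820 over the alternatives). The score was -1.33 without *Mrps12*+/+ mouse 1 and -1.28 without *Mrps12 ha/ha* mouse 1, with adjusted p-values of 0.200 and 0.195 and medians of -0.023 and -0.097. With other single mice left out the median ran from -0.76 without *Mrps12 ha/ha* mouse 2 to -0.14 without *Mrps12 ha/ha* mouse 3, and was -0.57 without *Mrps12*+/+ mouse 2. The set was also not past 0.05 with fry or either form of camera. Ranked by limma's moderated statistic the score was -0.78, and with the mean of 15 hepatocyte genes as a covariate, chosen after the data were seen, it was -1.39. With the mean of the atrial genes as a covariate, also chosen after the data were seen, the median was -1.22 and the score -2.62 (adjusted p = 8.82e-04). None of these genes passed 0.05 over all tested genes or adjusted over the list alone, and 5 had an unadjusted p under 0.05. Without *Mrps12 ha/ha* mouse 2, 7 passed 0.05 over all tested genes. *Cyp2s1* fell from 114 ± 74.0 to 12.1 ± 8.05 normalized counts (SD, n = 3), a log2 fold change of -3.14 (adjusted p = 0.191 from limma, 0.00488 to 0.491 over the alternatives), and *Cyp2b10* from 153 ± 128 to 20.2 ± 6.38. Both were under 0.05 only with array weights and without *Mrps12 ha/ha* mouse 2, where the adjusted p was 0.0399 for *Cyp2s1* and 0.0430 for *Cyp2b10*.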

There was a reduction in solute carriers and transporters including the sodium‐coupled amino acid transporter *Slc38a1* and cytochrome p450 transcripts, consistent with cardiac defects in these mice. There were no significant changes identified in the hearts of the *Mrps12^ep^* ^/^ *^ep^* mice on an HFD indicating that amino acid misincorporation is better tolerated in the hearts since there were no cardiac defects as a result of the error‐prone mutation. In contrast, the error‐prone mutation in the liver caused changes in the expression of genes involved in steroid metabolism (Figure 5d), in response to the elevated fat accumulation in the livers of these mice. 

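No gene of the 16057 tested had an adjusted p under 0.05 between *Mrps12 ep/ep* and *Mrps12*+/+ hearts, and 271 had an unadjusted p under 0.05. The groups did not overlap in 1290 genes, where chance gives 10% of those tested. The count moved most with array weights, to 3 genes, and was 1 without *Mrps12*+/+ mouse 3 and 1 without *Mrps12 ep/ep* mouse 2. Tested directly, 4 genes had an adjusted p under 0.05 between *Mrps12 ha/ha* and *Mrps12 ep/ep* hearts, 1 higher and 3 lower in *Mrps12 ha/ha* mice, and 2879 had an unadjusted p under 0.05. Without *Mrps12 ha/ha* mouse 2 this count was 3730. The OXPHOS subunit genes had a score of -1.42 in the *Mrps12 ep/ep* hearts, with 8 genes higher and 75 lower (adjusted p = 0.0513 from fgsea, 1.96e-04 to 0.781 over the alternatives). Their median log2 fold change was only -0.073, against a typical -0.0518 in matched random sets, of which 9538 of 10000 had a median as high. No subunit gene was higher or lower in every *Mrps12 ep/ep* heart, and none had an unadjusted p under 0.05 with limma. The score was 1.6 without *Mrps12 ep/ep* mouse 2 and -2.17 without *Mrps12 ep/ep* mouse 1. The cytochrome P450 genes had a median log2 fold change of -0.70 and a score of -2.41 in these hearts (adjusted p = 0.00148 from fgsea over all 171 list tests). None of the 44 passed 0.05 over all tested genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. The median was -0.19 without *Mrps12*+/+ mouse 1, -1.48 without *Mrps12 ep/ep* mouse 1, -0.31 without *Mrps12 ep/ep* mouse 2 and -0.20 without *Mrps12 ep/ep* mouse 3. From the lack of significant changes and of cardiac defects, the paper concludes that amino acid misincorporation is better tolerated in the heart.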

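In the liver, 1 gene had an adjusted p under 0.05 between *Mrps12 ep/ep* and *Mrps12*+/+ mice, the cytochrome P450 gene *Cyp2a22*, and 1491 had an unadjusted p under 0.05. The groups did not overlap in 1955 genes, where chance gives 10%. The count moved most without *Mrps12*+/+ mouse 3, to 68 genes, and was 26 without *Mrps12*+/+ mouse 1, 3 without *Mrps12 ep/ep* mouse 2 and 2 without *Mrps12 ep/ep* mouse 3. *Cyp2a22* was at least 177-fold lower in *Mrps12 ep/ep* livers (adjusted p = 0.00842, 0.00296 to 0.440 over the alternatives), and its adjusted p was 0.0674 without *Mrps12*+/+ mouse 2, 0.0708 with only the 2 genotypes compared, 0.0825 with a mean of at least 50, 0.114 with a pseudocount of 0.1 and 0.440 with limma-voom. It lies within 5 Mb of *Mrps12* on chromosome 7. Among the *Mrps12*+/+ livers, skeletal muscle genes were high in mice 1 and 2 and acute phase genes in mouse 3.

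All 20 genes of cholesterol biosynthesis were tested and were lower in the *Mrps12 ep/ep* livers, with a median log2 fold change of -1.48, and 19 were lower in every *Mrps12 ep/ep* than in every *Mrps12*+/+ liver where chance gives 10%. The normalized enrichment score was -2.14 (adjusted p = 1.66e-04, 1.50e-04 to 3.03e-04 over the other fgsea fits, with 0.00226 from fry and 0.0323 from camera with an estimated correlation). None passed 0.05 over all tested genes, 19 did when adjusted over the list alone, and 19 had an unadjusted p under 0.05. Over all tested genes 9 passed without *Mrps12*+/+ mouse 1, 7 without *Mrps12*+/+ mouse 3 and 7 with the replicate block. Several of these genes are labelled in Fig. 5d from the same samples, so that the count over the list alone is not independent evidence. *Idi1* (ENSMUSG00000058258.14, chromosome 13, 8885501 to 8892451) fell from 15376 ± 5750 to 2100 ± 264 normalized counts (SD, n = 3), a log2 fold change of -2.82 (standard error 0.32, adjusted p = 0.0659 from limma, 0.0129 to 0.358 over the alternatives). *Cyp51* (ENSMUSG00000001467.5, chromosome 5, 4081145 to 4104746) fell from 10337 ± 4078 to 2037 ± 209.9, a log2 fold change of -2.28 (standard error 0.29, adjusted p = 0.0904, 0.0158 to 0.404 over the alternatives). *Sqle*, *Nsdhl* and *Msmo1* had log2 fold changes of -4.99, -2.1 and -2.06, and the sterol transporter gene *Abcg5* one of 1.55 with an adjusted p of 0.348 (0.145 to 0.718 over the alternatives). None of these groups overlapped (exact two-sided permutation p = 0.1 for each gene). Without *Mrps12*+/+ mouse 1 or *Mrps12*+/+ mouse 3, *Idi1*, *Cyp51*, *Nsdhl* and *Msmo1* had adjusted p-values under 0.05, of 0.0282 and 0.0129 for *Idi1*.

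**Figure D3:**
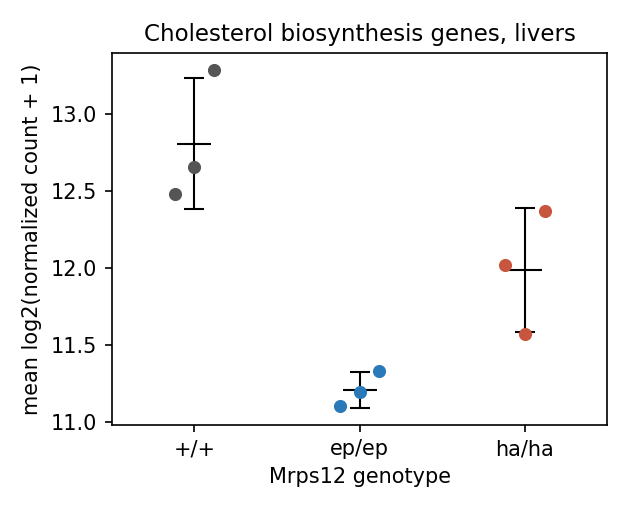
Mean log2 normalized count of the 20 cholesterol biosynthesis genes in each liver, with 1 dot per mouse and the mean ± SD (n = 3). The *Mrps12 ep/ep* livers lie at 11.10 to 11.33 and the *Mrps12*+/+ livers at 12.48 to 13.29.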

The hyper‐accurate mutation appears to protect the liver from lipid accumulation by upregulation of hepatic stress response genes, such as *Foxa2*, the amino acid transporter *Slc43a1* and the cytochrome P450 *Cyp2a5* that can alleviate the stress induced by the HFD (Figure 5e).

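Between *Mrps12 ha/ha* and *Mrps12*+/+ livers 1 gene, again *Cyp2a22*, had an adjusted p under 0.05, and 2163 had an unadjusted p under 0.05. The groups did not overlap in 3042 genes, where chance gives 10%. The count was 90 without *Mrps12*+/+ mouse 2, 76 without *Mrps12*+/+ mouse 3, 6 without *Mrps12*+/+ mouse 1, 2 without *Mrps12 ha/ha* mouse 1, 6 without *Mrps12 ha/ha* mouse 2 and 0 without *Mrps12 ha/ha* mouse 3. *Foxa2* (ENSMUSG00000037025.11) lies on chromosome 2 of GRCm38 from 148042877 to 148046969. It had 947 ± 143 normalized counts in *Mrps12*+/+ and 2191 ± 506 in *Mrps12 ha/ha* livers (SD, n = 3), a log2 fold change of 1.19 (standard error 0.19, adjusted p = 0.0722 from limma, 0.0483 to 0.279 over the alternatives). *Slc43a1* (ENSMUSG00000027075.16, chromosome 2, 84838850 to 84863594) rose from 185 ± 30.7 to 661 ± 224, a log2 fold change of 1.79 (standard error 0.39, adjusted p = 0.127, 0.102 to 0.365 over the alternatives). *Cyp2a5* (ENSMUSG00000005547.14, chromosome 7, 26835305 to 26843548) rose from 16172 ± 5962 to 50185 ± 5508, a log2 fold change of 1.71 (standard error 0.27, adjusted p = 0.0722, 0.0122 to 0.298 over the alternatives). Every *Mrps12 ha/ha* liver was above every *Mrps12*+/+ liver for the 3 genes (exact two-sided permutation p = 0.1 for each). Without *Mrps12*+/+ mouse 2 the adjusted p was 0.0483 for both *Foxa2* and *Cyp2a5*, and without *Mrps12*+/+ mouse 3 it was 0.0122 for *Cyp2a5*. *Cyp2a5* also lies within 5 Mb of *Mrps12*. In the *Mrps12 ep/ep* livers, compared with the same *Mrps12*+/+ mice, its log2 fold change was 1.38 (adjusted p = 0.269, 0.0395 to 0.718 over the alternatives, the lowest without *Mrps12*+/+ mouse 3).

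The cholesterol biosynthesis genes were lower in the *Mrps12 ha/ha* livers too, with a median log2 fold change of -0.88, or -0.55 without *Mrps12*+/+ mouse 3, and a score of -2.01, and 11 of the 20 were lower in every *Mrps12 ha/ha* than in every *Mrps12*+/+ liver. Adjusted over the list alone, 16 passed 0.05 and over all tested genes none did, with 16 at an unadjusted p under 0.05. Tested directly against the *Mrps12 ep/ep* livers, these genes were higher in the *Mrps12 ha/ha* livers, with a median log2 fold change of 0.67, 18 genes higher and 2 lower. The paper proposes that the higher *Foxa2*, *Slc43a1* and *Cyp2a5* protect the liver from lipid accumulation.

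**Figure D4:**
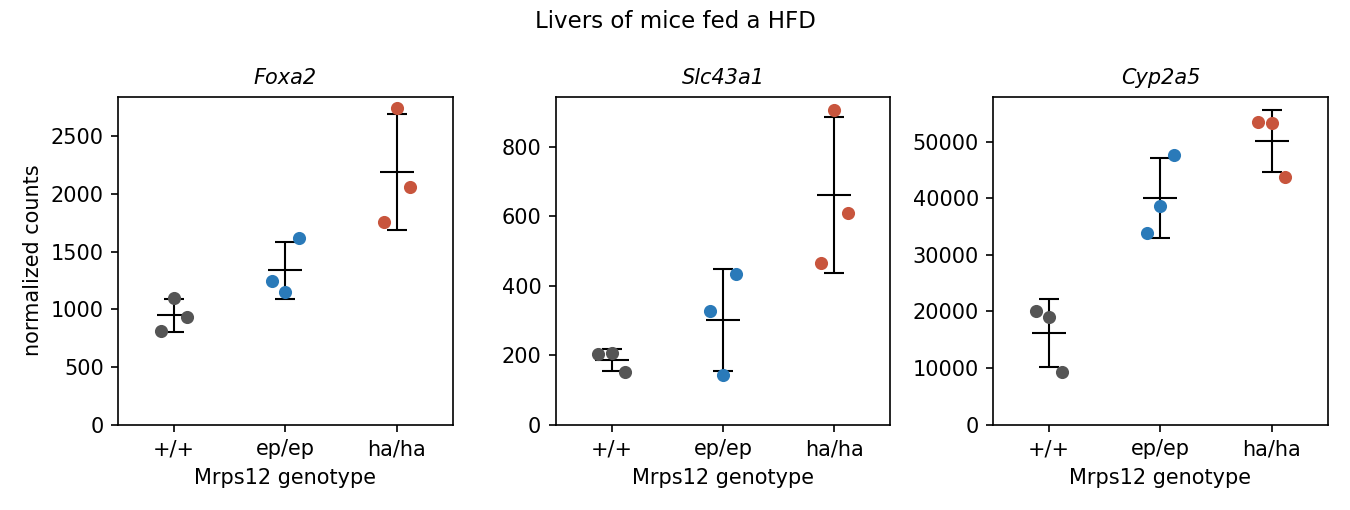
Normalized counts of *Foxa2*, *Slc43a1* and *Cyp2a5* in the livers by genotype, with 1 dot per mouse and the mean ± SD (n = 3). The *Mrps12 ha/ha* livers lie above the *Mrps12*+/+ livers for each gene, with means of 50185 against 16172 for *Cyp2a5*.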

We examined mTOR signalling, because of the stress responses identified in the *Mrps12^ha^* ^/^ *^ha^* mice, by immunoblotting to measure the level of S6 and 4E‐BP phosphorylation. Although S6 phosphorylation was not altered in the hearts or livers of *Mrps12^ha^* ^/^ *^ha^* mice, in the *Mrps12^ep^* ^/^ *^ep^* mice the steady‐state levels of S6 and S6 phosphorylation were significantly reduced in both tissues (Figure S6a,b). A similar trend was found for the steady‐state and phosphorylated levels of 4E‐BP (Figure S6a,b). Next, we analysed the effects of the mutation in both tissues on Akt, which is a component of the PI3K (phosphatidylinositol 3‐kinase) pathway that can be an upstream positive regulator of S6 activity via mTOR (Hay & Sonenberg, 2004). The steady‐state levels of Akt were not different in the hearts of the mutant mice compared to controls (Figure S6a,b), however, Akt phosphorylation was significantly decreased in the livers of *Mrps12^ep^* ^/^ *^ep^* mutant mice (Figure S6b) but not in the livers of *Mrps12^ha^* ^/^ *^ha^* mice. It is possible that this reduction in Akt signalling may predispose the livers of the *Mrps12^ep^* ^/^ *^ep^* mutant mice to increased lipid accumulation. The AMP‐activated protein kinase (AMPK) which is regulated by changes in intracellular ATP levels and activated by phosphorylation was not affected by the mutations or HFD in either tissue (Figure S6a,b), indicating that ATP levels are not changing significantly to affect its activity. However, although unaltered on an NCD (Figure S6c), the phosphorylation of the transcriptional co‐activator Yes‐associated protein 1 (YAP) that controls cell proliferation and suppresses apoptosis was reduced in the livers of the *Mrps12^ep^* ^/^ *^ep^* mutant mice on an HFD (Figure S6d). This indicates that in the *Mrps12^ep^* ^/^ *^ep^* mutant mice reduced signalling via Akt and YAP phosphorylation may contribute to the lipid accumulation in the liver whereas hyper‐accurate mutant mice were protected from liver dysfunction as these signalling pathways were not affected.

Amino acids regulate and provide the building blocks for protein synthesis, therefore we investigated the effects of the error‐prone and hyper‐accurate mutation on amino acid content in the hearts and livers of the mutant mice compared to controls by mass spectrometry. We found the most significant changes in total amino acid levels in the hearts of the hyper‐accurate mutant mice (Figure S7a), consistent with a reduction in the expression of amino acid transporters identified by RNA‐seq. The levels of 4‐hydroxyproline and α‐aminobutyric acid were increased in the hyper‐accurate mice, which was consistent with the cardiomyopathy that was identified in these mice as these amino acids are predictive biomarkers of heart disease. Homoserine, serine and methionine were also elevated in the hearts of the hyper‐accurate mutants, however, the branched‐chain amino acids, leucine, isoleucine and valine were all reduced (Figure S7a). In contrast to the heart, in the liver, only the error‐prone mutation affected the levels of specific amino acids (Figure S7b), consistent with the observed liver dysfunction and absence of heart dysfunction observed in these mice. Citrulline and ornithine were reduced in the livers of the error‐prone mutant mice, suggesting changes in the citric acid cycle, likely due to the increased lipid accumulation in the livers. In addition, methionine, glycine and tyrosine were reduced, possibly a consequence of reduced citric acid cycle function. Next, we measured amino acid levels in heart and liver mitochondria from the control and mutant mice fed an HFD. In heart mitochondria from the hyper‐accurate mutant mice the essential and conditionally essential amino acid levels of methionine, threonine and valine as well as, proline and serine, respectively, were significantly reduced (Figure S7c), suggesting that their import, use or biosynthesis within mitochondria may be impaired. The reduction of mitochondrial levels of methionine and serine (Figure S7c), required for one‐carbon metabolism, may activate the stress response via transcription factors such as CHOP in an attempt to stimulate their increased uptake and biosynthesis in the cytoplasm (Figure S7a). In contrast, in the heart of the error‐prone mutant mice, mitochondrial glycine and sarcosine levels were significantly increased which may confer protective effects by supporting carbon one metabolism, thereby compensating for the reduction in methionine levels. In liver mitochondria from the error‐prone mutant mice, sarcosine levels were specifically reduced compared to both control and hyper‐accurate mice (Figure S7d), likely as a result of reduced glycine levels in the liver (Figure S7b). The reduction in amine intermediate metabolites in the livers of the error‐prone mice (1‐methylhistidine, 3‐methylhistidine, 4‐hydroxyproline, aminoadipic acid, α‐aminoisobutyric acid) indicated impaired amino acid import and metabolism within mitochondria. There were no changes in mitochondrial amino acid levels in the livers of the hyper‐accurate mutant mice consistent with the absence of changes in total amino acid levels and the absence of liver dysfunction. These data suggest that changes in the fidelity of translation have pronounced effects on amino acid content that could impact the pathologies of each of the tissues, as opposed to OXPHOS defects that are not significantly apparent in these mutant mice when they were fed a high‐fat diet.

### 2.7 The rate of translation is more important for lifespan in mice and worms

An error‐prone mutation (P50R) in the MRPS12 protein shortened the life span in yeast, while the hyper‐accurate K71T mutation extended yeast life span (Suhm et al., 2018). Here we investigated the effects of the error‐prone and hyper‐accurate mutation on life span in mice fed an NCD. We found that the life span of the error‐prone mutant mice was similar to control mice (Figure 6a), however, the hyper‐accurate mutation significantly reduced the lifespan of mice that died or had to be euthanized as a result of cardiac failure (Figure 6a). The hyper‐accurate mutation resulted in increased expression of the stress response genes *Chop* and *Atf4* that are associated with cardiac dysfunction and consequently reduced lifespan (Figure 6b). Although for ethical reasons we could not examine the life span of the mutant mice on an HFD, we conclude that the rate of translation is more important for health than the fidelity of protein synthesis, consistent with our previous findings (Ferreira et al., 2019). We also evaluated the effects of the conserved mutations in the *Mrps12* gene (Figure 6c) that we introduced in *C*. *elegans* (Figure 6d) at positions K89T and K90I (equivalent to K71T and K72I in mice, respectively) to test the effects of error‐prone or hyper‐accurate translation in the worm. The increased levels of *hsp*‐*6* in the hyper‐accurate mutant worms indicated an increased mitochondrial unfolded protein response (Figure 6e) and this resulted in a reduced life span of these mutants compared to control worms (Figure 6f). The error‐prone mutation had a similar life span to the control worms (Figure 6f), further indicating that in animals the rate of translation is important for survival.

**FIGURE 6:**
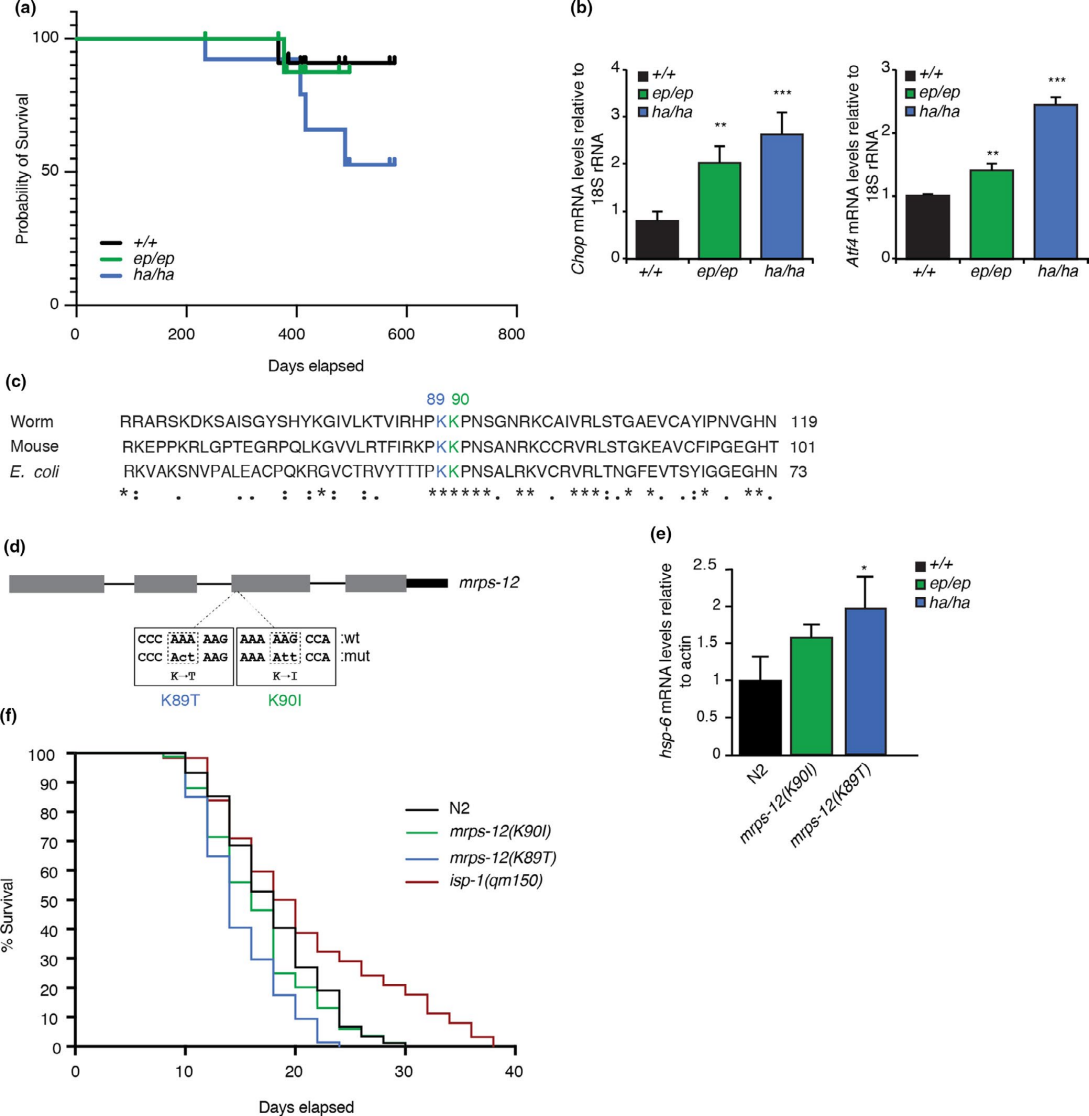
The rate of translation protects the life spans of mammals and worms. (a) The lifespan of *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed a NCD was measured over 2 years, where the *Mrps12^ha^* ^/^ *^ha^* mice have a reduced lifespan. (b) Relative expression of *Chop* and *Atf4* in *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* aged mice fed a NCD, determined by qRT‐PCR and normalized to 18S rRNA. Values are means ± SEM. **p < 0.01, ***p < 0.001 compared with *Mrps12* ^+/+^ using a Student's *t* test. (c) The error‐prone and hyper‐accurate mutations are conserved from bacteria to worms and mammals, shown by the primary protein sequence alignment. The error‐prone mutation is shown in green and the hyper‐accurate mutation is shown in blue. (d) Schematic of the *Mrps12* gene in *Caenorhabditis elegans* with the error‐prone and hyper‐accurate mutations are introduced converting lysine to threonine and isoleucine at positions 89 and 90, respectively. (e) Relative expression of *hsp*‐*6* in *mrps*‐*12* ^+/+^ (N2, wild type), *mrps*‐*12^ep^* ^/^ *^ep^* and *mrps*‐*12^ha^* ^/^ *^ha^* *C*. *elegans*, determined by qRT‐PCR, as a measure of the mitochondrial unfolded protein response. (f) The life span of *mrps*‐*12* ^+/+^, *mrps*‐*12^ep^* ^/^ *^ep^*, *mrps*‐*12^ha^* ^/^ *^ha^* and *isp*‐*1(qm150)* *C*. *elegans* was measured over 40 days and the % survival is shown. The *isp*‐*1(qm150)* mutation is included as a positive control for a mutation known to extend life span in worms

## 3 DISCUSSION

Error‐prone and hyper‐accurate mutations in the mitoribosome have opposing physiological effects in yeast and mammals; in yeast, the error‐prone mutation results in an increased rate of translation that elicits general transcriptional stress resulting in reduced lifespan (Suhm et al., 2018). In mammals, the same mutation reduces the rate of translation on an NCD that is beneficial for liver function in mice (Ferreira et al., 2019). This was because the low‐level errors in proteins induced a specific transcriptional stress response that increased mitochondrial biogenesis (Ferreira et al., 2019). Although error‐prone translation causes a general stress response in bacteria and yeast, mammals can cope until additional stress, such as the high‐fat diet, is imposed and adverse effects are elicited.

In mammals, there is a tissue‐specific regulation of mitochondrial translation in response to increased calorie intake, where the error‐prone mutation resulted in increased lipid accumulation in the liver, but heart function was not affected. The increased rate of translation in the hearts of the error‐prone mutant mice compensated for the reduced stability of mitochondrial proteins. The increased rate of protein synthesis ensured the steady‐state levels of mitochondrial OXPHOS proteins were not reduced. In contrast, the hyper‐accurate mutation resulted in a leaner phenotype that protected from metabolic stress and lipid accumulation in the liver but caused hypertrophic cardiomyopathy. These findings reflect the complex signalling pathways that differ between post‐mitotic and highly proliferative tissues such as the heart and liver, respectively.

The error‐prone K72I mutation did not affect the life span of worms and mice, however, another error‐prone P50R mutation in MRPS12 reduced the viability of yeast (Suhm et al., 2018). It is important to note that the K72I mutation in MPRS12 did not affect the viability of yeast on non‐fermentable carbon sources (Suhm et al., 2018), suggesting that the position of the mutation within MRPS12 could play a role in the severity of the yeast phenotype. This is supported by the finding that the K72I mutation in MPRS12 confers a regenerative advantage in the livers of mice fed on a normal diet by activating a transcriptional stress response that increases mitochondrial biogenesis (Melber & Haynes, 2018; Molenaars et al., 2020; Rudler et al., 2020). Furthermore, a V338Y mutation in another mitoribosomal protein, MRPS5, required for translational fidelity, that led to increased mitochondrial mistranslation had adverse effects, causing enhanced anxiety and susceptibility to noise‐induced hearing loss (Akbergenov et al., 2018). Therefore, functional consequences of mitochondrial mistranslation likely depend on the nature of the mutations in ribosomal proteins that mediate tRNA recognition and mRNA proofreading.

The hyper‐accurate K71T mutation in MRPS12 is conserved between yeast, worms and mice and resulted in opposing effects between yeast and animals. Although this mutation extended the yeast lifespan by increasing the proteostatic capacity of the cells (Suhm et al., 2018), the same mutation shortened the lifespan of worms and mice where it caused early onset cardiomyopathy. The different effects and consequences from the altered mitochondrial protein fidelity between yeast and animals reflect the evolutionary tissue specification that can adapt and respond via specialised regulatory responses. This is evident from the differences in transcriptional and proteostatic changes between yeast, worms and mice and response to stresses such as oxidative damage (Ferreira et al., 2019; Suhm et al., 2018) or HFD. In worms, the error‐prone and hyper‐accurate mutations upregulated the mitochondrial unfolded protein response (mtUPR), likely in an effort to restore homeostasis during mitochondrial stress (Melber & Haynes, 2018), albeit the response was greater for the hyper‐accurate mutation consistent with the reduced lifespan of these worms. This indicates that the induction of the mtUPR in worms might be more sensitive than in mammals in detecting mitochondrial dysfunction. Nevertheless, the fact that both worms and mammals can mount a stress response that is specific to mitochondria, unlike the general Msn2/4‐driven stress response in yeast, might differentiate the ability of animals to adapt to a mitochondrial mistranslation in a more sophisticated manner to compensate for its physiological effects.

In the hyper‐accurate mutant mice, the cardiac damage combined with the effects of the high‐fat diet led to a reduction in solute carriers required for cardiac contractility and tone and contributed to the development of cardiac hypertrophy. However, the upregulation of the stress responses via *Chop* and increased mitochondrial biogenesis as a compensatory measure were not able to rescue the function of the *Mrps12^ha^* ^/^ *^ha^* hearts and reduced their lifespan. In contrast, the error‐prone mutation did not affect heart function, instead, the increased rate of protein synthesis was sufficient to maintain the OXPHOS energy requirements without eliciting changes in transcriptional or cell signalling pathways. However, the error‐prone mutation combined with the HFD resulted in liver dysfunction and lipid accumulation in response to reduced levels of lipid metabolism and YAP‐mediated signalling, consistent with glucose intolerance. The tissue‐specific pathologies in response to changes in translational fidelity during metabolic stress were found to impact the levels of amino acids, where reduction in the citric acid cycle precursors in the error‐prone mutant mice was consistent with liver dysfunction. In turn, the reduction of branched‐chain amino acids in the hearts of the mutant mice suggests that β‐oxidation may be compromised and thereby contribute to the development of hypertrophic cardiomyopathy. This is in contrast to the dilated cardiomyopathy that develops in the hyper‐accurate mutant mice fed a normal diet caused by a consistently reduced rate of translation and consequent reduction in OXPHOS function (Ferreira et al., 2019). However, during metabolic stress, the high‐fat diet does not reduce OXPHOS function as the rate of translation is similar to the control mice on the same diet, but instead, the changes in the use of amino acids may instead contribute to the onset of hypertrophy in the heart. The reduction of amino acids, such as methionine and serine, in mitochondria that are required for one‐carbon metabolism likely activates the stress response, which in turn upregulates their uptake and biosynthesis in the cytoplasm. These models indicate that changes in translational fidelity can activate cellular responses via metabolites independently or prior to OXPHOS dysfunction. Also, it cannot be excluded that effects other than mistranslation might contribute to the identified phenotypes. Altered mitochondrial translation resulting in defects that precede OXPHOS deficiency has been observed before in a mouse model lacking the mitochondrial aspartyl‐tRNA synthetase that affects translation (Dogan et al., 2014).

Our study highlights that in animals the rate of translation is more important than the accuracy of protein synthesis and is required for a normal lifespan. Beyond this, the tissue‐specificity that underlies the transcriptional and cell signalling responses to mitochondrial mistranslation can confer protective or damaging effects. Therefore, future work should focus on tissue‐specific transcriptional responses that may be targeted for treatments for diseases and ageing involving defects in energy metabolism.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animals and housing

Homozygous mutant *Mrps12* ^ep/ep^ and *Mrps12* ^ha/ha^ mice were generated as described previously (Ferreira et al., 2019) and housed in standard cages (45 cm ×29 cm ×12 cm) under a 12‐h light/dark schedule (lights on 7 am to 7 pm) in controlled environmental conditions of 22 ± 2℃ and 50 + 10% relative humidity. Male mice were fed an NCD (Rat & Mouse Chow, Specialty Foods) or a high‐fat diet (19 MJ/kg, 35% of energy from carbohydrate, 42% from fat, 23% from protein; Specialty Feeds) and water was provided ad libitum. The study were approved by the Animal Ethics Committee of the UWA and performed in accordance with Principles of Laboratory Care (NHMRC Australian code for the care and use of animals for scientific purposes, 8th Edition 2013).

### 4.2 Mitochondrial isolation

Mitochondria were collected from homogenized hearts and livers and isolated by differential centrifugation as described previously (Perks et al., 2018; Rackham et al., 2016).

### 4.3 Sucrose gradient fractionation

Sucrose gradient fractionation was carried out as described previously (Rackham et al., 2016; Richman et al., 2016).

### 4.4 Immunoblotting

Specific proteins were detected using rabbit polyclonal antibodies against: MRPL44, MRPL37, MRPL23, MRPS12, MRPS16 (Proteintech, diluted 1:1000), MRPS34 (Sigma, diluted 1:1000), GAPDH, phosphorylated and non‐phosphorylated S6, phosphorylated and non‐phosphorylated Akt, phosphorylated and non‐phosphorylated 4EBP (Cell Signalling Technology, diluted 1:500) and mouse monoclonal antibodies against: phosphorylated and non‐phosphorylated AMPKα (Cell Signalling Technology, diluted 1:500), COXII (Abcam, diluted 1:1000), phosphorylated and non‐phosphorylated YAP, AFG3L2, LC3A/B, Glut2, Glut4, and Total OXPHOS Rodent WB Antibody Cocktail (Abcam, Diluted 1:1000) in Odyssey Blocking Buffer (Li‐Cor). IR Dye 800CW Goat Anti‐Rabbit IgG or IRDye 680LT Goat Anti‐Mouse IgG (Li‐Cor) secondary antibodies were used and the immunoblots were visualized using an Odyssey Infrared Imaging System (Li‐Cor).

### 4.5 Proteomics

Proteomics was carried out on mitochondria isolated from hearts or livers from five *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed either a chow or high‐fat diet at 20 weeks using methods as described previously (Rudler et al., 2019) and as detailed in the Supporting Information. Protein abundance results were visualized with OmicsVolcano (Kuznetsova et al., 2021) and Tableau v2020.4.

### 4.6 RNA isolation and qRT‐PCR

RNA was isolated from total hearts or livers from three *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed either a chow or high‐fat diet at 20 weeks, using a bead‐beating RNA extraction strategy based on the miRNeasy Mini kit (Qiagen) and qRT‐PCR was performed as described previously (Rudler et al., 2019).

### 4.7 Transcriptomics

RNA sequencing was performed on total RNA from three *Mrps12* ^+/+^, three *Mrps12^ep^* ^/^ *^ep^* and three *Mrps12^ha^* ^/^ *^ha^* mice fed a high‐fat diet. Sequencing was performed using the Illumina HiSeq platform, according to the Illumina Tru‐Seq protocol and as we have done previously (Perks et al., 2018; Rackham et al., 2016; Siira et al., 2018) and detailed in the Supporting Information.

### 4.8 Amino acid measurements

Amino acids were extracted in 50:50 water/methanol by homogenizing 20 mg heart or liver tissue or of the isolated liver (5–7 mg) and heart (1 mg) mitochondria from five *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed a high‐fat diet, using a bead‐beater. The solvent was analysed by targeted reversed‐phase high‐speed quantitative ultra‐performance liquid chromatography‐tandem mass spectrometry (UPLC‐MS) analysis as previously described (Gray et al., 2017).

### 4.9 Analysis of peripheral blood

Differential cell counts were performed on tail vein blood using a Hemavet HV950FS blood analyser (Drew Scientific).

### 4.10 Translation assays

*In organello* translation assays were carried out in isolated heart and liver mitochondria from *Mrps12* ^+/+^, *Mrps12^ep^* ^/^ *^ep^* and *Mrps12^ha^* ^/^ *^ha^* mice fed either a chow or high‐fat diet at 20 weeks as described before (Rackham et al., 2016; Richman et al., 2016).

### 4.11 Histology

Histological analyses for hearts and livers were carried out as described previously (Ferreira et al., 2019; Richman et al., 2015) and as outlined in the Supporting Information.

### 4.12 Metabolic studies

Intraperitoneal glucose tolerance tests and insulin tolerance tests were performed on mice that were fasted for 5 h as described previously using 1 U/kg insulin for the ITT (Perks et al., 2017). Cardiac blood samples were taken to measure insulin using standard ELISA kits according to the manufacturer's instructions. Data were analysed using an online software program (www.elisaanalysis.com), and the area under the curve was calculated using the trapezoidal rule with Microsoft Excel.

### 4.13 Electrocardiography and echocardiography

The ECG (lead II) was recorded with s.c. bipolar leads for 10 min under light methoxyflurane anaesthesia. Parameters were measured on signal‐averaged complexes derived from 1 s of contiguous data (10 heartbeat cycles) using LabChart software. QT interval was corrected for heart rate using the Mitchell methods instead of Bazett's formula because it is meant for higher heart rates, as found in mice (Mitchell et al., 1998). T‐wave area measured as integral (mV·s) above baseline (Zhang et al., 2015). In parallel experiments, echocardiograms were recorded using an i13L probe on a Vivid 7 Dimension (GE Healthcare) as previously described (Ferreira et al., 2019).

### 4.14 Generation and testing of *C*. *elegans* mutants

The strain MQ887 [*isp*‐*1(qm150)*] and wild‐type (N2) were provided by the *Caenorhabditis* Genetics Centre (CGC). Standard *C*. *elegans* culture and maintenance was performed as previously described (Brenner, 1974). The generation of CRISPR‐Cas9 mutant strains is described in the Supporting Information. Lifespan assays were carried out essentially as described previously (Amrit et al., 2014) and in the Supporting Information.

### 4.15 Statistical analysis

All data shown are mean ± standard deviation or standard error of the mean (SEM) and statistical significance was calculated using a two‐tailed Student's *t* test.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

O.R. and A.F. conceived the project. O.R. and A.F. designed the experiments. All authors conducted and analysed the experiments. T.R. and A.F. wrote the manuscript and the other authors edited and approved the manuscript.

## Supporting information

Supplementary Material Click here for additional data file.

## Data Availability

The Gene Expression Omnibus (GEO) accession number for the data reported in this paper is GSE159014. The mass spectrometry proteomics data have been deposited to the ProteomeXchange (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the dataset identifiers PXD021762 and PXD024633. All data needed to evaluate the conclusions in the paper are present in the paper and the Supporting Information. Reasonable requests for resources should be addressed to and will be fulfilled by the corresponding author.

# Supplementary material for: Mitochondrial mistranslation modulated by metabolic stress causes cardiovascular disease and reduced lifespan
**Source:** Aging Cell. 2021 Jun 7;20(7):e13408. doi: 10.1111/acel.13408
**Supplement:** Supplementary file 1 — Supplementary Material

**Supplemental Information**

**Mitochondrial mistranslation modulated by metabolic stress causes cardiovascular disease and reduced lifespan**

Tara R. Richman^1,2,3^, Judith A. Ermer^1,2,3^, Stefan Siira^1,2,3^, Irina Kuznetsova^1,2,3^, Christopher A. Brosnan^4^, Giulia Rossetti^1,2,3,5^, Jessica Baker^1,2,3,5^, Kara Perks^1,2,3,5,6^, Henrietta Cserne Szappanos^8^, Helena M. Viola^8^, Nicola Gray^9^, Mark Larance^10^, Livia C. Hool^8,11^, Steven Zuryn^4^, Oliver Rackham^1,2,3,5,6,7^ and Aleksandra Filipovska^1,2,3,5,12^*

**CONTENTS**

**Supplementary Figure S1.** The effects of altered translational fidelity on food intake

**Supplementary Figure S2.** Increased accumulation of blood in the heart of *Mrps12^ha/ha^* mice

**Supplementary Figure S3.** Electrocardiographic measurements

**Supplementary Figure S4.** The stability of the mitochondrial ribosome is not affected by metabolic stress.

**Supplementary Figure S5.** The effects of altered fidelity of mitochondrial translation on mitochondrial protein stability, protease levels and autophagy.

**Supplementary Figure S6.** The effects of altered translational fidelity on protein signalling.

**Supplementary Figure S7.** Altering the fidelity of mitochondrial translation causes changes in the levels of specific amino acids under metabolic stress.

**
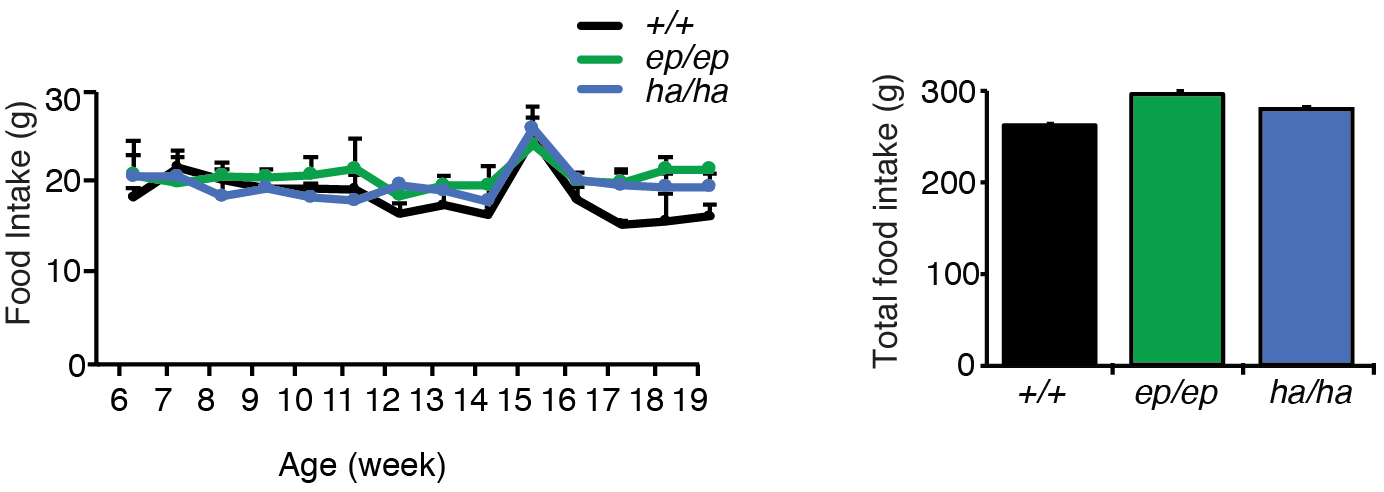
**

**Figure S1. Related to Figure 1.** The effects of altered translational fidelity on food intake. Weekly food intake during 12 weeks of HFD feeding between *Mrps12^+/+^, Mrps12^ep/ep^* and *Mrps12^ha/ha^* mice.

**
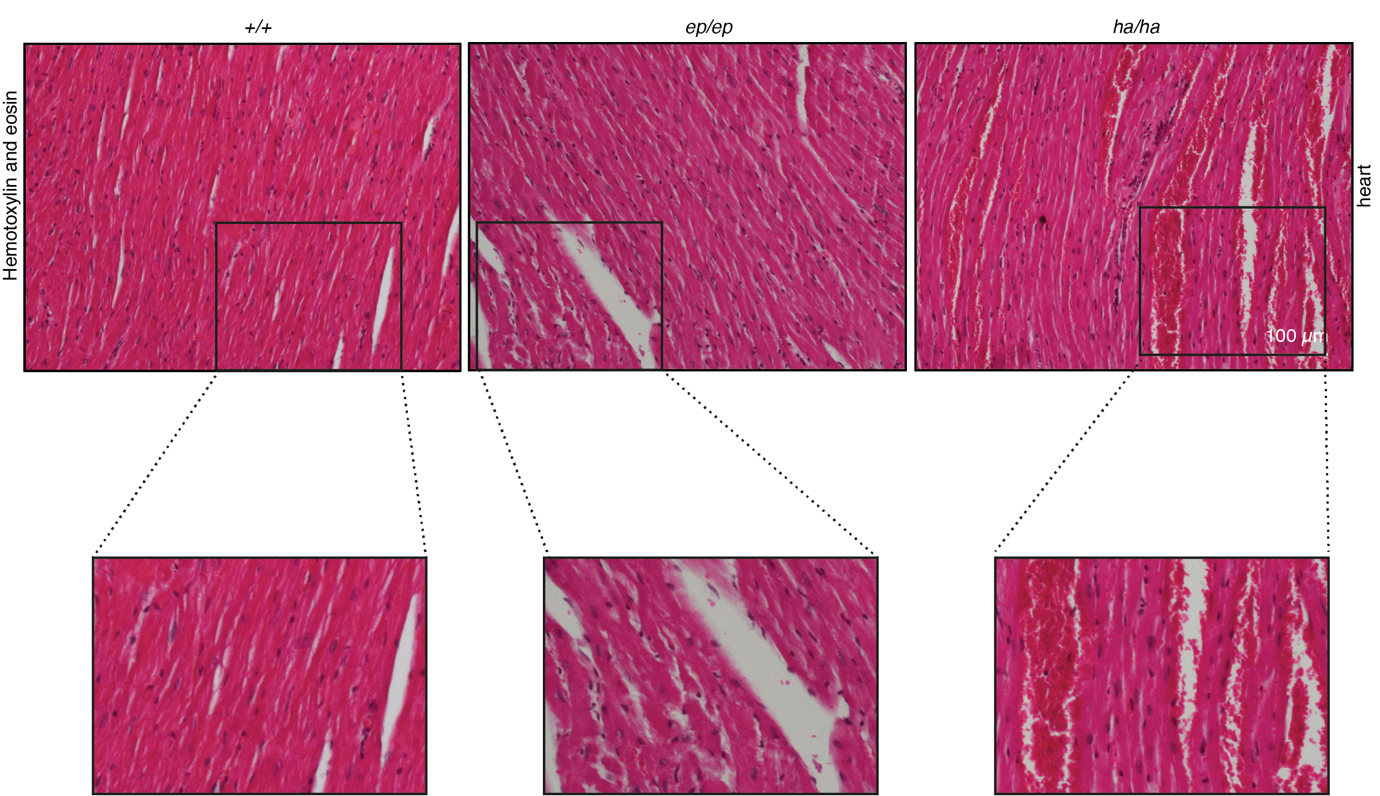
**

**Figure S2. Related to Figure 2.** Increased accumulation of blood in the heart of *Mrps12^ha/ha^* mice. Heart sections from *Mrps12^+/+^, Mrps12 ^ep/ep^* and *Mrps12^ha/ha^* mice fed a high-fat diet were cut to 5 µm thickness and stained with H&E.

**
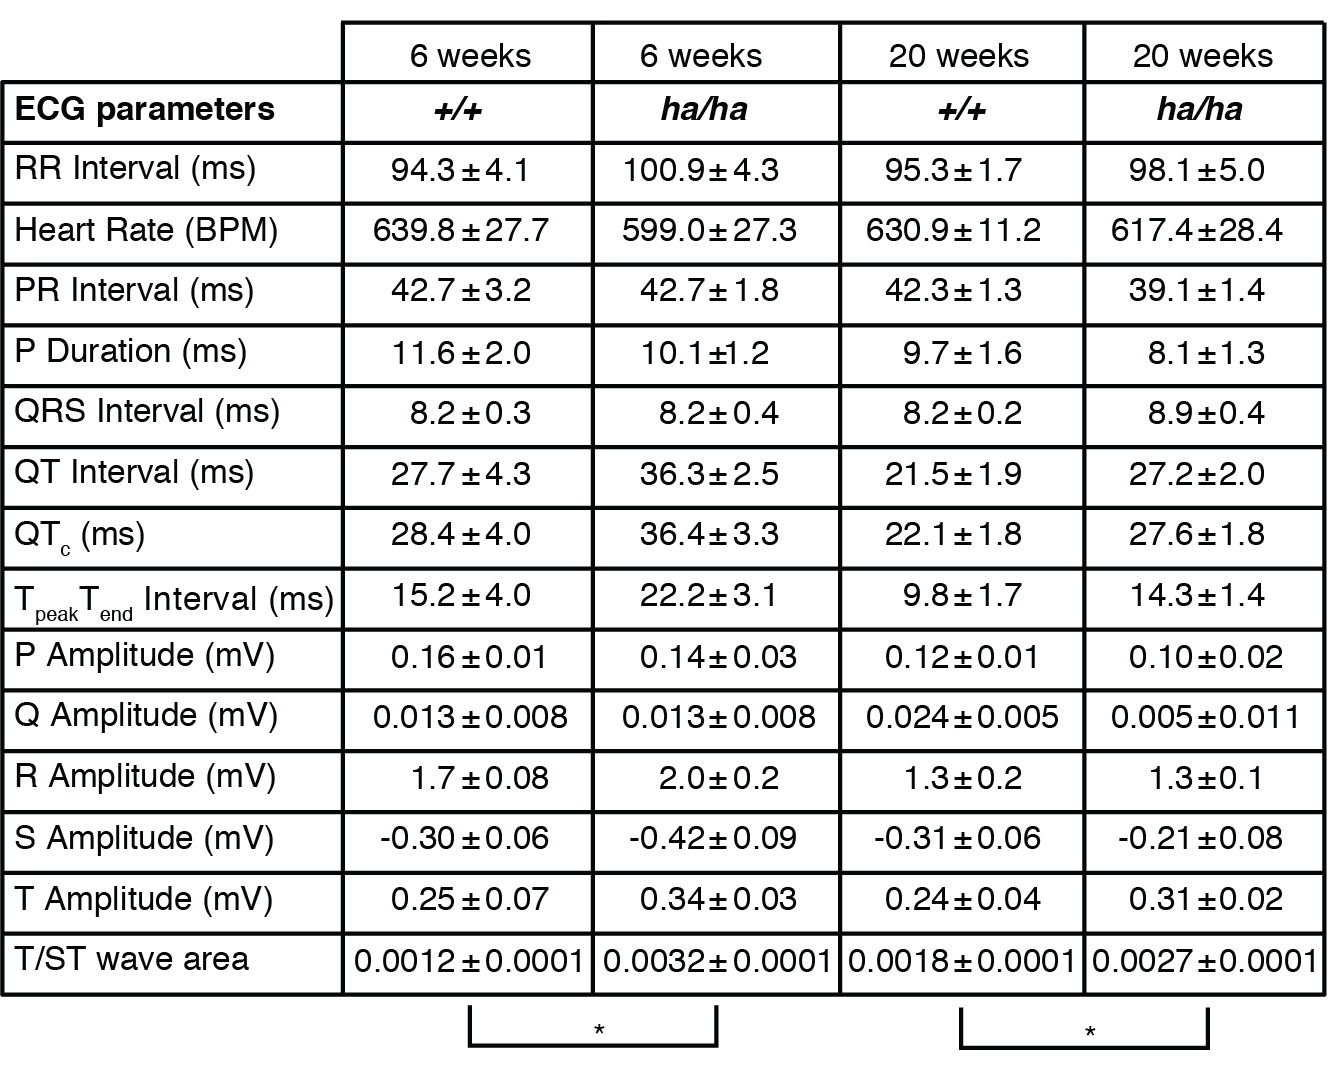
**

**Figure S3. Related to Figure 2.** Electrocardiographic measurements. Electrocardiographic recordings from *Mrps12^ha/ha^* (n=5) compared to *Mrps12^+/+^* mice (n=5) fed either a normal diet at six weeks of age or following a high-fat diet by 20 weeks of age. Values are means ± SEM. **p* < 0.05 compared with *Mrps12^+/+^*, Student’s t test.

**
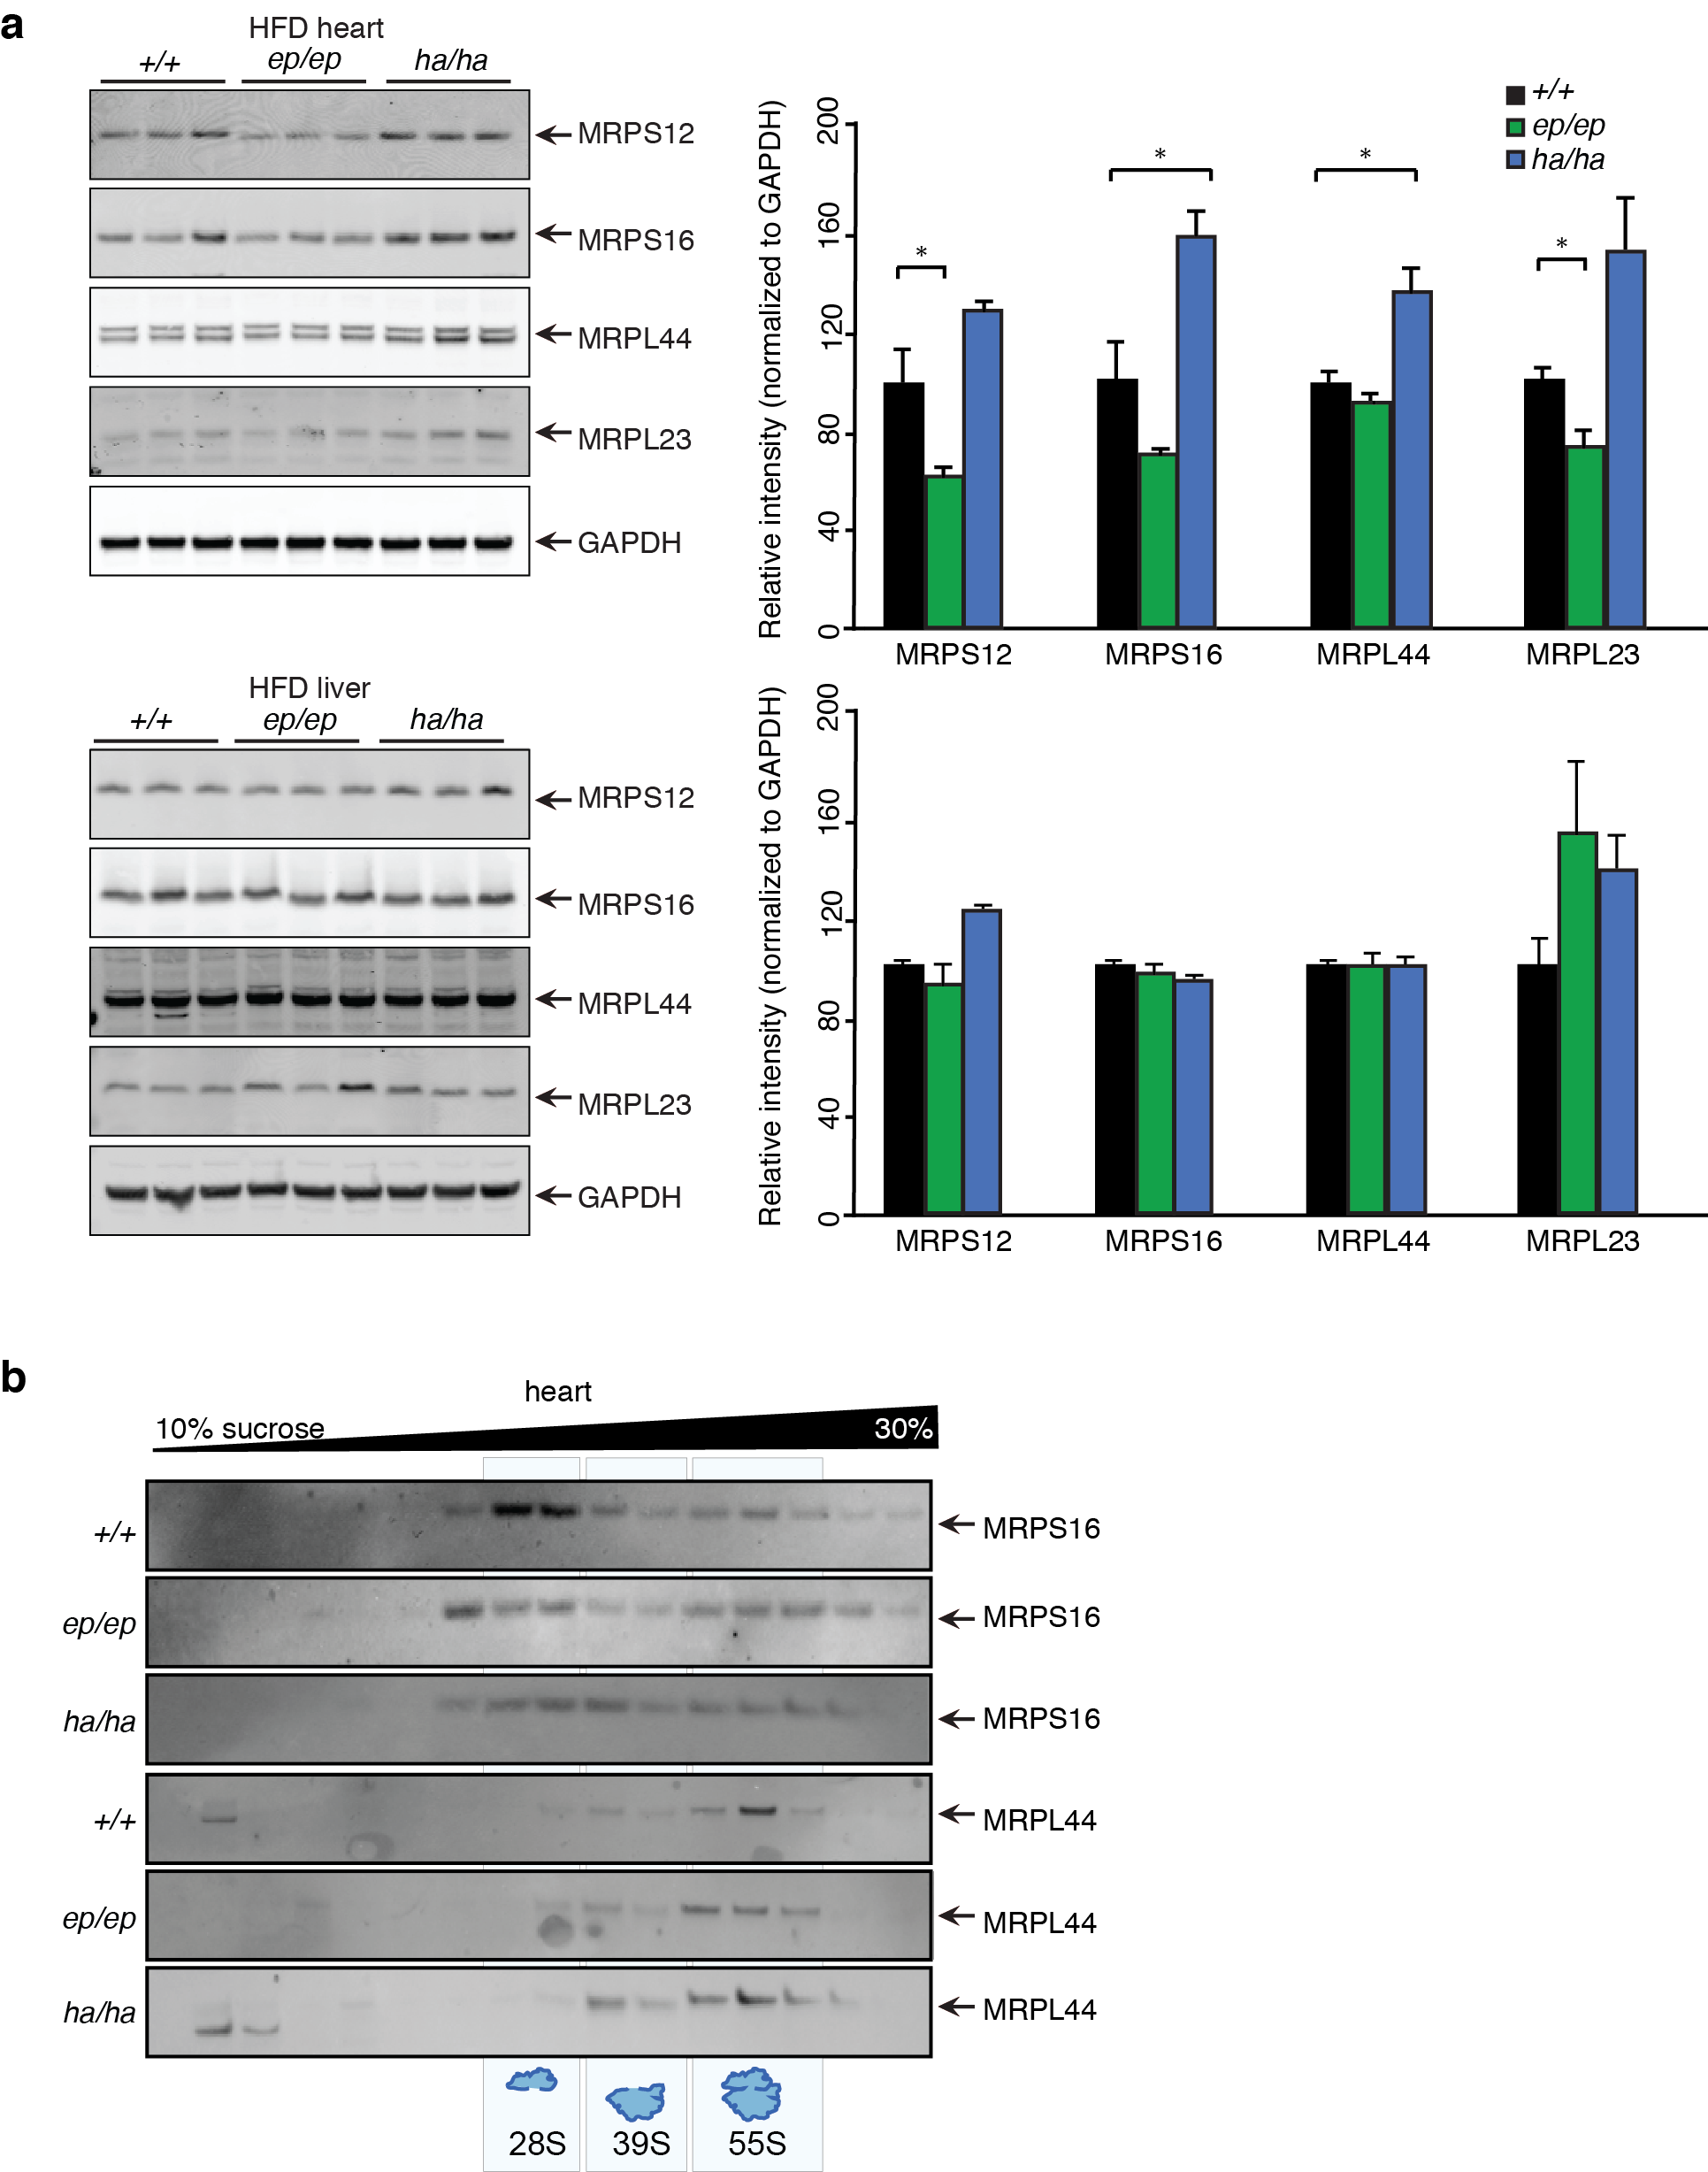
**

**Figure S4. Related to Figure 5.** The stability of the mitochondrial ribosome is not affected by metabolic stress. **(a)** Mitochondrial ribosomal protein abundance was measured by immunoblotting of heart or liver mitochondrial proteins isolated from 20-week-old *Mrps12^+/+^, Mrps12^ep/ep^* and *Mrps12^ha/ha^* mice fed a HFD. GAPDH was used as a loading control. Relative abundance of proteins was analysed using Li-Cor Odyssey Classic software relative to the loading control. Images are representative of blots from n=6 of each genotype. Values are means ± SEM. * *p* < 0.05, Student’s t test. **(b)** A continuous sucrose gradient was used to determine distribution of mitochondrial ribosomal protein markers of the small (MRPS16) and large (MRPL44) subunits in heart mitochondria isolated 20-week-old *Mrps12^+/+^, Mrps12^ep/ep^* and *Mrps12^ha/ha^* mice fed a HFD. All data are representative of results obtained from three independent biological experiments using at least six mice from each genotype.

**
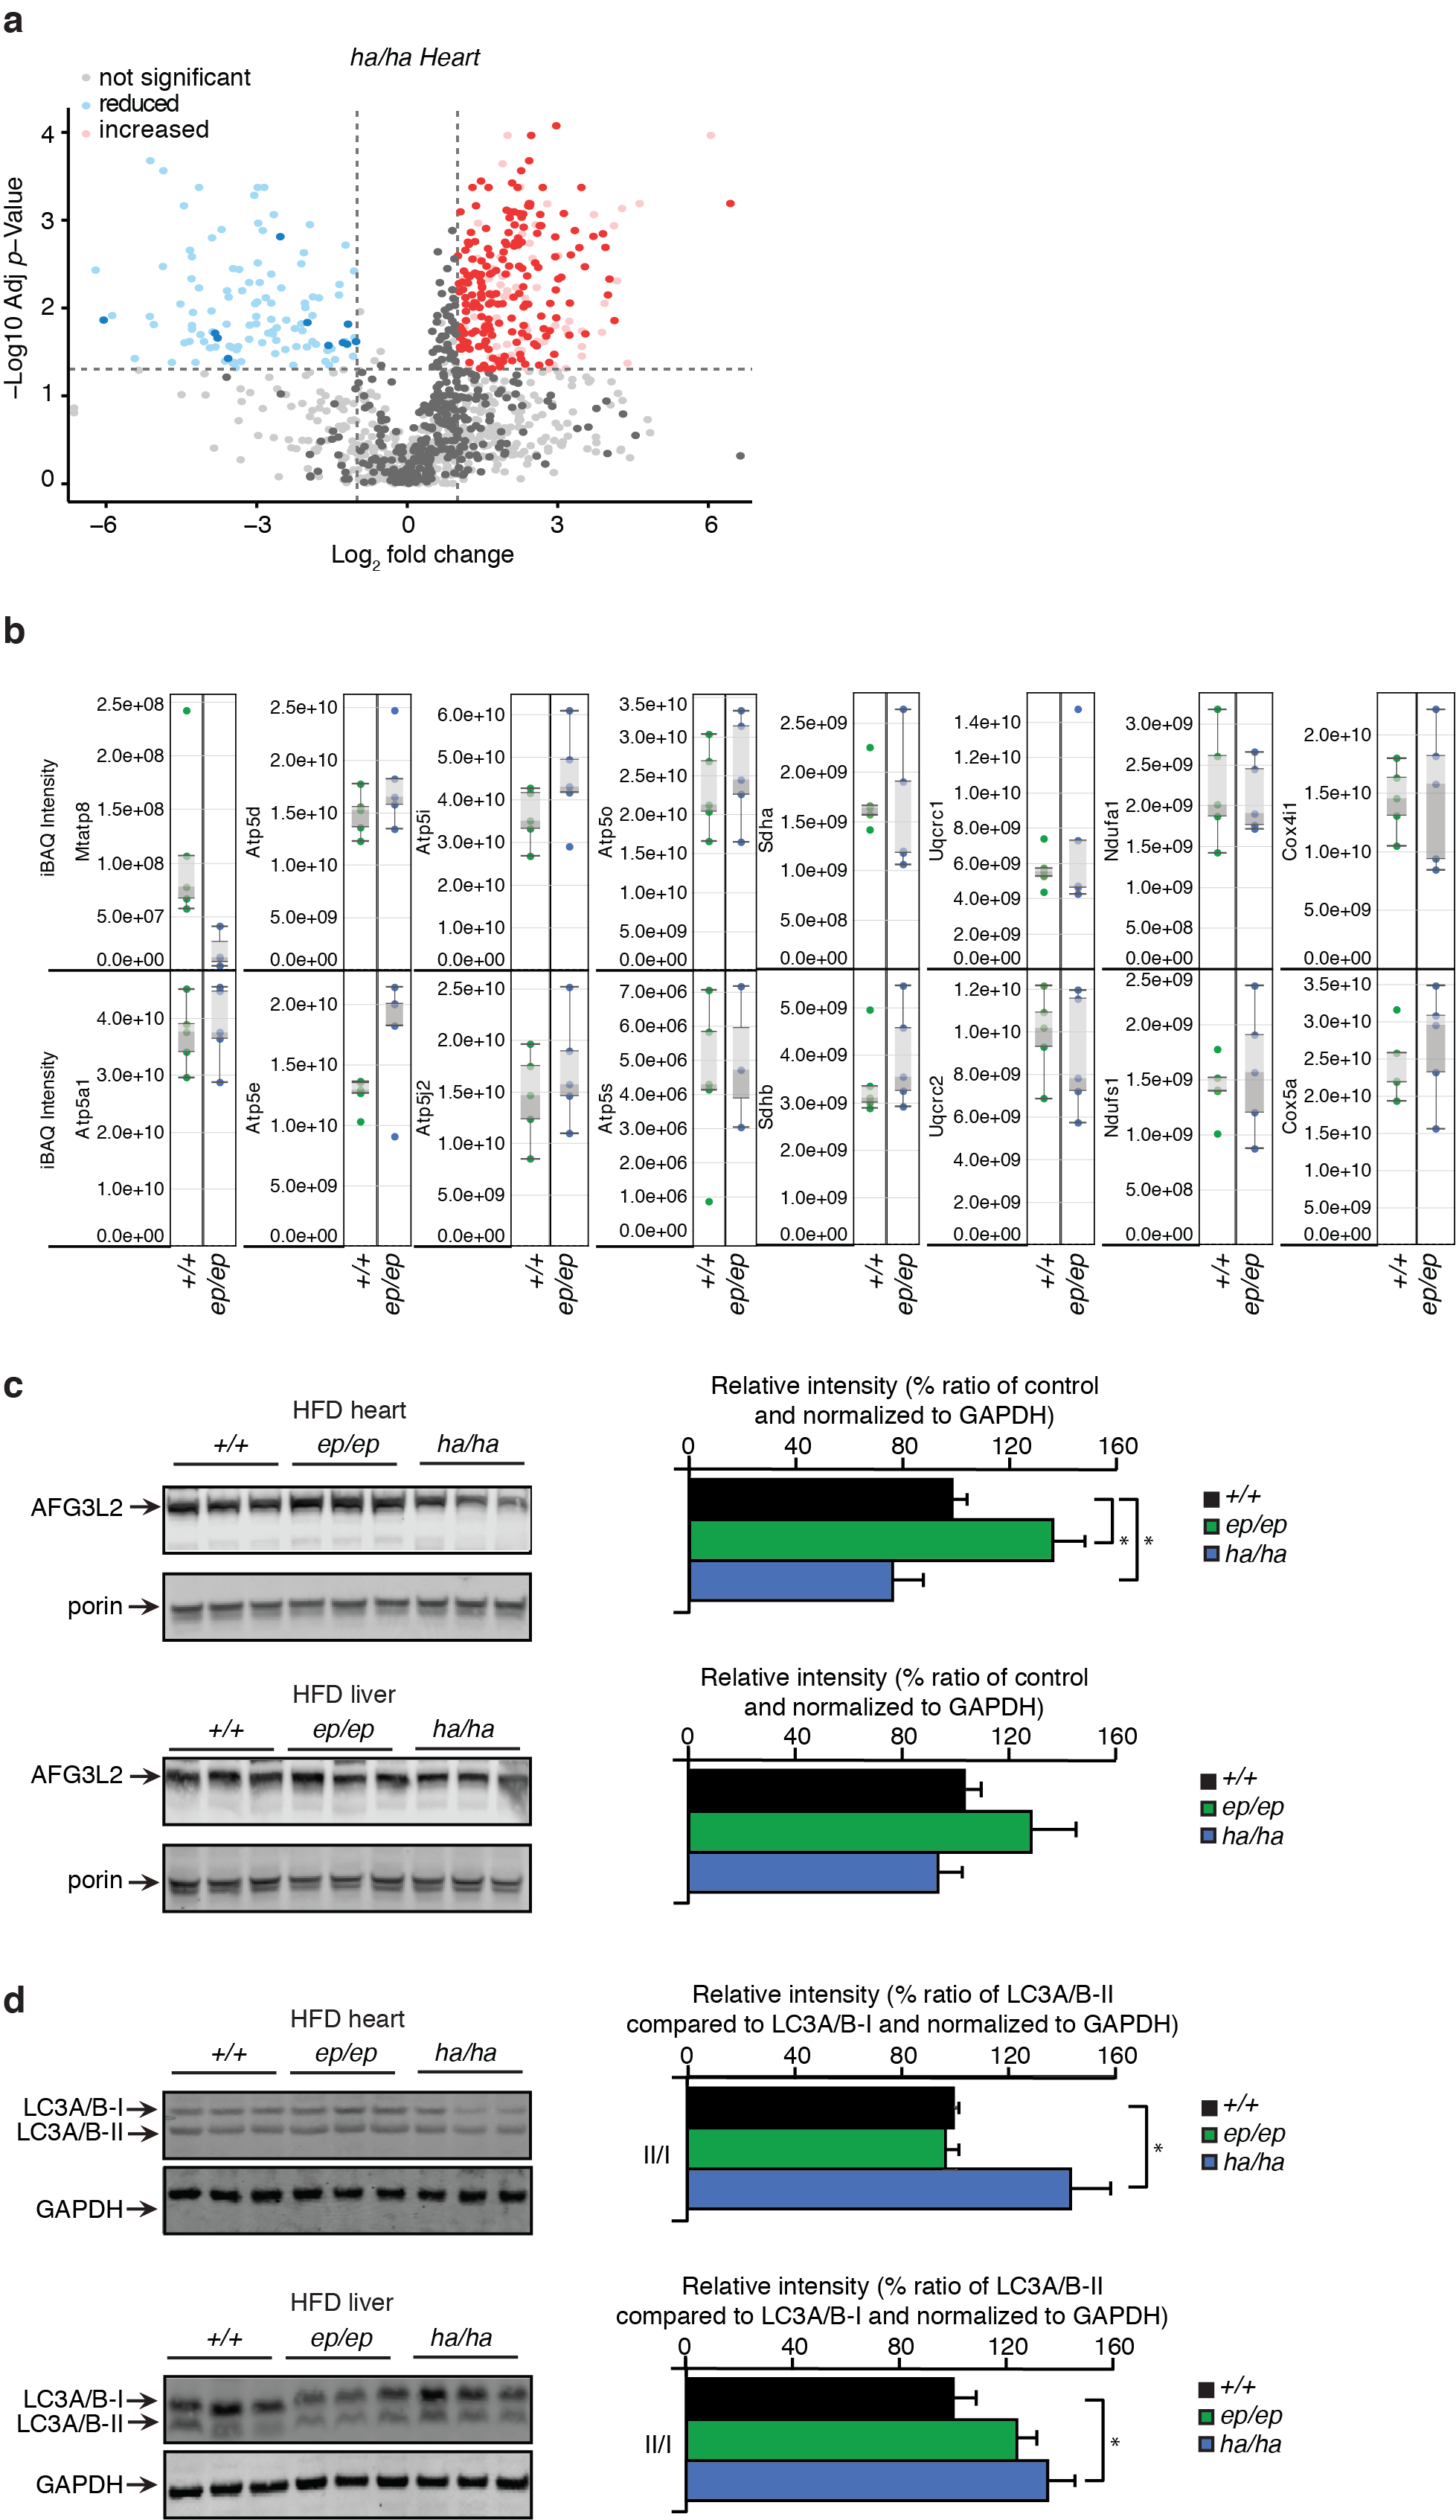
**

**Figure S5. Related to Figure 5.** The effects of altered fidelity of mitochondrial translation on mitochondrial protein stability, protease levels and autophagy. **(a)** Quantitative proteomic analysis of heart mitochondrial proteins from 20-week-old *Mrps12^ha/ha^* mice fed a HFD relative to their respective controls on a normal diet. The significant changes are shown in blue and red and the mitochondrial proteins are highlighted in dark blue, dark red and dark grey. **(b)** Proteomic quantification of electron transport chain proteins in isolated heart mitochondria from hearts of *Mrps12^+/+^* (WT, n=5), and *Mrps12^ep/ep^* (EP, n=5) animals, fed a HFD. Error bars represent 1.5 times the interquartile range. The mitochondrially encoded protein Atp8 was specifically reduced in the *Mrps12^ep/ep^* mice compared to *Mrps12^+/+^* mice fed a high-fat diet, showing that mistranslation destabilizes this protein. **(c)** Mitochondrial proteins from the heart and liver of *Mrps12^+/+^, Mrps12 ^ep/ep^* and *Mrps12^ha/ha^* mice fed a high-fat diet were immunoblotted to investigate the steady state levels of AFG3L2. Porin was used as a loading control and the relative abundance was analysed using Li-Cor Odyssey Classic software normalized to the loading control. Images are representative of blots from n=6 of each genotype. Values are means ± SEM. **p* < 0.05 Student’s *t* test. **(d)** The cellular levels of the short and long from of LC3A/B were measured in hearts and livers by immunoblotting from *Mrps12^+/+^, Mrps12 ^ep/ep^* and *Mrps12^ha/ha^* mice fed a a high-fat diet. GAPDH was used as a loading control and relative abundance of the proteins was analysed using Li-Cor Odyssey Classic software normalized to the loading control. Images are representative of blots from n=6 of each genotype. Values are means ± SEM. **p* < 0.05 Student’s *t* test.

**
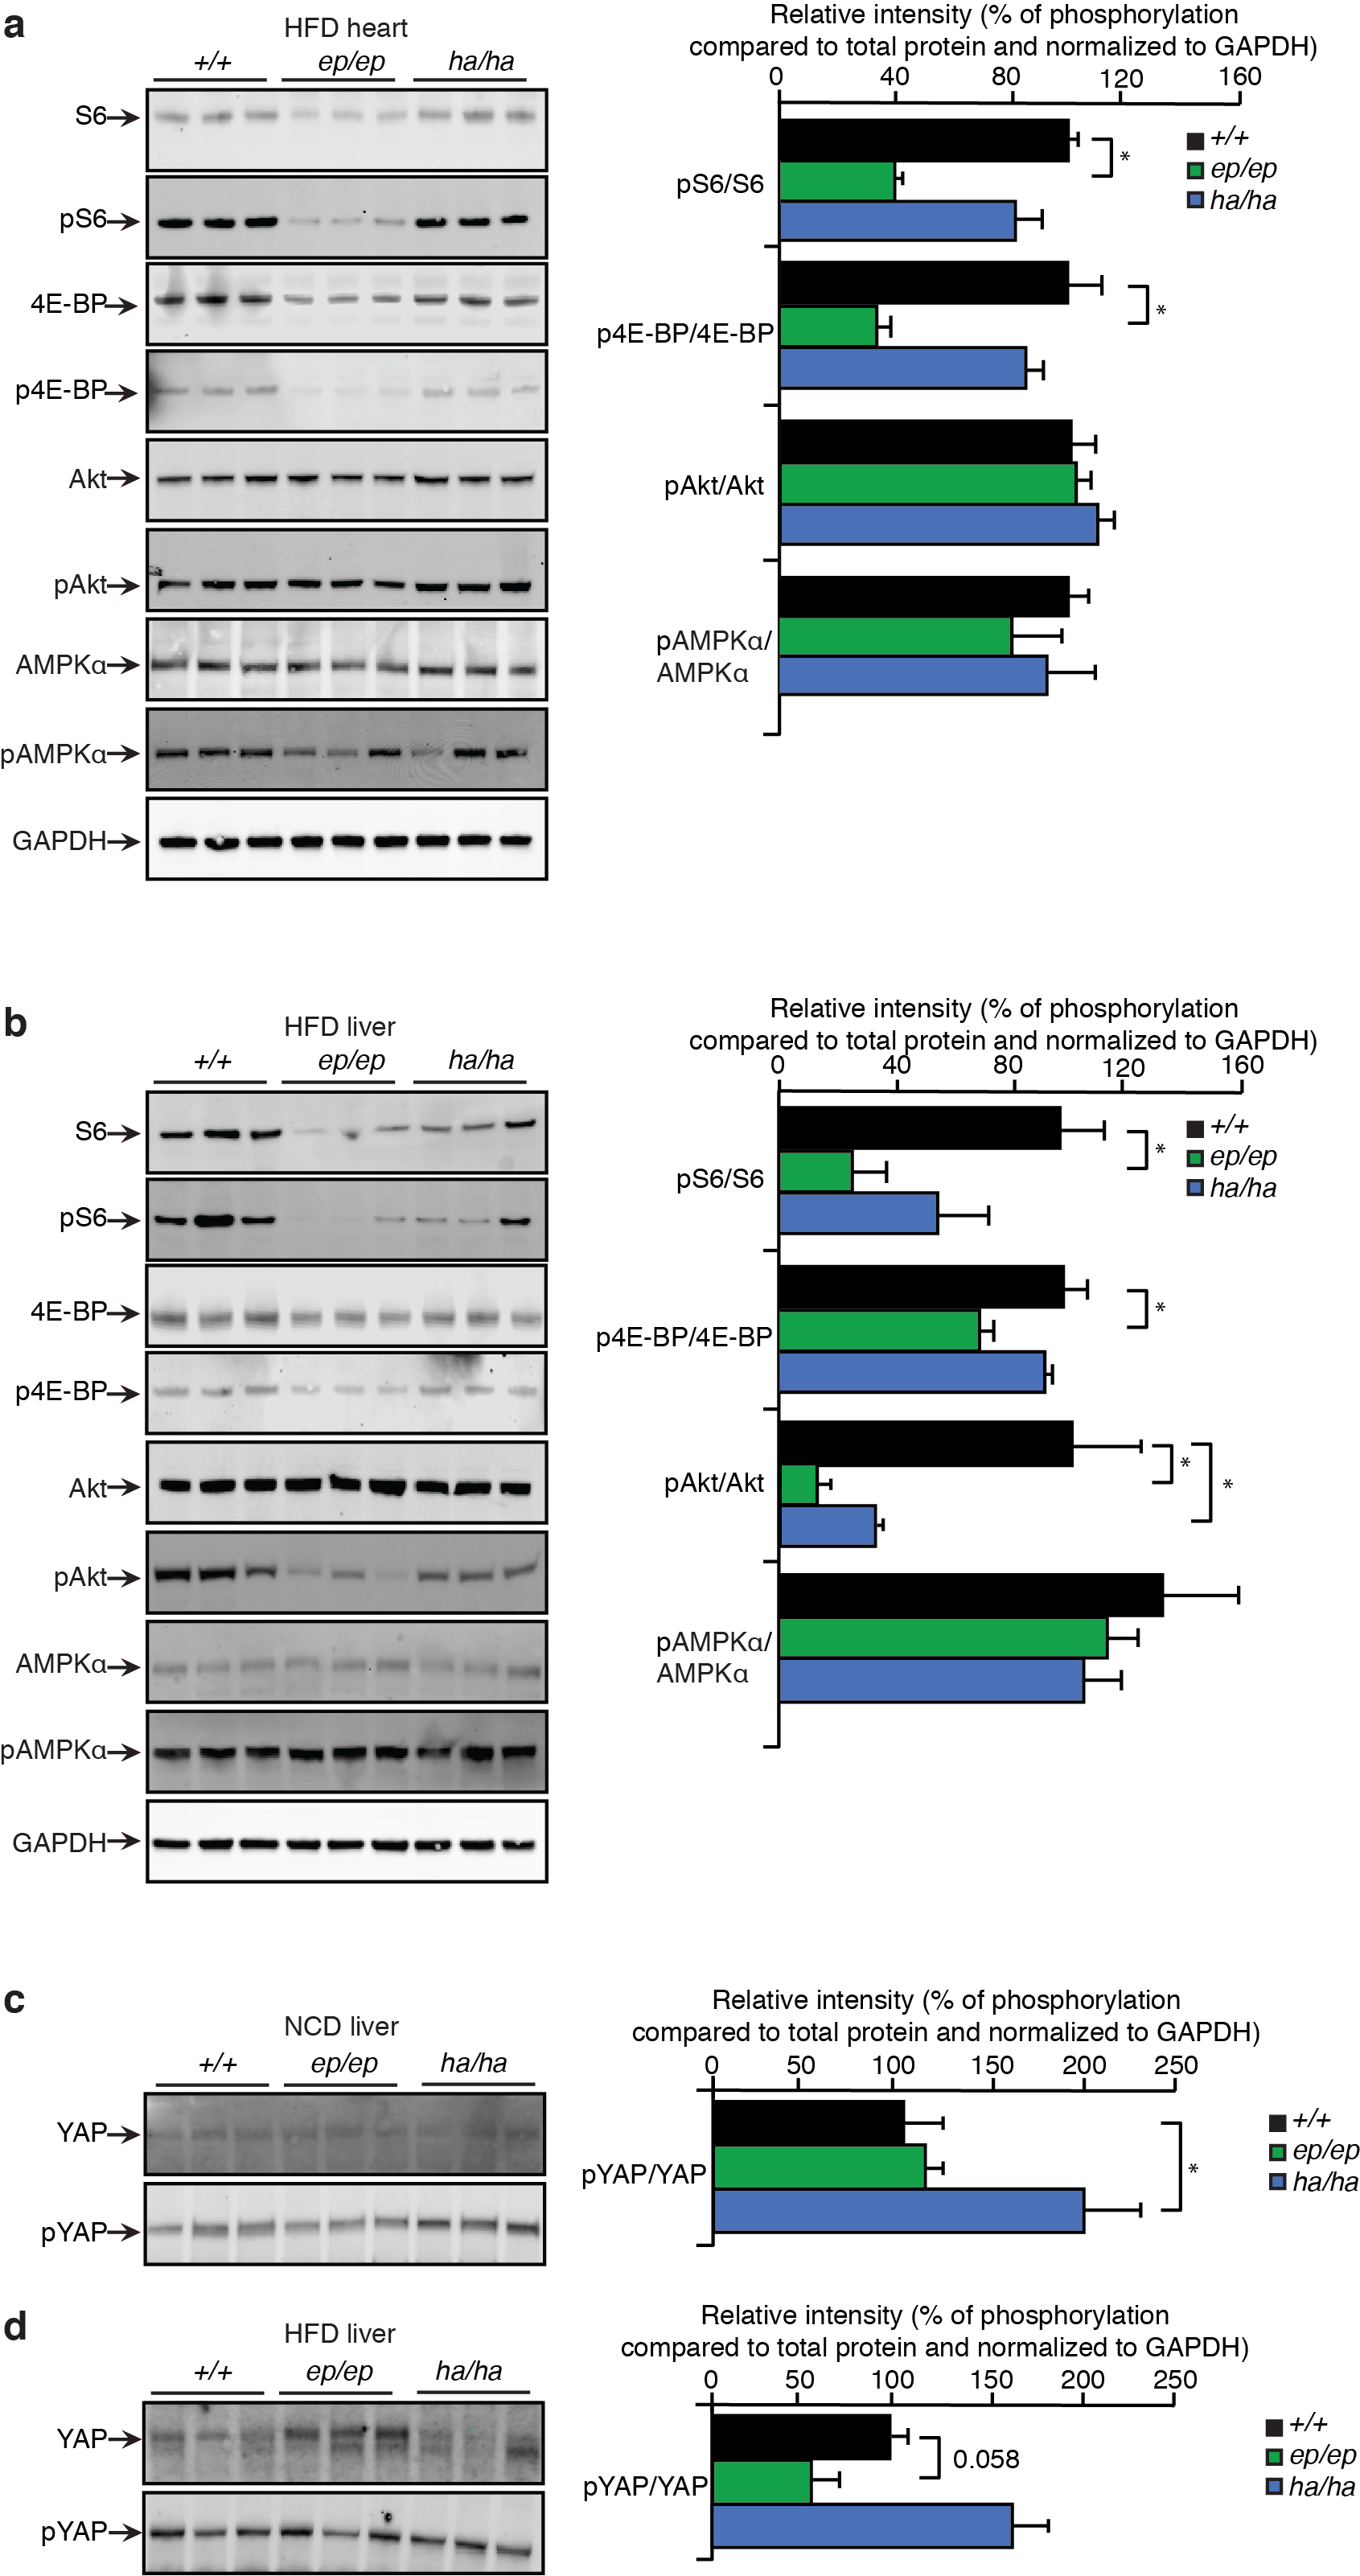
**

**Figure S6. Related to Figure 5.** The effects of altered translational fidelity on protein signalling. Cellular proteins from the heart **(a)** and liver **(b)** of *Mrps12^+/+^, Mrps12 ^ep/ep^* and *Mrps12^ha/ha^* mice fed a high-fat diet were immunoblotted to investigate the steady state and phosphorylated forms of S6, 4E-BP, Akt, and AMPKα. GAPDH was used as a loading control and the relative abundance of the phosphorylated proteins was analysed using Li-Cor Odyssey Classic software normalized to total protein, relative to the loading control. Images are representative of blots from n=6 of each genotype. Values are means ± SEM. * *p* < 0.05 Student’s t test. Abundance of steady state and phosphorylated forms of the transcriptional co-activator YAP1 were measured by immunoblotting against liver tissue from *Mrps12^+/+^, Mrps12 ^ep/ep^* and *Mrps12^ha/ha^* mice fed a normal **(c)** or a high-fat diet **(d)**. GAPDH was used as a loading control and relative abundance of the phosphorylated proteins was analysed using Li-Cor Odyssey Classic software normalized to total protein, relative to the loading control. Images are representative of blots from n=6 of each genotype. Values are means ± SEM. **p* < 0.05 Student’s t test.

**
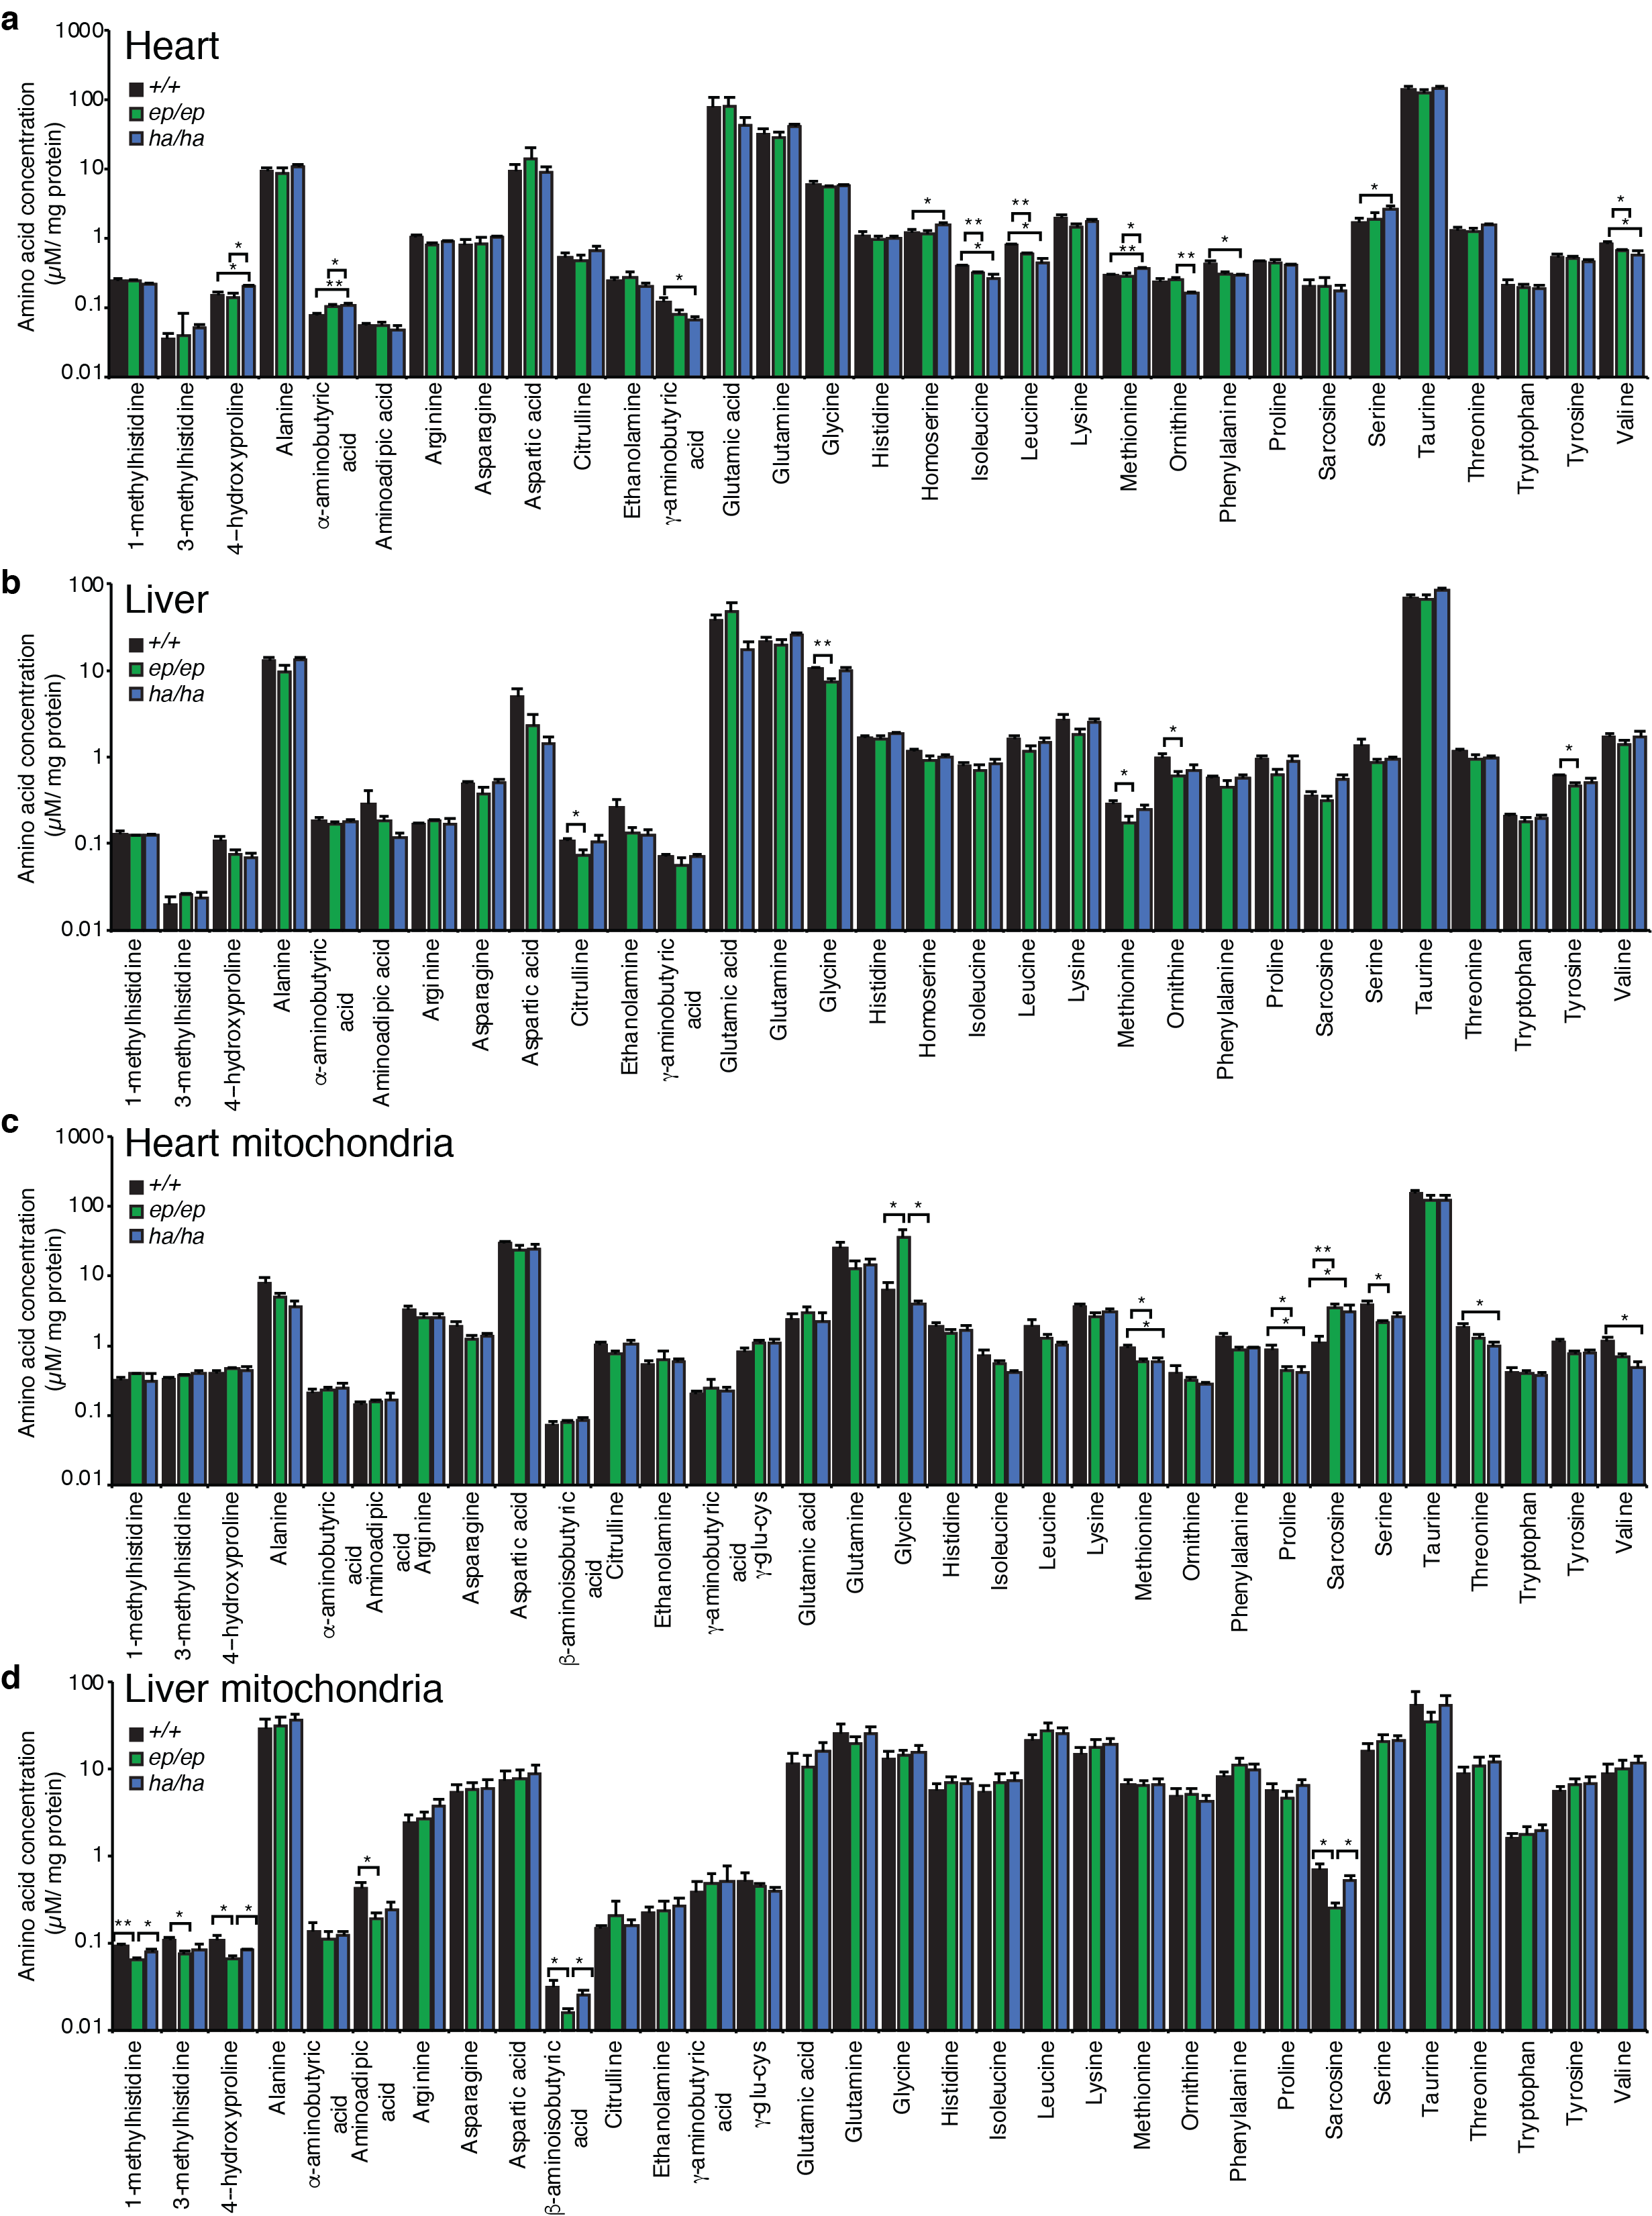
**

**Figure S7. Related to Figure 6.** Altering the fidelity of mitochondrial translation causes changes in the levels of specific amino acid under metabolic stress. Amino acid content was measured in hearts **(a)**, livers **(b)**, isolated heart mitochondria **(c)** and isolated liver mitochondria **(d)** from *Mrps12^+/+^* (n=5), *Mrps12^ep/ep^* (n=5) and *Mrps12^ha/ha^* mice (n=5), fed a HFD. Values are means ± SEM. **p* < 0.05, ***p* < 0.01 compared with *Mrps12^+/+^* using a Student’s *t* test.

**Supplemental Methods**

- 1. **Electrocardiography and echocardiography**

Echocardiograms were recorded using i13L probe on a Vivid 7 Dimension (GE Healthcare) as previously described (Ferreira et al. 2019). Measurements of left ventricular end-diastolic diameter (LVEDD), left ventricular end-systolic diameter (LVESD), fractional shortening (FS), left ventricular posterior wall in diastole (LVDPW), left ventricular posterior wall in systole (LVSPW), intraventricular septum in diastole (IVDS), intraventricular septum in systole (IVSS) and end-diastolic diameter (EDD) were made in M mode images recorded at a sweep speed of 200 mm.s^−1^, in triplicate from separate mice. Fractional shortening was calculated by the formula [(LVEDD − LVESD)/EDD] × 100.

- 1. **Histology**

Hearts were fixed with 10% neutral buffered formalin for 24 hours, washed in phosphate buffered saline and stored in 70% ethanol. Tissues were embedded in paraffin and sectioned using a microtome before transferring to positively charged slides. After heating the slides for 2 hours at 60˚C they were treated with xylene, xylene and ethanol (1:1) and ethanol at decreasing concentrations of 100%, 95%, 80%, and 60% before washing in distilled H_2_O. Freshly isolated livers were frozen in Optimal Cutting Temperature (OCT) medium and sectioned using a Leica, Cryostat 3050S. The H&E staining was performed as described before (Richman et al. 2015). Coverslips were attached using DPX mounting media (Scharlau) and images were acquired using a Nikon Ti Eclipse inverted microscope using a Nikon 20x objective.

- 1. **Transcriptomics**

RNA sequencing was performed on total RNA from three *Mrps12*^+/+^, three *Mrps12^ep/ep^* and three *Mrps12^ha/ha^* mice fed a high-fat diet. Sequencing was performed using the Illumina HiSeq platform, according to the Illumina Tru-Seq protocol and as we have done previously (Perks et al. 2018; Siira et al. 2018; Rackham et al. 2016). Sequenced reads were trimmed via TrimGalore v0.4.1 using cutadapt v1.18 (Krueger 2015; Martin 2011) and FastQC (Wingett & Andrews 2018) v0.11.8 in paired-end mode. Biologically independent replicates were pooled and gene expression was quantified with Salmon (Wingett & Andrews 2018) v1.1.0 using the selective alignment procedure with the GENCODE vM21 gene annotation and transcript sequences on the GRCm38.p6 (GRCm38.p6 genome assembly was downloaded from the EMBL-EBI FTP site ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release _M17/GRCm38.p6.genome.fa.gz) genome sequence, adjusting for sequence and gc-content bias (-l ISR --seqBias --gcBias --validateMappings --mimicBT2). 

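The sample labels number the libraries of each mouse as technical replicates, and the normalized counts have 1 column under the name of each of the 9 mice of a tissue. Pooling was therefore taken here to have joined the libraries of one mouse, which departs from the wording above. Every n = 3 and the spread on which the tests rest depend on this reading. Salmon assigns each read to transcripts in proportion to how well they explain all reads, so that a gene's value is an estimate, and it models how base composition changes the chance that a fragment is read. The 10 most abundant genes took 13.1% to 20.7% of the reads in a heart.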

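In the tables of comparisons that the authors deposited, the authors' adjusted p was under 0.05 for 740 genes between *Mrps12 ha/ha* and *Mrps12*+/+ hearts, 477 higher and 263 lower, and for 573 genes between the livers, 262 higher and 311 lower. For *Mrps12 ep/ep* mice it was under 0.05 for 227 genes in the liver, 60 higher and 167 lower, and for 5 in the heart, 3 of which had a shrunken fold change of 0. Among the authors' 740 heart genes, 673 had groups that did not overlap in the normalized counts, 737 had an unadjusted p under 0.05 with limma and all 740 had the same sign. Of the authors' 573 and 227 liver genes, 563 and 220 were among the genes tested with limma, 505 and 179 of these had groups that did not overlap, and all had the same sign. The effect size estimation named here draws uncertain fold changes towards 0. *Sqle* in the *Mrps12 ep/ep* livers had a shrunken log2 fold change of -0.024 in the authors' table.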

Differential expression analysis was performed on a per-tissue basis (excluding mitochondrial transcripts) with DESeq2 (Love et al. 2014) using counts summarised by tximport (Soneson et al. 2015) and effect size estimation performed using apeglm (Zhu et al. 2019) within the *lfcShrink* function. Functional analysis was performed with Gene Set Enrichment Analysis (Subramanian et al. 2005) v4.0.3 for each tissue and genotype under a HFD condition using default parameters with the KEGG gene set from MSigDB (Liberzon et al. 2011) and pre-ranked lists of log_2_ fold changes.

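A preranked enrichment analysis orders all genes by one value, here the log2 fold change, and walks down the order. Its score is the largest excess of set genes met on the way, normalized by the scores of random sets of the same size. The KEGG pathway of oxidative phosphorylation also holds proton pump genes of other membranes. With these added to the OXPHOS subunit genes, 109 genes were tested in the *Mrps12 ha/ha* hearts and the enrichment score before normalization was 0.39, against 0.55 for the subunit genes alone. The added genes taken alone had a median log2 fold change of -0.15, with 9 higher and 17 lower.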

- 1. **Proteomics**

Proteomics was carried out on mitochondria isolated from hearts or livers from five *Mrps12*^+/+^, *Mrps12^ep/ep^* and *Mrps12^ha/ha^* mice fed either a chow or high-fat diet at 20 weeks. Mitochondrial proteins (100 µg) were resuspended in lysis buffer (6 M guanidinium chloride, 2.5 mM tris (2-carboxyethyl) phosphine hydrochloride, 10 mM chloroacetamide, and 100 mM Tris-HCl). After lysis, samples were diluted 1:10 in 20 mM Tris-HCL pH 8.0 and 100 µg of protein were mixed with 1 µg of Trypsin Gold (Promega) and incubated overnight at 37˚C to achieve complete digestion. Peptides were cleaned with home-made STAGEtips (Empore Octadecyl C18; 3M, Germany) and eluted in 60% acetonitrile/0.1% formic acid buffer. Samples were dried in a SpeedVac apparatus (Eppendorf concentrator plus 5305) at 45˚C and the peptides were suspended with 0.1% formic acid, 1.5 µg of peptides were analyzed by LC- MS/MS. For mass spectrometric analysis, peptides were separated on a 50 cm long, 75 µm internal diameter EASY-spray PepMap C18 column (Thermo Fisher Scientific) using a Dionex (Ferreira et al. 2019). The Proteome Discoverer (PD, v.2.3.0.523; Thermo Scientific) software was used to process raw (Xcalibur) label-free MS/MS data produced by the Orbitrap Fusion (v.3.0.2041) mass spectrometer as described previously (Ferreira et al. 2019). Protein abundance results were visualised with OmicsVolcano (Kuznetsova et al. 2021).

Follow-up proteomic analysis was performed on the mitochondria isolated from heart tissues. Samples were processed as described in (Harney et al. 2021), with the exception that chloroform-methanol precipitation was not used. Briefly, mitochondria were lysed in 4% sodium deoxycholate (SDC), 100mM tris-HCl (pH 8.5) with immediate heating of the lysates to 95°C for at least 10 min. Protein concentration was determined by BCA total protein assay (Pierce). 20ug of protein was reduced with 10mM TCEP and alkylated with 40mM chloroacetamide simultaneously at 95°C for 10 min. Lysates were then diluted to a final concentration of 1% SDC using MQ water and digested overnight with 400ng MS-grade trypsin (in 50mM acetic acid) at 37°C with constant rocking. Samples were diluted with ethyl acetate (50% final concentration, v/v) and vortexed until all the precipitated SDC was resuspended. StageTips were prepared and sample purification performed with SDB-RPS StageTips. Peptides were reconstituted with 5% formic acid in MS-grade water, sealed and stored at 4°C until LC-MS/MS acquisition. Peptide samples prepared as in Trypsin digestion for proteome analysis, were directly injected onto a 50cm x 70 um C18 (Dr. Maisch, Ammerbuch, Germany, 1.9 um) fused silica analytical column with a 10 μm pulled tip, coupled online to a nanospray ESI source. Peptides were resolved over a gradient from 5% - 40% acetonitrile over 120 min with a flow rate of 300 nL min-1. Peptides were ionized by electrospray ionization at 2.3 kV. MS/MS analysis was performed using a Thermo Eclipse Tribrid mass spectrometer (Thermo Fisher) with HCD fragmentation. Spectra were attained in a data-dependent acquisition of the top 20 most abundant ions at any individual point during the gradient. RAW data were analyzed using the quantitative proteomics software MaxQuant (https://www.maxquant.org). Peptide and protein level identification were both set to a false discovery rate of 1% using a target-decoy based strategy. The database supplied to the search engine for peptide identifications contained both the mouse UniProt database and a custom-made mistranslation database for mitochondrially encoded proteins. Mass tolerance was set to 4.5 ppm for precursor ions and MS/MS mass tolerance was 20 ppm. Enzyme specificity was set to trypsin (cleavage C-terminal to Lys and Arg) with a maximum of 2 missed cleavages permitted. Deamidation of Asn and Gln, oxidation of Met, pyro-Glu (with peptide N-term Gln) and protein N-terminal acetylation were set as variable modifications. Carbamidomethyl on Cys was searched as a fixed modification.

- 1. **Generation and testing of *C. elegans* mutants**

To generate the CRISPR-Cas9 mutant strains, young adult N2 worms were injected with the following mix: 50 ng/µL pDD162-*mrps-12* (*mrps-12 -* sgRNA), 50 ng/µL pDD162-*dpy-10* (*dpy-10* – sgRNA), 10 ng/µL pGH8 (*rab-3p::mCherry*), 5 ng/µL pCFJ104 (*myo-3p::mCherry*), 2.5 ng/µL pCFJ90 (*myo-2p::mCherry*), 10 pmol *dpy-10* ssODN (repair template). For SJZ819 [*MRPS-12(K89T*)] 10 pmol of K89T ssODN was added to the above mix and for SJZ820 [*MRPS-12(K90I*)] 10 pmol of K90I ssODN was added. pDD162-*mrps-12*(*mrps-12*::sgRNA) was generated using reverse PCR-based amplification to yield a sg-RNA with the sequence CACCCCAAAAAGCCAAACUC.

pDD162-*dpy-10*(*dpy-10*::sgRNA) was generated using reverse PCR-based amplification on the template vector pDD162 to yield a sgRNA with the sequence GCUACCAUAGGCACCACGAG. The ssODN repair template for both mutants also introduced a silent EcoRI site to facilitate subsequent genotyping. Subsequent selection steps were performed as described previously (Paix et al. 2017).

Total RNA (500 ng-1000 ng) was reverse transcribed using the ProtoScript II reverse transcription kit (NEB) for 1 h at 42°C followed by enzyme inactivation at 95°C for 5 min. Quantitative reverse transcriptase PCR (qRT-PCR) was performed using a LightCycler 480 II (Roche) with SensiFAST SYBER No-ROX (Bioline meridian Biosystems) using gene specific primers hsp-6-F CAAACTCCTGTGTCAGTATCATGGAAGG, hsp-6-R GCTGGCTTTGACAATCTTGTATGGAACG, tba-1-F TCAACACTGCCATCGCCGCC, and tba-1-R TCCAAGCGAGACCAGGCTTCAG. PCR was carried out in technical triplicates using the following cycling conditions; 95°C for 3 min, followed by 45 cycles of denaturation at 95°C for 10 s, annealing at 60°C for 10 s and elongation at 72°C for 20 s. A melting curve was generated at the end of the amplification in every run to confirm primer specificity. Threshold cycle (C_t_) values were determined by calculating the second derivative maximum of three technical triplicates for each sample.

Lifespan assays were carried out essentially as described previously (Amrit et al. 2014). Briefly ~100-120 L4 stage worms from the indicated genotypes were picked onto 10 individual plates seeded with OP50 (10-12 worms per plate representing Day 0). Plates were subsequently grown at 20^o^C for the duration of the experiment. Worms were manually transferred every two days until such stage as egg laying had ceased. Surviving worms were counted and recorded every two days, with worms ‘censored’ if they didn’t meet specific criteria as described previously (Amrit et al. 2014).

**References:**

Amrit FRG, Ratnappan R, Keith SA & Ghazi A (2014) The C. elegans lifespan assay toolkit. *Methods* 68, 465–475.

Ferreira N, Perks KL, Rossetti G, Rudler DL, Hughes LA, Ermer JA, Scott LH, Kuznetsova I, Richman TR, Narayana VK, Abudulai LN, Shearwood A-MJ, Cserne Szappanos H, Tull D, Yeoh GC, Hool LC, Filipovska A & Rackham O (2019) Stress signaling and cellular proliferation reverse the effects of mitochondrial mistranslation. *The EMBO Journal* 313, e102155.

Harney DJ, Cielesh M, Chu R, Cooke KC, James DE, Stöckli J & Larance M (2021) Proteomics analysis of adipose depots after intermittent fasting reveals visceral fat preservation mechanisms. *CellReports* 34, 108804.

Krueger F (2015) Trim Galore: A wrapper tool around Cutadapt and FastQC. *httpwww.bioinformatics.babraham.ac.ukprojectstrimgalore*.

Kuznetsova I, Lugmayr A, Rackham O & Filipovska A (2021) OmicsVolcano: software for intuitive visualization and interactive exploration of high-throughput biological data. *STAR Protocols* 2, 100279.

Liberzon A, Subramanian A, Pinchback R, Thorvaldsdóttir H, Tamayo P & Mesirov JP (2011) Molecular signatures database (MSigDB) 3.0. *Bioinformatics* 27, 1739–1740.

Love MI, Huber W & Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology* 15, 550.

Martin M (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet journal* 17, 10–12.

Paix A, Folkmann A, Goldman DH, Kulaga H, Grzelak MJ, Rasoloson D, Paidemarry S, Green R, Reed RR & Seydoux G (2017) Precision genome editing using synthesis-dependent repair of Cas9-induced DNA breaks. *Proc Natl Acad Sci USA* 114, E10745–E10754.

Perks KL, Rossetti G, Kuznetsova I, Hughes LA, Ermer JA, Ferreira N, Busch JD, Rudler DL, Spåhr H, Schöndorf T, Shearwood A-MJ, Viola HM, Siira SJ, Hool LC, Milenkovic D, Larsson N-G, Rackham O & Filipovska A (2018) PTCD1 Is Required for 16S rRNA Maturation Complex Stability and Mitochondrial Ribosome Assembly. *CellReports* 23, 127–142.

Rackham O, Busch JD, Matic S, Siira SJ, Kuznetsova I, Atanassov I, Ermer JA, Shearwood A-MJ, Richman TR, Stewart JB, Mourier A, Milenkovic D, Larsson N-G & Filipovska A (2016) Hierarchical RNA Processing Is Required for Mitochondrial Ribosome Assembly. *Cell Reports* 16, 1874–1890.

Richman TR, Rackham O, Ermer JA, Davies SMK, Perks KL, Viola HM, Filipovska A, Shearwood A-MJ & Hool LC (2015) Mutation in MRPS34 Compromises Protein Synthesis and Causes Mitochondrial Dysfunction. *PLoS Genet* 11, e1005089.

Siira SJ, Rossetti G, Richman TR, Perks K, Ermer JA, Kuznetsova I, Hughes L, Shearwood A-MJ, Viola HM, Hool LC, Rackham O & Filipovska A (2018) Concerted regulation of mitochondrial and nuclear non-coding RNAs by a dual-targeted RNase Z. *EMBO Rep* 19, e46198–18.

Soneson C, Love MI & Robinson MD (2015) Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Res* 4, 1521.

Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES & Mesirov JP (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 102, 15545–15550.

Wingett SW & Andrews S (2018) FastQ Screen: A tool for multi-genome mapping and quality control. *F1000Res* 7, 1338.

Zhu A, Ibrahim JG & Love MI (2019) Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. O. Stegle, ed. *Bioinformatics* 35, 2084–2092.

How the deposited data were processed for this re-analysis (not part of the article)

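RNA from the hearts and livers of 9 mice on the HFD was measured, 3 each of *Mrps12*+/+, *Mrps12 ep/ep* and *Mrps12 ha/ha*. The mice were 20 weeks old and had eaten a diet with 42% of its energy as fat from 6 weeks of age. The authors trimmed the reads, pooled libraries, taken here as the technical libraries of each mouse, quantified genes with Salmon on GENCODE vM21 and normalized the counts with DESeq2 without mitochondrial transcripts. The authors' p-values and adjusted p-values came from DESeq2 and their log2 fold changes were shrunken with apeglm, and both were read as deposited. The normalized counts were used as the authors gave them, and the columns were joined to the mice by the names in the column heads and the sample labels. All values are normalized counts unless a unit is given. The authors' tables of 4 comparisons were read for their own calls only. Proteomics and the other assays of the paper were not used here.

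In each column all of the low values checked, 100.0%, were whole multiples of one step, and dividing by it gave whole reads. These reads were used for the depth, for a fit with limma-voom and for thinning, and a count model such as the authors' was not fitted. Hearts of *Mrps12*+/+ mice held 37101155 to 51480271 reads, of *Mrps12 ep/ep* mice 33825970 to 50551070 and of *Mrps12 ha/ha* mice 11202866 to 47813327. Livers held 61935767 to 67825910, 23805012 to 73408178 and 21238039 to 81518266 in the same order. A group with at most 3 reads in every mouse was taken as a floor, and a fold against it is given as a lower bound, the mean of the other group over the floor.

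The log2 of the normalized count plus 1 was fitted in R 4.3.3 with limma 3.58.1, lmFit and eBayes with an intensity trend, with all 3 genotypes of a tissue in one fit and equal weight for every mouse. Genes with a mean of at least 10 over the 9 mice were tested. The p-values were adjusted by the Benjamini-Hochberg method over the tested genes, with a threshold of 0.05. The 6 comparisons were *Mrps12 ha/ha* against *Mrps12*+/+, *Mrps12 ep/ep* against *Mrps12*+/+ and *Mrps12 ha/ha* against *Mrps12 ep/ep* in each tissue. Both mutants were compared with the same *Mrps12*+/+ mice, so that the comparisons of the mutants with *Mrps12*+/+ are not independent. The exact permutation test, two-sided on the difference of means, used all splits of 6 mice. Sets were tested with fgsea 1.28.0 (fgseaSimple, 10000 gene permutations, seed 7) on log2 fold changes and adjusted over 5 sets in the heart and 2 in the liver. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for the rest. On simulated counts with 200 changed genes the test called 180 in the heart and 188 in the liver at a dispersion of 0.02, and 89 and 97 at 0.1. Of 209 calls in each tissue at the lower dispersion, 8 and 7 were of unchanged genes. Besides the changed genes, the calls included genes of a set of 80 that had been shifted by 0.5 on the log2 scale. The changed genes were shifted by 1 or 2 on that scale, with one dispersion for all genes and genes that varied independently. No outlying mouse and no tissue carried into a sample was simulated, so that these shares do not give the power in the real data.

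The comparisons, sets, tests and most alternatives were fixed before the data were examined. So was the rule for naming genes. Named are the genes that the paper's text names for these data, the genes labelled in Fig. 5c to 5e, *Mrps12*, the members of the gene lists, and for each comparison the 3 genes with the largest log2 fold change in each direction among those with an adjusted p under 0.05 whose mice all lay on one side. Of these genes, those with values at a claim are printed. *Mrps12* itself had log2 fold changes of 0.23 in *Mrps12 ha/ha* hearts and 0.12 in *Mrps12 ha/ha* livers (adjusted p of 0.324 and 0.609 from limma). In all, 29 gene lists were tested in the comparisons, 171 tests adjusted together, of which 62 had an adjusted p under 0.05. The lists printed at a claim or in the closing parts are those of OXPHOS subunits, solute carriers, cytochrome P450 genes, the integrated stress response, cholesterol biosynthesis, atrial and other cardiomyocytes, mesothelium, hepatocytes, skeletal muscle, the acute phase, clock genes and clock output, brown adipocytes, erythroid cells, fatty acid synthesis, protein import and the mitochondrial unfolded protein response. The list of the hypertrophy and fetal gene programme is printed too. The skeletal muscle list, the second atrial list and the lists of clock genes with an evening or a morning peak were added after the data were seen.

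The alternatives were pseudocounts of 0.1 and 8, no filter on low values, a mean of at least 50, quantile normalization, re-centring of each mouse, only the 2 genotypes compared in the fit, robust eBayes, array weights, the replicate number as a block, a minimum absolute log2 fold change of 1 and leaving out each mouse in turn. For sets they were the moderated statistic in place of the fold change, camera with a preset correlation of 0.01, camera with an estimated correlation, fry, and for the OXPHOS set the other genes of the KEGG pathway. Added after the data were seen were limma-voom on the recovered reads, thinning of every mouse to the shallowest of its tissue (seed 11), removal of each mouse's trend on transcript length and GC content with splines of 5 degrees of freedom, the mean of the atrial or of the hepatocyte list as a covariate in the heart, and the replicate block together with the trend removal. Each OXPHOS gene's matched random genes were drawn from its 50 nearest neighbours in expression, length and GC content. For each count and set, all 10 splits of the 6 mice of a comparison were fitted.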

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

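The tests of genotype alone for the atrial genes, of abundant heart genes and of genotype for cardiac genes in the liver, and those of the acute phase genes were chosen only after the result was seen.

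*Ddit3* moved in opposite directions in the tissues of *Mrps12 ha/ha* mice, without a call in either tissue. In the liver its log2 fold change was -0.71 (adjusted p = 0.212 from limma, 0.158 to 0.423 over the alternatives). The *Mrps12*+/+ livers behind this value differed among themselves in skeletal muscle and acute phase genes. Every *Mrps12 ha/ha* heart was above and every *Mrps12 ha/ha* liver below the *Mrps12*+/+ mice, and the log2 fold change was higher by 1.51 in the heart. The difference between the tissues was not tested. With each mouse's trend on length and GC content removed, the log2 fold change in the heart was 0.77 against 0.80 before, which argues against such a trend as the cause. A response that differs between tissues may be involved and was not tested.

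The atrial cardiomyocyte genes, which the paper does not discuss, had a median log2 fold change of -2.93 in *Mrps12 ha/ha* against *Mrps12*+/+ hearts, all 8 listed genes being tested and lower. The median was -5.24 without *Mrps12*+/+ mouse 1, -1.46 without *Mrps12*+/+ mouse 2 and -1.65 without *Mrps12*+/+ mouse 3, with all 8 genes lower each time. None had an adjusted p under 0.05, either over all tested genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. The mean over the list was 7.59, 12.98 and 13.49 in the *Mrps12*+/+ hearts, 6.78, 15.30 and 12.16 in the *Mrps12 ep/ep* hearts and 8.30, 7.91 and 9.40 in the *Mrps12 ha/ha* hearts. As 2 of the other hearts, *Mrps12*+/+ mouse 1 and *Mrps12 ep/ep* mouse 1, were at or under the highest *Mrps12 ha/ha* heart, the genotype alone is unlikely to account for low atrial genes. A candidate explanation is that the amount of atrial tissue differed between the hearts taken. In a fit with genotype, 4 of 8 genes of a second atrial list followed the first list within genotypes at an adjusted p under 0.05, as did 319 of all 16057 tested genes. As all 3 *Mrps12 ha/ha* hearts were low, an effect of genotype and a difference in dissection cannot be told apart for these hearts.

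Mesothelium genes were also lower in the *Mrps12 ha/ha* hearts, another signal outside the genes the paper discusses. Of 18 listed genes 17 were tested, all lower, with a median log2 fold change of -2.23, or -1.92 with the 3 genes at the floor set to their bound. Their mean was 4.03 to 4.53 in the *Mrps12 ha/ha* hearts and 5.87 to 7.42 in the *Mrps12*+/+ hearts, and 13 were lower in every *Mrps12 ha/ha* heart, where chance gives 10%. Adjusted over the list alone 8 passed 0.05 and over all tested genes none did, or 6 without *Mrps12 ha/ha* mouse 2, with 11 at an unadjusted p under 0.05. With the atrial mean as a covariate the median was -1.51, so that the amount of atrial tissue is unlikely to be the whole cause. The amount of pericardium or other surface tissue left on the heart was not tested.

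Skeletal muscle genes had a median log2 fold change of -5.68 in *Mrps12 ha/ha* against *Mrps12*+/+ livers, a signal in genes outside those the paper discusses. All 18 listed genes were tested and lower. Of these, 15 passed 0.05 when adjusted over the list alone, none over all tested genes and 15 at an unadjusted p under 0.05. The mean over the list was 10.18, 10.39 and 2.23 in the *Mrps12*+/+ livers and at most 3.83 in the other livers. Without *Mrps12*+/+ mouse 3 the median was -8.97 and 15 passed 0.05 over all tested genes. With the 9 genes at the floor in *Mrps12 ha/ha* livers set to the ratio of the *Mrps12*+/+ mean, which rests on mice 1 and 2, to that floor, the median was -6.73. Without the 3 genes in which this was noticed, 15 of 15 were higher in the livers of *Mrps12*+/+ mice 1 and 2 than in each of the other 7 livers. The values are in line with skeletal muscle carried into these 2 samples, as the third *Mrps12*+/+ liver was as low as the mutants. The list was chosen after the data were seen, and 13 of its genes also passed the filter in the heart.

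Acute phase genes, which the paper does not discuss apart from a label in Fig. 5e, had a median log2 fold change of -1.68 in *Mrps12 ha/ha* against *Mrps12*+/+ livers, with all 12 listed genes tested and lower. None passed 0.05 over all tested genes or adjusted over the list alone, and 7 had an unadjusted p under 0.05. Over all tested genes 1 passed without *Mrps12*+/+ mouse 2 and 1 without *Mrps12*+/+ mouse 3. The mean over the list was 15.32 in *Mrps12*+/+ mouse 3 and 12.39 and 11.62 in the other *Mrps12*+/+ livers. Without *Mrps12*+/+ mouse 3 the median was -0.94 in *Mrps12 ha/ha* livers, with 3 genes higher and 9 lower. The list mean was 11.36, 11.22 and 11.50 in these livers, against 12.39 and 11.62 in the other *Mrps12*+/+ livers. As the genes moved both ways and these means lay close together, whether mouse 3 is the whole cause cannot be told. In the *Mrps12 ep/ep* livers the median moved from -1.19 to -0.29 without *Mrps12*+/+ mouse 3, also with 3 genes higher and 9 lower. It moved to -2.0 without *Mrps12*+/+ mouse 1. The smaller difference without mouse 3 goes with an acute phase response in mouse 3.

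Clock genes with an evening peak had a median log2 fold change of 0.70 in *Mrps12 ha/ha* against *Mrps12*+/+ livers, with all 8 listed genes tested and higher, a signal outside the genes the paper discusses. Adjusted over the list alone 5 passed 0.05, none did over all tested genes, and 5 had an unadjusted p under 0.05. The list was chosen after the data were seen. A list of 16 clock output genes set before that had a median of 0.23 in these livers, 12 higher and 4 lower (adjusted p = 0.148 from fgsea over all list tests), or 0.12 without *Mrps12*+/+ mouse 2, and of 0.083 in the *Mrps12 ha/ha* hearts, 9 higher and 7 lower (adjusted p = 0.616). In the hearts it came to -0.069 without *Mrps12 ha/ha* mouse 2, 0.010 without *Mrps12*+/+ mouse 1, 0.032 without *Mrps12 ha/ha* mouse 1, 0.16 without *Mrps12*+/+ mouse 3 and 0.30 without *Mrps12 ha/ha* mouse 3. Of the clock output genes, 8 passed 0.05 in the hearts and 5 in the livers when adjusted over the list alone. An unadjusted p under 0.05 was found for 10 and 6. Over all tested genes none passed, or 6 in the hearts without *Mrps12 ha/ha* mouse 2 and 1 in the livers without *Mrps12*+/+ mouse 2. In every *Mrps12 ha/ha* heart 6 of them were higher and 3 lower, and in every *Mrps12 ha/ha* liver 8 and 1. Genes with a morning peak had a median of -0.16 in the same livers, or -0.28 without *Mrps12*+/+ mouse 3. In the hearts, the median of 7 evening genes, without one whose values had been seen, minus that of the 5 morning genes was 0.78. A different hour of tissue collection could give this, as could a changed clock. The labels give no hour, so that the genotype and the hour cannot be told apart.

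Abundant heart genes were seen in the liver of *Mrps12 ha/ha* mouse 3, at a median of 0.236% of their heart level. *Myh6* had 4289 normalized counts there and at most 264 in the other livers. This signal lies outside the data the paper discusses, apart from a label of *Myh6* in Fig. 5e. There were 2 versions of the test for heart RNA carried into the liver sample of ha/ha mouse 3. The version written before its result was seen used 100 genes and found 0 of 100 within 2-fold of one common share, but 89 of them were too low in the heart to show such a share, so that it decided nothing and heart RNA and other sources cannot be told apart by it. The second used the 11 genes abundant enough, and 9 of 11 lay within 2-fold of the common share, which is consistent with heart RNA in that sample. Asked whether the ha/ha genotype raises cardiac genes in the liver, 1 of the 3 *Mrps12 ha/ha* livers had a cardiomyocyte list mean above every *Mrps12*+/+ liver. That mean was 7.40 and 7.66 in the livers of *Mrps12*+/+ mice 1 and 2, which were high in skeletal muscle genes, 3.53 in that of *Mrps12*+/+ mouse 3 and 4.86, 2.90 and 8.38 in the *Mrps12 ha/ha* livers. As the first 2 set the level to be passed, the count decided nothing, and an effect of the genotype and heart RNA cannot be told apart by it.

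*Cyp2a22*, which the paper does not discuss, was at least 161-fold lower in *Mrps12 ha/ha* than in *Mrps12*+/+ livers, with 285, 518 and 1180 normalized counts in the *Mrps12*+/+ livers and at most 1 read in each *Mrps12 ha/ha* liver (adjusted p = 0.00842 from limma, 0.00300 to 0.154 over the alternatives). The adjusted p was 0.0536 without *Mrps12 ha/ha* mouse 3, 0.0580 with a mean of at least 50, 0.0741 with a pseudocount of 0.1 and 0.154 with limma-voom. It was also lower in the *Mrps12 ep/ep* livers. It and *Cyp2a5* lie within 5 Mb of *Mrps12*, so that DNA of another strain next to *Mrps12*, carried along with both mutations, is a candidate explanation. Outside the Cyp2 family, 10.9% of the genes within 5 Mb and 14.1% of those elsewhere had an unadjusted p under 0.05 in the *Mrps12 ha/ha* livers (Fisher's exact p = 0.241), which shows no excess near *Mrps12*. A variant that affects only the Cyp2 genes, including one that sends their reads to a paralog, was not excluded, and that and an effect of the genotypes cannot be told apart without the sequence of these mice.

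The direct comparison of the mutants, which the paper does not report, gave 4 genes with an adjusted p under 0.05 in the heart. They were *Gm15387*, *Ptges3-ps* and *Gm6206*, lower in *Mrps12 ha/ha* mice, and *AL731706.2*, at least 9.83-fold higher. The last lost its call in several alternatives, among them the fits without any one of the *Mrps12 ep/ep* mice (0.0521 to 0.153) and without *Mrps12 ha/ha* mouse 3 (0.214), and *Gm6206* did with limma-voom (0.145). The pseudogenes have near copies in the genome, so that reads could be shared between them and their parent genes, which was not tested. *Gm15387* had 816 ± 207 normalized counts in the *Mrps12 ha/ha* livers (SD, n = 3), so that its reads were not missing in this genotype as a whole. As many genes or more were found in 2 of the 10 splits of the 6 hearts. In the liver 1 gene passed, *Gm10524*, with a log2 fold change of -2.20 (adjusted p = 0.00623 from limma, 3.57e-04 to 0.0732 over the alternatives). Its adjusted p was 0.0732 without *Mrps12 ep/ep* mouse 1 and 0.0587 without *Mrps12 ha/ha* mouse 3, and 2 of the 10 splits of the 6 livers gave as many genes.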

How the results depend on the processing

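None of the settings was chosen for its result, and limma-voom, thinning, the trend removal, both covariates and the block with the trend removed were added after the data were seen. Fits with DESeq2 and edgeR, planned only where whole reads could be recovered, were not run, although whole reads were recovered for the depth. Of the counts under the other settings fixed beforehand, 58 were within 1.5 times the reported count and 44 were not. Of the set results, 72 kept their direction and side of the threshold, 16 became weaker, 8 stronger and 3 reversed. The replicate block leaves every log2 fold change as it was, so that its set results were fixed in advance and count among the 72. Under the added settings 16 counts were within 1.5 times and 14 were not, and 30 set results kept direction and side, 5 became weaker, 1 stronger and 2 reversed.

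With array weights the count of genes with an adjusted p under 0.05 was 5573 for *Mrps12 ha/ha* against *Mrps12*+/+ hearts, 6314 for *Mrps12 ha/ha* against *Mrps12 ep/ep* hearts, 3 for *Mrps12 ep/ep* against *Mrps12*+/+ hearts, 4 for *Mrps12 ha/ha* against *Mrps12*+/+ livers and 13 for *Mrps12 ha/ha* against *Mrps12 ep/ep* livers. For *Mrps12 ep/ep* against *Mrps12*+/+ hearts it was 1 with a pseudocount of 0.1, 1 with a pseudocount of 8, 2 with no filter, 2 with quantile normalization, 1 with only the 2 genotypes compared and 2 with robust eBayes. For *Mrps12 ha/ha* against *Mrps12*+/+ livers it was 0 with a pseudocount of 0.1, 3 with no filter and 0 with a mean of at least 50, and for *Mrps12 ep/ep* against *Mrps12*+/+ livers 0, 2 and 0 with the same settings and 0 with only the 2 genotypes compared. For *Mrps12 ha/ha* against *Mrps12 ep/ep* livers it was 18 with only the 2 genotypes compared and 4 with robust eBayes. With limma-voom it was 3 for *Mrps12 ha/ha* and 2 for *Mrps12 ep/ep* against *Mrps12*+/+ hearts and 0 for both liver comparisons with *Mrps12*+/+. Thinned, it was 14 for *Mrps12 ha/ha* and 2 for *Mrps12 ep/ep* against *Mrps12*+/+ livers, and with the trend removed 4 and 3. With the atrial covariate it was 9 for *Mrps12 ha/ha* against *Mrps12*+/+ and 7 for *Mrps12 ha/ha* against *Mrps12 ep/ep* hearts, and with the hepatocyte covariate 14 for *Mrps12 ha/ha* against *Mrps12*+/+ hearts. The cause was not tested.

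Replicate numbers of different genotypes were also tried as a replicate block. Of the 9 pairs of same-numbered mice of different genotypes, 2 in the heart and 2 in the liver had a correlation above 0.1 (from -0.231 to 0.578 and from -0.133 to 0.164), so that the numbers do not pair the mice. With the block the count was 3 for *Mrps12 ha/ha* against *Mrps12*+/+ hearts, 7 for *Mrps12 ha/ha* and 9 for *Mrps12 ep/ep* against *Mrps12*+/+ livers and 6 for *Mrps12 ha/ha* against *Mrps12 ep/ep* livers. With the trend removed as well it was 9, 8 and 7 for the 3 liver comparisons.

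With 1 mouse left out in each of 6 fits, the count ran from 3 to 4330 for *Mrps12 ha/ha* against *Mrps12*+/+ hearts, from 0 to 1 for *Mrps12 ep/ep* against *Mrps12*+/+ hearts, from 3 to 3730 for *Mrps12 ha/ha* against *Mrps12 ep/ep* hearts, from 0 to 90 for *Mrps12 ha/ha* against *Mrps12*+/+ livers, from 1 to 68 for *Mrps12 ep/ep* against *Mrps12*+/+ livers and from 0 to 4 for *Mrps12 ha/ha* against *Mrps12 ep/ep* livers. The highest counts in the heart were reached without *Mrps12 ha/ha* mouse 2, which had the fewest reads. That heart was also unlike *Mrps12 ha/ha* mice 1 and 3 on principal component 2, a main direction in which the hearts differed. Its value there was -37.5, near *Mrps12*+/+ mouse 1 (-39.9) and *Mrps12 ep/ep* mouse 1 (-31.5), against 61.2 and 47.1. On component 1 it lay near them, at -35.5 against -47.2 and -37.7. With all hearts thinned to its depth, the count against *Mrps12*+/+ hearts was 7. Its depth and its unlikeness were not told apart. The normalized enrichment score ran from 2.01 to 2.34 for OXPHOS in *Mrps12 ha/ha* hearts, from -2.17 to 1.6 in *Mrps12 ep/ep* hearts, from -1.45 to -1.18 for solute carriers, from -2.3 to -1.28 for cytochrome P450 genes, from -0.83 to 0.90 for the integrated stress response, and for cholesterol biosynthesis from -2.23 to -1.92 in *Mrps12 ep/ep* and from -2.16 to -1.68 in *Mrps12 ha/ha* livers. The OXPHOS score of the *Mrps12 ep/ep* hearts reversed to 1.6 without *Mrps12 ep/ep* mouse 2, and the stress response score to 0.89 without *Mrps12*+/+ mouse 1 and 0.90 without *Mrps12 ha/ha* mouse 1.

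With the atrial covariate the score fell to 1.42 for OXPHOS in *Mrps12 ha/ha* hearts and came to -1.23 for solute carriers. With the hepatocyte covariate it was -1.32 for solute carriers and -1.39 for cytochrome P450 genes and reversed to 1.62 for OXPHOS in *Mrps12 ep/ep* hearts. Thinned, it was -1.28 for solute carriers and -1.53 for OXPHOS in *Mrps12 ep/ep* hearts. The latter passed the threshold there, and also with a pseudocount of 8 (-1.61), with no filter (-1.56) and with the moderated statistic (-2.08), which gave -0.78 for cytochrome P450 genes. With limma-voom the stress response score reversed to 0.78. Camera with the preset correlation gave adjusted p-values of 0.00298 for OXPHOS in *Mrps12 ep/ep* hearts, 0.265 for solute carriers and 0.509 for cytochrome P450 genes. With an estimated correlation they were 0.529, 0.529 and 0.789 for OXPHOS in *Mrps12 ha/ha* hearts, solute carriers and cytochrome P450 genes and 0.0950 for cholesterol biosynthesis in *Mrps12 ha/ha* livers. Fry gave 0.287, 0.287 and 0.668 for the heart sets in the same order. The cause was not tested.

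Of the named genes' values with 1 mouse left out, 164 kept their direction and side of the threshold, 19 became stronger and 9 weaker. Under both pseudocounts, quantile normalization and the replicate block, 120 values kept direction and side, with 5 stronger and 3 weaker. None of these values reversed, although the replicate block leaves every log2 fold change as it was in this balanced design and could not reverse one. The remaining settings were not part of these counts. Among them, array weights brought several named genes under the threshold, and limma-voom took others above it. In the shallowest heart 1 read was worth 3.020 normalized counts, which limits genes with low counts such as *Pcp4*.

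The real split of the 6 mice and the other 9 of the 10 possible splits were compared for each result, and 10 splits cannot show a share under 0.1. A result as large was found in 1 of 10 splits for the count and the OXPHOS set of *Mrps12 ha/ha* hearts, 2 of 10 for solute carriers, 6 of 10 for cytochrome P450 genes, 7 of 10 for the integrated stress response, 7 of 10 for the OXPHOS set of *Mrps12 ep/ep* hearts, and 2 of 10 for the count of *Mrps12 ha/ha* against *Mrps12 ep/ep* hearts. For the count of *Mrps12 ep/ep* hearts it was 10 of 10, which says nothing, as the real count was 0 (271 at an unadjusted p under 0.05) and no split can give fewer. In the liver it was 3 of 10 for the count and 4 of 10 for the cholesterol set of *Mrps12 ha/ha* mice, 4 of 10 and 5 of 10 for those of *Mrps12 ep/ep* mice, and 2 of 10 for the count of *Mrps12 ha/ha* against *Mrps12 ep/ep* mice.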

Differences from the paper's values

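Apart from the alternatives added after the data were seen, none of the tests behind these values was chosen only after the result was seen. In the paper's deposited tables the authors' adjusted p was under 0.05 for 740 genes in *Mrps12 ha/ha* hearts, 5 in *Mrps12 ep/ep* hearts, 573 in *Mrps12 ha/ha* livers and 227 in *Mrps12 ep/ep* livers, the paper's values. The counts with limma were 5, 0, 1 and 1. None of the alternatives set before the data were examined closed the gap for any of these counts. Array weights, with 5573 genes, and the fit without *Mrps12 ha/ha* mouse 2, with 4330, went past the paper's 740. The planned count models were not run.

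For *Saa2* in *Mrps12 ha/ha* livers the paper's log2 fold change is about -5.6 in Fig. 5e, read by eye, and the value here was -3.61 with a standard error of 1.49. Without *Mrps12*+/+ replicate 2 it was -5.37, and of the alternatives set before the data were examined only that one closed the gap. Without *Mrps12*+/+ replicate 3 it was -1.51. The authors' own deposited shrunken value is -0.023.

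The paper reports *Chop*, *Pcp4* and *Sox18* as increased and *Slc38a1* as reduced in *Mrps12 ha/ha* hearts. Their directions were the same here, with adjusted p-values of 0.144, 0.191, 0.191 and 0.211 from limma. Array weights called all 4, with 0.00306 for *Ddit3* and *Sox18*, 0.0105 for *Pcp4* and 0.0142 for *Slc38a1*, and the fit without *Mrps12 ha/ha* mouse 2 called the first 3. Over all alternatives their adjusted p reached up to 0.540. Fig. 5c places *Chop* beyond a log2 fold change of 1. The authors' own deposited table gives a shrunken value of 0.76, and the value here was 0.80, with 0.92 without *Mrps12 ha/ha* mouse 2. The paper describes stress response genes as increased, and the integrated stress response list as a whole had a score of -0.77. *Atf3*, one of its genes, had a log2 fold change of -1.53 (adjusted p = 0.0935, 0.00318 to 0.386 over the alternatives), and array weights and the fit without *Mrps12 ha/ha* mouse 2 called it. *Chst4*, labelled in Fig. 5c, was called with array weights, without *Mrps12 ha/ha* mouse 2 and with the hepatocyte covariate, which was chosen after seeing the values. *Cyp2s1* and *Cyp2b10* were called with array weights and without *Mrps12 ha/ha* mouse 2.

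The paper states that nothing changed significantly in *Mrps12 ep/ep* hearts. No gene was called there in the limma fit used here, and 1 to 3 were under some of the alternatives. As a set, the cytochrome P450 genes, which the paper reports as reduced in *Mrps12 ha/ha* hearts, had a median log2 fold change of -0.70 in the *Mrps12 ep/ep* hearts. The score was -2.41 (adjusted p = 0.00148 from fgsea over all list tests). Of the 44 genes none had an adjusted p under 0.05, 1 was higher and 3 were lower in every *Mrps12 ep/ep* heart, where chance gives 10%, and 2 had an unadjusted p under 0.05. The median came to -0.19 without *Mrps12*+/+ mouse 1. The score was not computed under the alternatives, and hepatocyte genes were lower in the same hearts, with a median of -2.57.

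In *Mrps12 ep/ep* livers the paper reports changed steroid metabolism genes. *Idi1*, *Cyp51*, *Nsdhl*, *Msmo1* and *Sqle* had adjusted p-values of 0.0659, 0.0904, 0.0991, 0.110 and 0.110 here, from 0.0129 to 0.454 over the alternatives. The replicate block called all 5. The fits without *Mrps12*+/+ mouse 1 and without *Mrps12*+/+ mouse 3 called the first 4. No filter on low values called *Idi1*. Of the alternatives chosen after seeing the values, thinning and the trend removal called *Idi1*, and the block with the trend removed called *Idi1*, *Cyp51*, *Msmo1* and *Sqle*. No setting called *Abcg5*, whose lowest adjusted p was 0.145. In *Mrps12 ha/ha* livers the paper reports *Foxa2*, *Slc43a1* and *Cyp2a5* as increased, which were not called here. The fit without *Mrps12*+/+ mouse 2 called *Foxa2* and *Cyp2a5*, at 0.0483, and that without *Mrps12*+/+ mouse 3 called *Cyp2a5*, at 0.0122. No setting called *Slc43a1*, whose lowest adjusted p was 0.102.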

Other observations

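The test of the share of cardiomyocytes was chosen only after the result was seen.

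The OXPHOS subunit genes have short transcripts, with a median of 595.5 bases against 1493.5 for all tested genes, and the hearts of *Mrps12 ha/ha* mice 1 and 2 had the fewest reads. With each mouse's trend on length and GC content removed the normalized enrichment score was 1.91, and with all hearts thinned to the shallowest it was 2.08, so that neither a length or GC trend nor depth is likely to be the whole cause of the higher OXPHOS genes. With the mean of the atrial genes as a covariate the score was 1.42 and no longer past the threshold. As all 3 *Mrps12 ha/ha* hearts were low in atrial genes, the covariate also takes up part of the genotype, and this loss decides nothing. In mouse 1, the heart lowest in atrial genes, the OXPHOS mean was 13.43 in *Mrps12*+/+ mice, against 13.42 and 13.39 in the others. In *Mrps12 ep/ep* mice it was 13.62 in mouse 1, also the lowest in atrial genes, against 13.07 and 13.34. Of the 24 tested cardiomyocyte genes outside OXPHOS 10 were higher and 14 lower, with a median log2 fold change of -0.11. As these genes moved both ways, a larger share of cardiomyocytes and a change within cardiomyocytes cannot be told apart.

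The lower cytochrome P450 genes in the hearts might reflect less liver RNA carried into the heart samples. With the mean of the hepatocyte list as a covariate the score in *Mrps12 ha/ha* hearts was -1.39, a move of 0.47 where more than 0.5 had been asked for, so that it was just short and liver RNA and a change in the heart cannot be told apart. With the mean of the atrial genes as a covariate the score was -2.62, further from 0 than the -1.86 without one. All 15 listed hepatocyte genes passed the filter in the heart, with a median log2 fold change of -0.50 in *Mrps12 ha/ha* and -2.57 in *Mrps12 ep/ep* hearts. The former was 0.069 without *Mrps12*+/+ mouse 1, -0.92 without *Mrps12*+/+ mouse 2, 0.089 without *Mrps12 ha/ha* mouse 1, -1.27 without *Mrps12 ha/ha* mouse 2 and -0.28 without *Mrps12 ha/ha* mouse 3, and the latter -4.42 without *Mrps12 ep/ep* mouse 1 and -0.93 without *Mrps12 ep/ep* mouse 2. Their mean was 3.93 in *Mrps12 ep/ep* mouse 2 and 9.82 in *Mrps12*+/+ mouse 1.

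Several other lists gave values that were not followed up. A hypertrophy and fetal gene programme list had 15 genes tested in *Mrps12 ha/ha* hearts, 1 higher and 14 lower. Its median log2 fold change was -0.72 and its score -2.06 (adjusted p = 0.00148 from fgsea over all list tests). Of these genes, 6 were lower in every *Mrps12 ha/ha* heart. None passed 0.05 over all tested genes, 2 did when adjusted over the list alone, and 5 had an unadjusted p under 0.05. The paper reports hypertrophic cardiomyopathy in these mice from echocardiography and stained sections, with altered electrocardiograms. Whether the low atrial genes of the same hearts account for the lower list was not tested, so that nothing about hypertrophy follows from it. In *Mrps12 ha/ha* hearts 8 of 9 brown adipocyte genes were tested, 1 higher and 7 lower, with a median log2 fold change of -3.66 that was -1.47 without *Mrps12*+/+ mouse 3. Their mean was 10.59 in that heart, 5.20 and 6.85 in the other *Mrps12*+/+ hearts and 4.58 to 5.08 in the *Mrps12 ha/ha* hearts. All 5 erythroid genes were tested and higher, with a median of 1.93, or 1.15 without *Mrps12 ha/ha* mouse 3. Their mean was 15.61, 14.46 and 17.27 in the *Mrps12 ha/ha* hearts and 13.34 to 14.62 in the *Mrps12*+/+ hearts. From stained sections, Fig. S2 of the paper reports more blood in the hearts of *Mrps12 ha/ha* mice. None of the brown adipocyte or erythroid genes passed 0.05 over all tested genes, and 5 erythroid genes did when adjusted over the list alone. An unadjusted p under 0.05 was found for 1 brown adipocyte and 5 erythroid genes. Over all tested genes 1 brown adipocyte and 5 erythroid genes passed 0.05 without *Mrps12 ha/ha* mouse 2. The paper reports 10 protein import, dynamics and proteostasis proteins as increased by proteomics of isolated *Mrps12 ha/ha* heart mitochondria. Its legend for that proteomics names controls on a normal diet, an unlike comparison. In whole-heart RNA, against *Mrps12*+/+ mice on the HFD, the 10 genes had a median log2 fold change of -0.26, 4 higher and 6 lower. It was -0.11 without *Mrps12 ha/ha* mouse 1 and -0.44 without *Mrps12 ha/ha* mouse 2. The 12 genes of the mitochondrial unfolded protein response had a median of -0.35, 2 higher and 10 lower, or -0.54 without *Mrps12 ha/ha* mouse 2. None of these genes passed 0.05 over all tested genes or adjusted over the list alone, and 4 and 5 had an unadjusted p under 0.05. Over all tested genes 6 and 7 passed without *Mrps12 ha/ha* mouse 2. In *Mrps12 ha/ha* livers all 12 fatty acid synthesis genes were tested and higher, with a median of 0.57, or 0.37 without *Mrps12*+/+ mouse 3, 1 past 0.05 when adjusted over the list alone, none over all tested genes and 4 at an unadjusted p under 0.05. Of 78 tested cytochrome P450 genes in *Mrps12 ha/ha* livers 55 were higher, with a median of 0.46, or 0.26 without *Mrps12*+/+ mouse 3, and 13 passed 0.05 when adjusted over the list alone. Over all tested genes 1 did, 5 without *Mrps12*+/+ mouse 2, 2 without *Mrps12*+/+ mouse 3 and 0 without *Mrps12 ha/ha* mouse 3, with 25 at an unadjusted p under 0.05. The cardiomyocyte genes had a median of -0.69 in *Mrps12 ha/ha* livers, where muscle genes were high in 2 of the *Mrps12*+/+ samples. It was -2.26 without *Mrps12*+/+ mouse 3, -2.08 without *Mrps12 ha/ha* mouse 3 and -0.16 without *Mrps12 ha/ha* mouse 2.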
